# Extracellular vimentin mimics VEGF and is a target for anti-angiogenic immunotherapy

**DOI:** 10.1038/s41467-022-30063-7

**Published:** 2022-05-23

**Authors:** Judy R. van Beijnum, Elisabeth J. M. Huijbers, Karlijn van Loon, Athanasios Blanas, Parvin Akbari, Arno Roos, Tse J. Wong, Stepan S. Denisov, Tilman M. Hackeng, Connie R. Jimenez, Patrycja Nowak-Sliwinska, Arjan W. Griffioen

**Keywords:** Cancer immunotherapy, Tumour angiogenesis, Tumour immunology

## Abstract

Anti-angiogenic cancer therapies possess immune-stimulatory properties by counteracting pro-angiogenic molecular mechanisms. We report that tumor endothelial cells ubiquitously overexpress and secrete the intermediate filament protein vimentin through type III unconventional secretion mechanisms. Extracellular vimentin is pro-angiogenic and functionally mimics VEGF action, while concomitantly acting as inhibitor of leukocyte-endothelial interactions. Antibody targeting of extracellular vimentin shows inhibition of angiogenesis in vitro and in vivo. Effective and safe inhibition of angiogenesis and tumor growth in several preclinical and clinical studies is demonstrated using a vaccination strategy against extracellular vimentin. Targeting vimentin induces a pro-inflammatory condition in the tumor, exemplified by induction of the endothelial adhesion molecule ICAM1, suppression of PD-L1, and altered immune cell profiles. Our findings show that extracellular vimentin contributes to immune suppression and functions as a vascular immune checkpoint molecule. Targeting of extracellular vimentin presents therefore an anti-angiogenic immunotherapy strategy against cancer.

## Abstract (web summary)

The pro-tumorigenic effects of vimentin have been attributed to intracellular functions in tumour cells so far. Here, the authors show that tumour endothelial cells can secrete vimentin as a pro-angiogenic factor and that targeting of vimentin can be used as an immunotherapeutic strategy.

## Introduction

The tumor microenvironment (TME) is highly immunosuppressive, which is heavily mediated by the aberrant tumor vasculature^1,2^. As a consequence of continuous exposure to tumor-derived growth factors, tumor endothelial cells (ECs) become anergic to inflammatory cytokines, resulting in a non-adhesive vasculature and subsequent evasion from immunity^3–5^.

The current commercial success of targeting the vasculature indirectly—through interference with tumor-derived angiogenic growth factors by antibodies and tyrosine kinase inhibitors—is overshadowed by the occurrence of drug-induced resistance, resulting from the adaptation and alternative growth factor production of tumor cells^6,7^. We have shown that direct targeting of tumor endothelium, by vaccination or antibodies towards tumor endothelial-specific markers, is a highly effective strategy for inhibiting tumor growth and can potentially overcome EC anergy^8–11^. As such, targeting tumor blood vessels has the capacity to improve immunotherapy and may even act as immunotherapy in itself^5,12^.

The intermediate filament protein vimentin is elaborately investigated and known for its intracellular structural properties and contribution to enhanced malignancy of tumors by its involvement in epithelial to mesenchymal transition (EMT) and metastasis^13^. In recent years, extracellular roles for vimentin have been proposed^8,14,15^ and in this study, we demonstrate that ECs externalize vimentin, in an effort to promote angiogenesis and, at the same time, escape from immunity. The latter involves a role as a vascular immune checkpoint, shielding the vasculature from leukocyte interactions. Importantly, both passive and active antibody-based immunotherapies against extracellular vimentin are shown to specifically and safely inhibit tumor vascularization and tumor growth. This is demonstrated in several preclinical models, as well as in a clinical study in client-owned domestic dogs presenting with spontaneous bladder carcinoma. The anti-vimentin approach overcomes tumor immune suppression by enhancing infiltration, and altering the composition, of immune cells in the tumor area. This effect is mediated by regulation of ICAM1 expression and endothelial adhesiveness, as well as through mimicking VEGF actions including enhancing VEGFR signaling. Our data show that extracellular vimentin is a vascular immune checkpoint molecule and that targeting this bioavailable marker provides a double-edged sword in cancer therapy, simultaneously alleviating immune suppression and repressing tumor angiogenesis.

## Results

### Tumor ECs overexpress and secrete vimentin, a universal marker of the tumor vasculature

Vimentin was found to be overexpressed in the endothelium of a wide array of human tumor types and in syngeneic and xenograft animal tumors, by transcript and protein analysis (Fig. 1a–c, Supplementary Fig. 1a–c). In colorectal tumor tissues, vimentin protein is abundantly present in the vessel wall, although other mesenchymal cell types such as resident immune cells also express the protein (Supplementary Fig. 1b). Vimentin gene expression was found to be strongly positively correlated with focal adhesion and extracellular matrix (ECM) turnover, hallmark processes in the tumor microenvironment during tumor angiogenesis, as well as with other described tumor endothelial markers, e.g., galectin-1 (Supplementary Fig. 1e)^8,11,16^. Vimentin expression in ECs was inducible by exposure to angiogenic factors, while expression was reduced in the presence of angiogenesis inhibitors (Supplementary Fig. 1d). It was also found to be causally related to activation of ECs, as silencing of vimentin by siRNA (Supplementary Fig. 1f), dose-dependently resulted in angiogenesis inhibition in vitro, predominantly evidenced by reduced migration and sprouting capacity (Supplementary Fig. 1g–j).

**Fig. 1:**
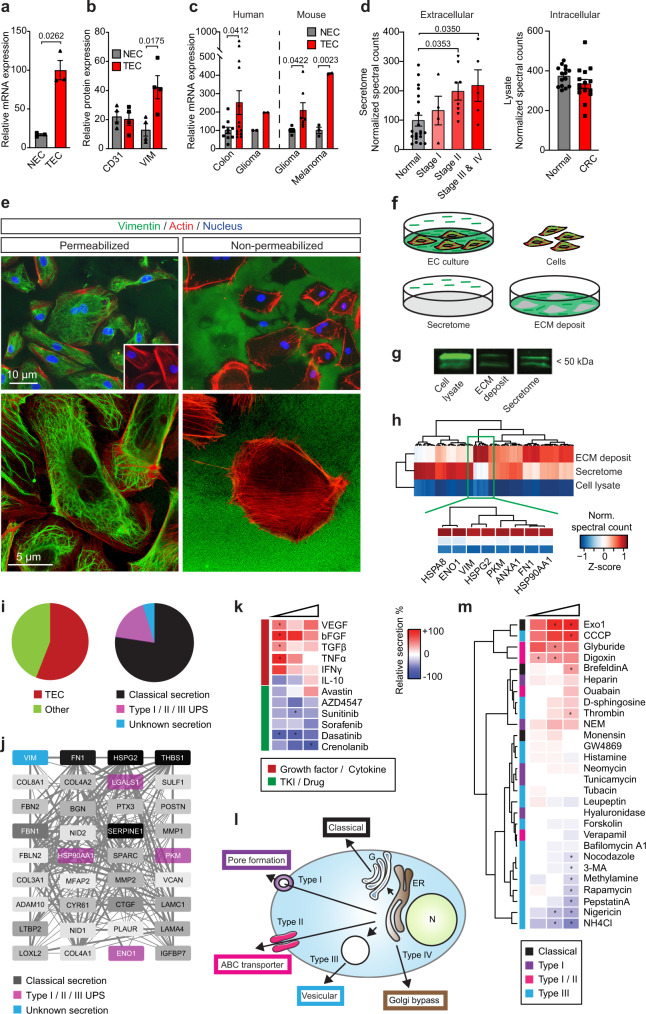
Vimentin is overexpressed in tumor endothelial cells and is present extracellularly. **a**, **b** Vimentin mRNA (**a**; *n* = 3; qPCR) and protein (**b**; *n* = 4; flow cytometry) expression in isolated endothelial cells (EC) from human colon tumor (TEC) and normal colon (NEC). **c** Vimentin mRNA expression in isolated EC from human (colon, *n* = 13; glioma, *n* = 2) and murine (glioma, *n* = 7; melanoma, *n* = 2) tumors. **d** Proteomics analysis of human normal colon and colorectal cancer tissues for extracellular vimentin in secretome (left panel; *n* = 21 (normal), *n* = 4 (Stage I), *n* = 8 (Stage II), *n* = 5 (Stage III & IV)) and total intracellular vimentin (right panel; *n* = 15 (normal), *n* = 15 (CRC Stage I–IV)). Data are presented as mean ± SEM in **a**–**d**. *p* values represent paired *t* test (**a**, **c**, **d** right panel), unpaired *t* test (**b**), and one-way ANOVA (**d** left panel). **e** Immunofluorescent staining of fixated and permeabilized HUVEC (left panels) and live intact HUVEC (right panels). Inset: negative control. Representative images of at least three independent experiments are shown. **f** Schematic representation of vimentin localization (in green). **g** Western blotting of total cell lysate, ECM deposit, and secretome of HUVEC. Representative sections of at least three independent experiments are shown. **h** Global proteomics analysis (*n* = 1) of HUVEC lysate, secretome, and ECM deposit. **i** (Left) Proportion of known tumor EC markers (TEC, red) among externalized proteins. (Right) Secretion mechanisms among externalized proteins. **j** Protein–protein interaction analysis using STRING of externalized TEC markers. Opacity levels of the nodes are proportional to secretion abundance. **k** Effect of angiogenesis inhibitors and cytokines on vimentin secretion. Relative secretion is color-coded according to the legend right of the panel, and agent types are color-coded according to the legend below the panel. **l** Schematic of different cellular protein secretion pathways. **m** Effect of different protein secretion mediators on vimentin secretion. Legend as in **k**. Data are color-coded as mean values of relative secretion in **k** and **m**; numbers of samples are presented in the Source Data file. *p < 0.05 based on Kruskal–Wallis test with Dunn’s multiple comparison test correction for **k** and **m**. Source data are provided as a Source Data file.

While fixed and permeabilized ECs show the characteristic abundant filamentous network of vimentin, also staining of depositions surrounding the cells was observed, which was better visible in non-permeabilized cells and after non-enzymatic removal of the cells (Fig. 1e, Supplementary Fig. 2a–d). The presence of vimentin in cell lysate, matrix depositions, and conditioned medium (secretome; Fig. 1f) was investigated by western blot analysis. This demonstrated that all samples contained the 54 kDa full-length vimentin and showed the characteristic multiple band pattern that is due to posttranslational modifications and/or cellular proteolytic enzyme activity (Fig. 1g, Supplementary Fig. 2e)^17,18^. For the different cells used in this study, intracellular vimentin was quantified by flow cytometry, and extracellular vimentin was quantified in the secretome by ELISA. Intracellular vimentin expression varied between the cells (Supplementary Fig. 2j), while secreted vimentin was detected within this panel exclusively in the secretome of ECs (Supplementary Fig. 2k). Indeed, it was previously shown that vimentin is not readily secreted from colorectal tumor cell lines^19^. However, we observed cancer stage-related presence of extracellular vimentin in the secretome of human colorectal tumors, while total, intracellular vimentin levels did not differ between the normal colon and colorectal cancer (Fig. 1d). These observations substantiate the significance of vimentin secretion in malignancies.

### Vimentin is secreted through non-classical pathways

The above results were further confirmed using proteomics analysis of HUVEC lysate, secretome, and ECM deposit (Fig. 1h, Supplementary Fig. 2f). Vimentin was among the most abundantly externalized proteins from HUVEC, along with fibronectin 1 (FN1). Coverage of tryptic peptides over the length of the total protein sequence was comparable among all sample types, which confirms the presence of full-length secreted vimentin (Supplementary Fig. 2g). Interestingly, the majority of the externalized proteins have previously been recognized as markers of tumor ECs by us and others (Fig. 1i, j)^8,16,20^. Furthermore, ~25% of the externalized proteins belonged to the class of non-classically secreted proteins, essentially lacking the sequence features that are ascribed to classically (Golgi and ER-mediated) secreted proteins (Fig. 1i, Supplementary Fig. 2h, i)^21^. Moreover, the most abundantly secreted proteins (present in the ECM deposit, secretome, or both), are highly interconnected as demonstrated by protein-protein interaction analysis (Fig. 1j). This may indicate that common, hitherto unknown secretion mechanisms play a role in the externalization of these proteins from the cell.

We observed that stimulation of ECs with angiogenic growth factors increased vimentin secretion, whereas anti-angiogenic agents tended to decrease its secretion (Fig. 1k), suggesting that vimentin secretion is associated with the activation state of ECs. Moreover, blockade of classical secretion mechanisms through inhibition of ER and Golgi by brefeldin A and monensin did not inhibit vimentin secretion (Fig. 1m), as was also observed for secretion of IL-1β^22^.

To further unravel the endothelial vimentin secretion mechanism, we screened for the effects of 28 known regulators of various cellular secretion mechanisms (Fig. 1l, m; Supplementary Table 1), at concentrations that did not affect cell viability. Interestingly, inhibitors of type III unconventional protein secretion (UPS) pathways strongly inhibited vimentin secretion, suggesting the involvement of secretory organelles. Notably, interference with lysosomal and autophagy functions (e.g., NH4Cl, nigericin, pepstatin A) inhibited vimentin secretion, while disruptors of classical secretion (e.g., Exo1, brefeldin A) and of membrane potential or direct membrane transport (e.g., CCCP, digoxin, glyburide) tended to stimulate secretion. Such features are known for other unconventionally secreted proteins^22–24^.

### Extracellular vimentin promotes a pro-angiogenic phenotype

Exposure of ECs to recombinant extracellular vimentin dose-dependently increased sprouting of ECs in collagen gels (Fig. 2a), while cell viability and migration were not significantly affected (Supplementary Fig. 3a, b). Notably, we observed that in the presence of extracellular vimentin, though not in response to VEGF, invaded cells lost connectivity and migrated into the collagen gel individually, rather than as connected tubes (Fig. 2a). Using time-lapse imaging of this assay system, and quantification of invading tubes vs. invading individual cells, we noted that tubes do form in the presence of extracellular vimentin, but disassemble over time (Fig. 2b). Similarly, in the presence of extracellular vimentin cells tended to migrate more as individual cells into a scratched area in a monolayer (Supplementary Fig. 3b). In line with these observations, when ECs were plated onto Matrigel, normally resulting in honeycomb-like structures (meshes), we observed inhibition of this alignment in the presence of vimentin. This phenotype was only apparent, however, when cells were seeded immediately in the presence of vimentin, while the addition of vimentin after primary adhesion and alignment of the cells after 2 hours had no effect (Supplementary Fig. 3c). Importantly, these apparent anti-adhesive effects of recombinant vimentin were partially counteracted by the addition of anti-vimentin antibodies (Supplementary Fig. 3d, e). Taken together, these observations show that extracellular vimentin impairs cell-cell and cell-matrix interactions.

**Fig. 2:**
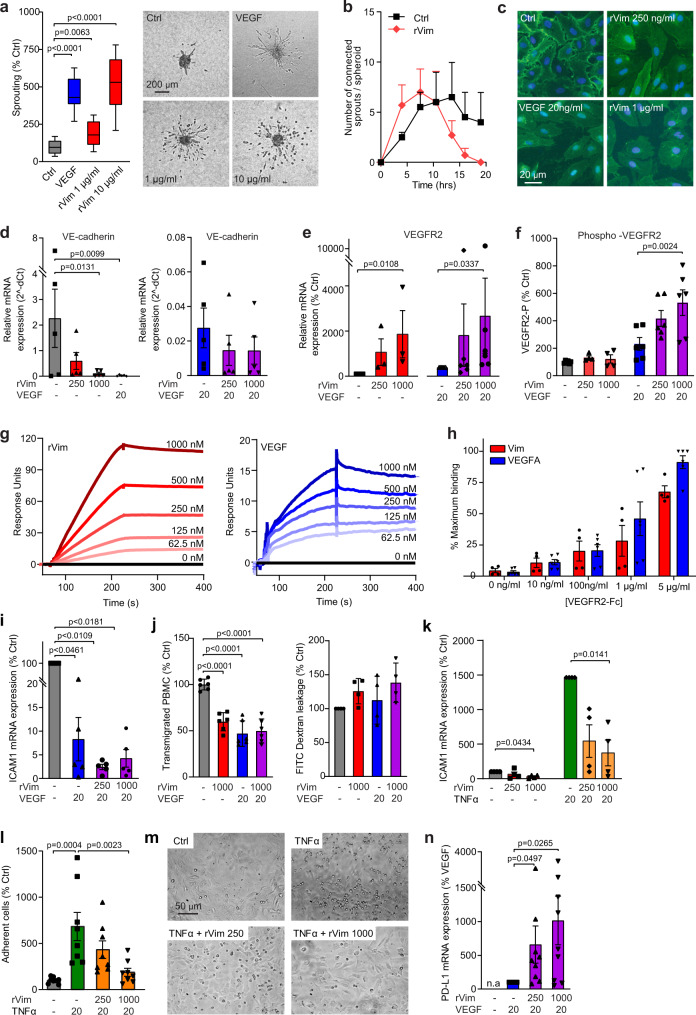
Extracellular vimentin promotes an anti-adhesive and pro-migratory endothelial phenotype. **a**, **b** Sprouting from collagen embedded HUVEC spheroids in the presence of recombinant vimentin (rVim), after 16 h (**a**; *n* = 4 independent experiments) and in time (**b**; *n* = 3). Box plots (**a**) represent medians ± 10–90th percentiles. XY-plot (**b**) represents mean + SEM. *p* values represent one-way ANOVA with Bonferroni correction for multiple comparisons. **c** Immunofluorescence for VE-cadherin expression in HUVEC after treatment with VEGF and rVim. VE-cadherin expression is depicted in green, nuclei are stained in blue with DAPI. Representative images of at least three independent experiments are shown. **d**, **e** VE-cadherin (**d**) and VEGFR2 (**e**) mRNA expression in HMEC-1. *n* = 5 (**d**), *n* = 3 (**e**) independent experiments. **f** VEGFR2 phosphorylation measurement in HMEC-1 by ELISA. *n* = 3 independent experiments. Bar graphs in **d**–**f** represent means ± SEM. *p* values represent one-way ANOVA with Bonferroni correction for multiple comparisons (**d**, **f**) or Kruskal–Wallis test with Dunn’s correction for multiple comparisons (**e**). **g** Surface plasmon resonance analysis of binding or rVim (left panel) and VEGF (right panel) to coated VEGFR2-Fc. *n* = 1. **h** Detection of binding of VEGFR2-Fc to coated rVim (*n* = 4) or VEGF (*n* = 6) using ELISA. Bar graphs represent means ± SEM. **i** ICAM1 mRNA expression in HMEC-1 after treatment with rVim in the presence of VEGF. *n* = 5 independent experiments. Bar graphs represent means ± SEM. *p* values represent Kruskal–Wallis test with Dunn’s correction for multiple comparisons. **j** Transmigration of PBMC over a HUVEC monolayer in a transwell assay (left panel) in the presence of rVim and/or VEGF. *n* = 3 independent experiments. *p* values represent one-way ANOVA with Bonferroni correction for multiple comparisons. Leakage of FITC-dextran (right panel) over a HUVEC monolayer. *n* = 4 independent experiments. *p* values represent Kruskal–Wallis test with Dunn’s correction for multiple comparisons. Bar graphs represent means ± SEM. **k** ICAM1 mRNA expression in HMEC-1 after treatment with rVim and/or TNFα. *n* = 4 independent experiments. Bar graphs represent means ± SEM. *p* values represent Kruskal–Wallis test with Dunn’s correction for multiple comparisons. **l**, **m** Adhesion of Jurkat T cells to TNFα stimulated HUVEC in the presence or absence of rVim; representative images (**m**) and quantification (**l**; *n* = 4 different donors). *p* values represent one-way ANOVA with Bonferroni correction for multiple comparisons. Bar graphs represent means ± SEM. **n** PD-L1 mRNA expression in HMEC-1 after treatment with rVim and/or VEGF (*n* = 4 independent experiments). Bar graphs represent means ± SEM, *p* values represent Kruskal–Wallis test with Dunn’s correction for multiple comparisons. All rVim concentrations are in ng/ml unless otherwise indicated. VEGF and TNFα were used at 20 ng/ml. Representative images are shown in **c** and **m**. Source data are provided as a Source Data file.

When monolayers of ECs were treated with vimentin, intercellular gaps were observed. This was accompanied by a redistribution of the major cell-cell adhesion molecule VE-cadherin, away from the cell surface and towards a more cytoplasmic localization, similar to that observed after treatment of ECs with VEGF (Fig. 2c)^25^. Moreover, vimentin and VEGF significantly inhibited VE-cadherin mRNA expression. The combination of VEGF and vimentin further suppressed VE-cadherin expression, although this did not reach statistical significance (Fig. 2d). When we evaluated whether recombinant vimentin induced VEGF expression in EC to account for these effects, we observed that somewhat counterintuitively, both VEGF and vimentin suppress VEGF mRNA expression (Supplementary Fig. 3f). These parallel effects suggest that vimentin functionally mimics VEGF. We, therefore, suspected that vimentin might modulate VEGF receptor expression and/or function. Indeed, treatment of EC with VEGF alone or in combination with vimentin stimulated VEGFR2 mRNA expression (Fig. 2e). Importantly, vimentin, in combination with VEGF, increased VEGFR2 phosphorylation (Fig. 2f), though this did not affect the presence of VEGFR2 on the cell surface (Supplementary Fig. 3g). This suggests that extracellular vimentin directly binds to VEGFR2. To support this hypothesis, we carried out SPR biosensor analysis, by which we show that vimentin binds immobilized VEGFR2 in a dose-dependent manner (Fig. 2g). Additionally, this analysis was confirmed by binding of VEGFR2 to immobilized vimentin and VEGF in ELISA (Fig. 2h) and reciprocal spot blot analyses (Supplementary Fig. 3h). Together, these data provide evidence for the involvement of vimentin in regulating the cell-cell adhesive properties of the vasculature through modulation of VEGF-VEGFR signaling. Sharing of VEGF and vimentin effects by signaling through VEGFRs is further addressed in the next paragraph.

### Extracellular vimentin inhibits vascular immune functions

We demonstrated in the past that angiogenic growth factors, like VEGF, are potent suppressors of endothelial adhesion molecules, such as ICAM1 and VCAM1^26^. Indeed, VEGF was shown to potently suppress ICAM1 expression, which is even more pronounced after additional exposure to extracellular vimentin (Fig. 2i). In addition, transmigration of human PBMCs over a HUVEC monolayer in a transwell system was inhibited in the presence of extracellular vimentin, VEGF, and the combination thereof (Fig. 2j). These effects were not due to direct effects on the viability of PBMCs, nor a consequence of generally enhanced permeability (Fig. 2j, Supplementary Fig. 3i, j). Independently, extracellular vimentin also clearly suppressed endothelial ICAM1 expression, which was partially prevented in the presence of TNFα (Fig. 2k, Supplementary Fig. 3k). We could exclude this to be mediated by direct blockade of TNFα receptors, as even in the absence of TNFα this suppression was observed. Functionally, it resulted in impaired TNFα induced adhesion of T cells to endothelial monolayers (Fig. 2l, m).

Whereas endothelial ICAM1 and VCAM1 expression are pivotal for effective immune responses, in contrast, endothelial expression of checkpoint molecules such as PD-L1 (CD274) can hamper immune responses. PD-L1 can interact with PD-1 on effector T cells and thereby inactivate those, resulting in immune evasion^27,28^. While PD-L1 was not detected in unstimulated ECs, exposure to VEGF resulted in a detectable expression. Moreover, additional exposure to extracellular vimentin significantly enhanced the expression of PD-L1 on ECs (Fig. 2n). These data further corroborate our observations that extracellular vimentin can potentiate VEGF-VEGFR signaling and functionally mimic VEGF actions.

### Anti-vimentin antibodies inhibit angiogenesis and tumor growth

Antagonizing secreted vimentin using anti-vimentin antibodies resulted in dose-dependent inhibition of EC scratch wound migration, sprouting into collagen, and mesh formation on Matrigel, but not EC viability (Fig. 3a–c; Supplementary Fig. 3l–n). In accordance, while in vivo angiogenesis in the chicken chorioallantoic membrane (CAM) was induced by the application of recombinant vimentin (Supplementary Fig. 3o), suppression of angiogenesis was observed in the presence of anti-vimentin antibodies that are reactive with chicken vimentin, in both naïve models and after angiogenesis induction by photodynamic therapy (Fig. 3d, e; Supplementary Fig. 3p, q)^29^. Furthermore, intravital imaging of FITC-labeled anti-vimentin antibodies injected in tumor-grafted CAMs showed localization of the antibodies to the tumor vessel wall (Fig. 3f). Treatment of xenografted human CRC on the CAM with anti-vimentin antibodies inhibited both tumor growth and vascular density in the tumors (Fig. 3g, h), and resulted in increased necrosis (Supplementary Fig. 4a). Moreover, these antibodies could be detected in the perivasculature in excised tumor sections, confirming effective homing to the tumor vasculature (Fig. 3i).

**Fig. 3:**
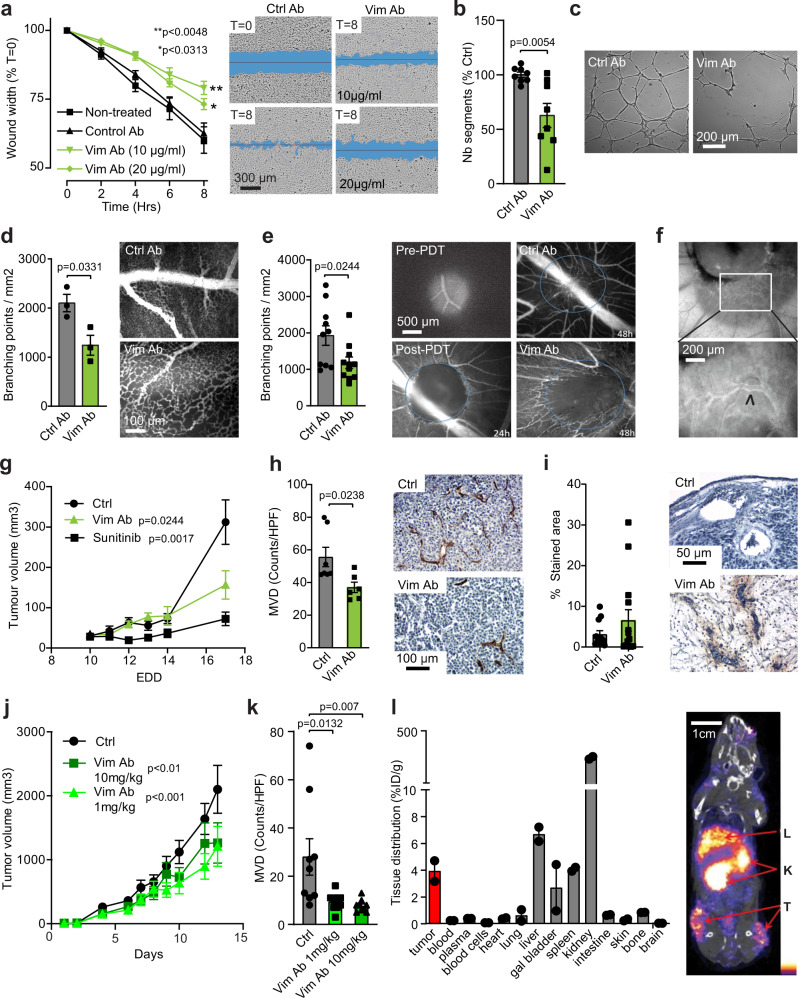
Anti-vimentin antibodies inhibit angiogenesis. **a** HUVEC scratch wound analysis in the presence of anti-vimentin antibodies (Vim Ab). *n* = 4 different donors. Data represent means ± SEM. *p* values represent two-way ANOVA with Dunnett’s correction for multiple comparisons for treatment. Representative images are shown in the right panel. **b**, **c** Tube formation of HUVEC on Matrigel in the presence of anti-vimentin antibodies (Vim Ab) or control antibodies (Ctrl Ab) *n* = 4 different donors. Bar graphs represent means ± SEM. *p* values represent unpaired *t* test. Representative images are shown. **d**, **e** Vessel density in physiological CAMs (**d**) and after photodynamic therapy (PDT) (**e**), treated with Vim Ab or Ctrl Ab. *n* = 3 (**d**), and *n* = 10 (Ctrl Ab) *n* = 11 (Vim Ab) (**e**) eggs/group. Bar graphs represent means ± SEM. *p* values represent unpaired *t* test. Representative images are shown to the right of the graphs. **f** Fluorescently labeled Vim Ab after i.v. injection localizes to the tumor vasculature in the CAM spheroid (arrow). Bottom panel: magnification of white box. Representative images of a single experiment are shown. **g**–**i** HCT116 xenograft tumor growth on the CAM, topically treated daily with 100 µl antibody or 2 µM sunitinib. **g** Tumor growth. *n* = 8 (Vim Ab), *n* = 9 (Ctrl, sunitinib) eggs/group. Data represent means ± SEM. *p* values represent two-way ANOVA with Dunnett’s correction for multiple comparisons for treatment. **h** Microvessel density (MVD) in Vim Ab (*n* = 7) and Ctrl (*n* = 6) treated tumors on the CAM. Data represent means ± SEM. *p* values unpaired *t* test. **i** Detection of tumor-homed antibodies in *n* = 12 (Ctrl Ab) and *n* = 14 (Vim Ab) images/group. Representative images are shown. **j** Passive Vim Ab therapy of B16F10 melanoma tumor growth in mice. *n* = 10 mice/group, *p* values represent two-way ANOVA. **k** MVD in *n* = 3 fields/tumor for *n* = 3 mice/group. Data represent means ± SEM. *p* values represent one-way ANOVA with Bonferroni correction. **l** Tissue distribution of 89-Zr labeled anti-vimentin nanobodies in mice (*n* = 2) with B16F10 melanoma (T = tumor, K = kidney, L = liver). Data represent means ± SEM. Source data are provided as a Source Data file.

In a mouse model of subcutaneously grafted B16F10 melanoma, anti-vimentin antibodies inhibited tumor growth and tumor vessel density (Fig. 3j, k). A more detailed analysis of the tumor tissues shows that following anti-vimentin antibody treatment of the mice, tumor vascular integrity is impaired, resulting in the less pronounced demarcation of blood vessels and dispersion of erythrocytes into the tumor parenchyma (Supplementary Fig. 4b). Furthermore, vascular Icam1 expression is increased (Supplementary Fig. 4c), and analysis of infiltrating T cells and macrophages by immunostaining for Cd3 and F4/80, respectively, suggest a minor increase in immune infiltrate after treatment, although this did not reach statistical significance (Supplementary Fig. 4d). In addition, myeloid cells, stained for Cd11b, appeared to remain confined to the tumor periphery in untreated mice, whereas upon anti-vimentin antibody treatment Cd11b cells could be observed in the tumor core as well (Supplementary Fig. 4e).

Finally, a clear accumulation of a Zirconium-89 labeled anti-vimentin nanobody in immunoPET imaging was observed in tumors (Fig. 3l), showing the promise of monitoring ongoing tumor angiogenesis with anti-vimentin antibodies, and confirming the selective extracellular bioavailability of vimentin in tumor vasculature. Importantly, as shown in the HCT116 CAM and B16F10 mouse tumor models presented in this section, as well as in the models described below, effective targeting of tumor vascular vimentin is independent of the intracellular expression level of vimentin in the tumor cells (Supplementary Fig. 2j) as vimentin is dominantly expressed in the vasculature in vivo and detected in the tumor secretome (Supplementary Fig. 5f, g).

Taken together, these antibody-based studies show the potential of inhibiting tumor angiogenesis and tumor growth by targeting extracellular vimentin secreted by the tumor endothelium, which we approach by vaccination as presented below.

### Active immunization against extracellular vimentin inhibits tumor growth

We have previously described the development of a vaccination strategy (iBoost technology) to evoke a humoral immune response to self-antigens, based on immunization with the self-antigen conjugated to an engineered bacterial protein^9^. Here, we chose this technology to target vimentin by vaccination as a strategy against cancer (Fig. 4a, Supplementary Fig. 5a). A primary vaccination and three booster vaccinations with a potent immune adjuvant were given at 2-week intervals. In two different syngeneic preclinical models, i.e. B16F10 melanoma grafted s.c. in C57BL/6 and CT26 colorectal carcinoma grafted s.c. in BALB/c, tumor growth was significantly reduced (Fig. 4b, c; left panels). All animals in both models developed an adequate anti-vimentin antibody response over time and showed no signs of adverse effects based on monitoring of body weight, histopathology, or behavioral determinants (Fig. 4e, Supplementary Fig. 5b, c). Further analysis of excised tumors showed reduced vascular density in the vimentin vaccination group as compared to the control group (Fig. 4b, c; right panels), while the amount of infiltrating immune cells, notably macrophages, was increased (Fig. 4d), confirming effectiveness through inhibition of angiogenesis and stimulation of antitumor immunity.

**Fig. 4:**
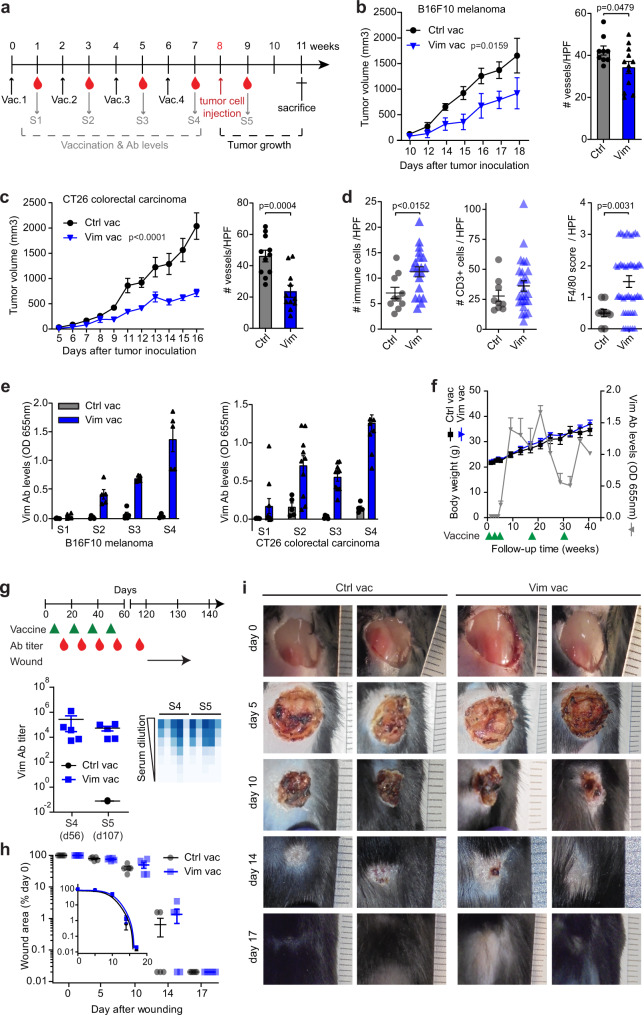
Vaccination against vimentin inhibits tumor growth. **a** Vaccination scheme. **b** B16F10 tumor growth in vaccinated C57BL/6 mice (left panel, *n* = 5 mice/group) and microvessel density (MVD, right panel; *n* = 3 fields/tumor for *n* = 3 (Ctrl Vac) and *n* = 4 (Vim Vac) mice/group). Data represent means ± SEM. *p* values represent two-way ANOVA with Dunnett’s correction for multiple comparisons for treatment (left panel) and unpaired *t* test (right panel). **c** CT26 tumor growth in vaccinated (BALB/c) mice (left panel, *n* = 5 mice (Ctrl Vac) and *n* = 10 mice (Vim Vac)) and MVD (right panel, *n* = 3 fields/tumor for *n* = 2 (Ctrl Vac) and *n* = 4 (Vim Vac) mice/group). Data represent means ± SEM. *p* values represent two-way ANOVA with Dunnett’s correction for multiple comparisons for treatment (left panel) and unpaired *t* test (right panel) **d** Quantifications of immune cell infiltration into CT26 tumor tissue. H&E stain, left panel, *n* = 5 fields/tumor for *n* = 2 (Ctrl Vac) and *n* = 4 (Vim Vac) mice/group, ×400 magnification; Cd3+ cells, middle panel and F4/80- score, right panel, *n* = 3 fields/tumor for *n* = 3 (Ctrl Vac) and *n* = 9 (Vim Vac) mice/group, ×200 magnification. Data represent means ± SEM. *p* values represent unpaired *t* test (H&E, Cd3) and Mann–Whitney *U* test (F4/80). **e** Vimentin antibody levels following vaccination. B16F10: *n* = 5 mice/group; CT26: *n* = 5 (Ctrl Vac) and n = 10 (Vim Vac) mice/group. Data represent means ± SEM. **f** Long-term evaluation of vaccinated mice. *n* = 5 mice/group. Data represent means ± SEM. **g**–**i** Skin wound healing in vaccinated mice. Vaccination scheme and antibody titers (data represent means ± SEM), with a heatmap representation of ELISA signals after serial dilution of the individual sera (**g**). Wound closure over time (**h**, data represent means ± SEM) with representative images shown (**i**). *n* = 5 mice/group. Source data are provided as a Source Data file.

To further establish the safety of the vaccination strategy, mice were kept hyperimmune for 40 weeks. Antibody levels were determined every 4 weeks, and mice were revaccinated when these dropped on two consecutive time points. Vimentin-vaccinated mice responded well to revaccination by increasing antibody levels, and body weight development did not differ from that of control vaccinated mice (Fig. 4f). No behavioral differences were observed and post-mortem histopathological analysis of major organs revealed no morphological differences between the different vaccination groups (Supplementary Fig. 5d). In addition, wound healing studies in mice were performed, to exclude therapy-related complications in this process. Full-thickness 8-mm puncture wounds were made in the skin of immunized and control mice, and wound healing was monitored over time. Wounds in all mice recovered over a period of 17 days and no differences in wound closure were observed between mice vaccinated with vimentin and control vaccinated mice (Fig. 4g–i, Supplementary Fig. 5e). Together, these data show that targeting extracellular vimentin through active immunization is safe and effective.

### Antagonizing extracellular vimentin overcomes immune suppression

As shown above, impaired endothelial-leukocyte interactions, mediated by extracellular vimentin, appear to be overcome by therapeutic targeting of vimentin. To further unravel the relevance of these findings, we evaluated the expression of Icam1 in tumors (B16F10) of vimentin-vaccinated mice. Immunohistochemical staining revealed a clear induction of vascular Icam1 expression following vaccination against vimentin (Fig. 5a), in line with the effects of passive antibody therapy (Supplementary Fig. 4c). While the total Icam1 mRNA expression showed only a minor increase, probably due to Icam1 expression in non-ECs (Fig. 5b), mRNA expression of the blood vessel-specific adhesion molecule Vcam1 was markedly increased in tumors of vimentin-vaccinated mice (Fig. 5b). Concordantly, staining of B16F10 tumor sections of vimentin-vaccinated mice for Pd-l1 revealed that vascular expression was reduced (Fig. 5c), as was supported by mRNA analysis (Fig. 5d). Together, these data illustrate that antagonizing extracellular vimentin promotes a more immune permissive tumor vasculature.

**Fig. 5:**
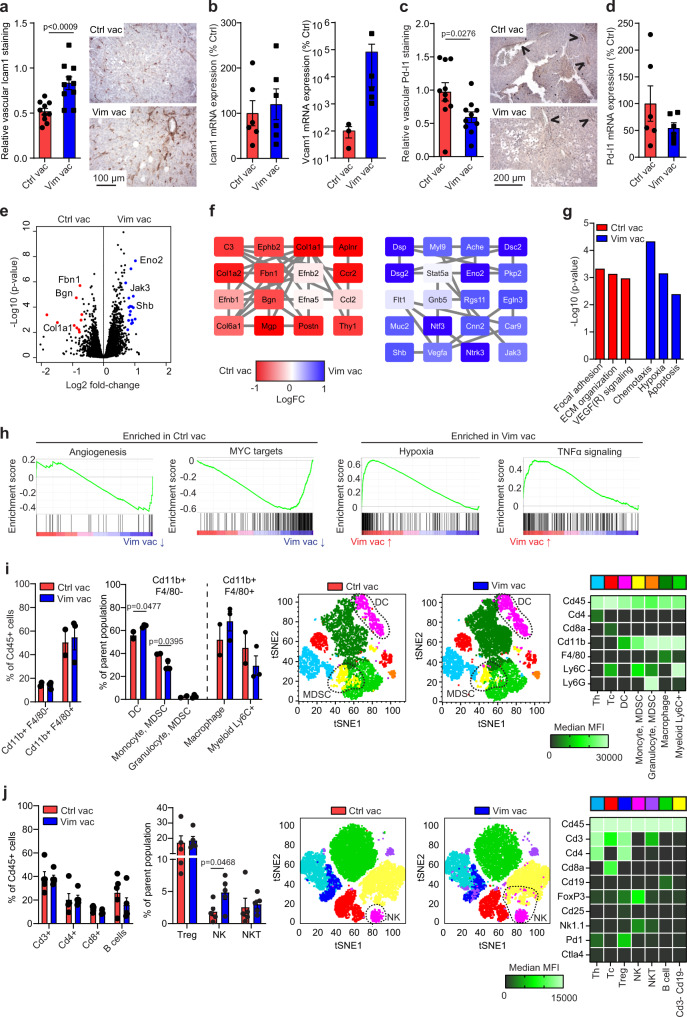
Vimentin functions as a vascular immune checkpoint. **a** Vascular Icam1 protein in B16F10 tumors (*n* = 10 tumors/group) of vaccinated mice. Data represent means ± SEM. *p* values represent unpaired *t* test. **b** Icam1 and Vcam1 mRNA expression in B16F10 tumors (*n* = 3 tumors/group, two independent analyses) of vaccinated mice. Data represent means ± SEM. **c** Vascular Pd-l1 protein expression in B16F10 tumors of vaccinated mice. *n* = 10 tumors/group. Data represent means ± SEM. *p* values represent unpaired *t* test. Arrows indicate Pd-l1-positive blood vessels. **d** Pd-l1 mRNA expression in B16F10 tumors of vaccinated mice. *n* = 3 tumors/group, two independent analyses. Data represent means ± SEM. **e** Volcano plot of RNAseq analysis of control and vimentin-vaccinated mice. **f** Protein-protein interaction analysis of differentially expressed genes. **g** Enriched gene ontologies of differentially expressed genes. **h** Gene set enrichment analysis (GSEA) on RNAseq data. Enriched gene sets in control (left panels) or vimentin (right panels) vaccinated mice. **i**, **j** Profiling of immune cell subsets in B16F10 tumors of control and vimentin-vaccinated mice by flow cytometry. Antibody panels for the detection of myeloid (**i**, *n* = 2, Ctrl Vac and *n* = 3 Vim Vac) and lymphoid (**j**, *n* = 5, Ctrl Vac and *n* = 5 Vim Vac) cells were applied and used to classify different cellular subsets (left panels; bar graphs represent means ± SEM. *p* values represent unpaired *t* test). Heatmaps (right panels) show the median fluorescence intensity of the subsets and populations are similarly color-coded in the tSNE plots (middle panels). Source data are provided as a Source Data file.

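The RNAseq data came from subcutaneous tumors of B16F10, a mouse melanoma cell line, with 1 library for each of 3 control vaccinated and 3 vimentin-vaccinated mice. Mice had received 4 immunizations 2 weeks apart, with 20 µg thioredoxin (TRX) in the control group or 90 µg vimentin fused to truncated thioredoxin (TRXtr-Vimentin), before inoculation of 100000 cells. The sample labels name the control vaccine both TRX and TRXtr, whereas the methods name TRX. According to the labels, stranded libraries were made from total RNA after depletion of ribosomal RNA. The methods state that the RNA was processed by standard pipelines of the core facility, and the paper's text does not name the aligner, the counting program or its strand setting. The deposited table holds whole-number read counts for 49671 genes with Ensembl identifiers and GRCm38 coordinates. These counts are not normalized, while the methods describe normalized read counts as the input of DESeq2. Total counts per tumor ranged from 16644128 to 28585805, with a median of 27619240 in control and 18260231 in vimentin-vaccinated mice.
Counts were normalized by edgeR's TMM method, and genes with too few counts for a test were removed by its filterByExpr function with a minimum count of 10, which left 15726 genes. These genes held 99.9% of the counts of each tumor. Groups were compared by edgeR's quasi-likelihood test, with log2 fold changes given as vimentin over control vaccination. The numbers in the sample labels do not state a pairing of control and vimentin tumors, and the tumors were treated as unpaired. With 3 tumors per group an exact two-sided permutation test cannot give a p below 0.1, so that single values are given with their spread and this smallest p applies to every complete separation of the groups.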

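In vimentin-vaccinated mice, 170 genes were higher and 141 were lower at an adjusted p under 0.05 (edgeR, Benjamini-Hochberg adjustment), and 3687 genes had an unadjusted p under 0.05. All 311 genes past the threshold had the 3 tumors of one group above the 3 of the other. Among all genes tested, 29.7% were separated in this way, where chance gives 10%. The number of genes changed with each tumor left out. A fit with 1 tumor fewer has less power, so that a lower count need not mean that the calls rested on that tumor. Without control replicate 1, 600 genes were higher and 644 lower. There were 1 and 7 genes without control replicate 2, 22 and 46 without control replicate 3, and 5 and 0 without vimentin replicate 2. Without vimentin replicate 1 no gene passed in either direction, with 2682 genes at an unadjusted p under 0.05, and without vimentin replicate 3 none passed, with 3315 genes. Among the other settings, an adjusted p under 0.1 gave the largest number of higher genes, 699, with 651 lower.
Fig. 5f shows 16 genes as lower and 20 as higher. All 16 lower genes were tested and had negative log2 fold changes, from -1.19 (Aplnr) to -0.06 (Efna5) with a median of -0.79. Of these, 3 passed the threshold over all genes tested and 13 passed when adjusted over the list alone, which is not independent evidence since the study chose the list on these tumors. Of the 20 higher genes, 17 were tested and all had positive log2 fold changes, from 0.03 (Stat5a) to 0.99 (Eno2). Their median was 0.83, 7 passed over all genes tested and 14 passed when adjusted over the list alone. The remaining 3, Dsc2, Dsg2 and Ntf3, did not pass the filter on low counts. No tumor had more than 7 counts of Dsg2, 3 of Dsc2 or 1 of Ntf3, so that a difference was not detectable at this depth. The 7 higher genes past the threshold were Myl9, Ache, Eno2, Pkp2, Rgs11, Cnn2 and Vegfa, and the 3 lower genes were Ephb2, Fbn1 and Ccr2. Over the same list, 25 genes passed without control replicate 1 and none without control replicate 2, vimentin replicate 1 or vimentin replicate 3. The DESeq2 Wald test in place of edgeR passed 24.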

Global gene expression analysis of control vs. vimentin-vaccinated B16F10 mouse tumors (Fig. 5e–g) revealed that hypoxia, as well chemokine signaling signatures (including IL-2, IL-7, IL-9, and TNFα), were induced after vimentin vaccination, supporting an immune-stimulatory role for anti-vimentin vaccination. These data are corroborated by profiling of soluble cytokines in the secretomes of B16F10 tumors from vaccinated mice, which point to a global subtle increase in pro-inflammatory cytokine expression (e.g., IL-1b, IL-6, MCP-1) and a decrease in immunosuppressive IL-10 following vaccination against vimentin (Supplementary Fig. 6a). In contrast, angiogenesis and oncogenic signaling (including Myc, E2F, and Pten) were dominant in control tumors (Fig. 5h), in which we also observed dominant expression of known tumor endothelial markers, e.g., Bgn, Col1a1 (Fig. 5e, f)^8,16^. 

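Gene lists for the named processes were written from general knowledge and stand in for the paper's gene sets. Each of 26 lists was tested by edgeR's camera with a preset correlation between genes of 0.01, and p values were adjusted over the lists by the Benjamini-Hochberg method. Of these lists, 1 was higher and 11 were lower after vimentin vaccination. None of these 12 calls held under limma's fry, where the smallest adjusted p was 0.0630, or under camera with an estimated correlation, where it was 0.176.
The higher list was hypoxia, of which 41 of 44 tested genes rose, with a median log2 fold change of 0.36 (adjusted p = 3.85e-23, camera with Benjamini-Hochberg adjustment). Its score, the mean log2 CPM (the count scaled to a common library size) over the list, was 6.98 ± 0.15 in control and 7.32 ± 0.07 in vimentin-vaccinated mice (SD, n = 3), with all 3 vimentin tumors above all 3 controls (exact permutation test, p = 0.1). Over all genes tested, 11 of its genes passed the threshold, and 30 passed when adjusted over the list alone. The hypoxia list holds 4 genes of Fig. 5f, and without them its median was 0.31. The alternative that moved it most was the Reactome set of 20 tested genes, chosen after seeing the data, with a median of -0.01 (adjusted p = 0.775, camera with Benjamini-Hochberg adjustment). Vegfa (ENSMUSG00000023951, chromosome 17 from 46016993 to 46032369) had 220 ± 40.0 CPM in control and 355 ± 39.6 in vimentin-vaccinated mice (SD, n = 3), with a log2 fold change of 0.69 (standard error 0.13, adjusted p = 0.0433 from edgeR with Benjamini-Hochberg adjustment). Its adjusted p lay between 0.0156 and 0.162 in the edgeR fits that each left out 1 tumor. Carbonic anhydrase 9 (Car9, ENSMUSG00000028463, chromosome 4 from 43506966 to 43513729) had 273.6 ± 68.2 and 452 ± 58.8 CPM (SD, n = 3), with a log2 fold change of 0.72 that did not pass the threshold (standard error 0.17, adjusted p = 0.0650 from edgeR with Benjamini-Hochberg adjustment). Car9 passed by the DESeq2 Wald test (adjusted p = 0.0371), and in edgeR with no filter on low counts or with the replicate number as a block. In the edgeR fits that each left out 1 tumor its adjusted p lay between 0.0214 (without control replicate 1) and 0.205. P4ha2 and Bnip3l had the smallest p of the list after Eno2, with log2 fold changes of 0.55 and 0.45.
For chemokines and their receptors, 25 of 29 tested genes were lower after vimentin vaccination, with a median log2 fold change of -0.31 (adjusted p = 0.00139, camera with Benjamini-Hochberg adjustment). This rested on control replicate 1, without which the median was 0.01 and the list did not pass (adjusted p = 0.183, camera). Over the 6 fits that each left out 1 tumor its adjusted p ranged from 2.06e-05 to 0.183 (camera). The Reactome chemokine set, chosen after seeing the data, was also lower (23 tested genes, median -0.30, adjusted p = 0.0271, camera). The score of the list was 2.11 ± 0.33 in control and 1.80 ± 0.27 in vimentin-vaccinated mice (SD, n = 3), a difference within the spread between tumors (exact permutation test, p = 0.6). Cxcl10 (ENSMUSG00000034855, chromosome 5 from 92346638 to 92348889) fell from 109 ± 7.62 to 79.4 ± 8.75 CPM (SD, n = 3), a log2 fold change of -0.46 (standard error 0.09, adjusted p = 0.0404 from edgeR with Benjamini-Hochberg adjustment).
The list of TNF and NF-κB response genes had a median log2 fold change of 0.06, with 25 of 43 genes higher (adjusted p = 0.507, camera with Benjamini-Hochberg adjustment). It passed without control replicate 1 (median 0.16, adjusted p = 0.0101, camera) and without vimentin replicate 2 (median 0.14, adjusted p = 0.0396, camera), with a highest adjusted p of 0.989 among the 6 fits (camera). The Reactome TNF set, chosen after seeing the data, had a median of -0.11 (9 tested genes, adjusted p = 0.142, camera). The list of IL-2, IL-7 and IL-9 signaling genes had a median of 0.03, with 14 of 25 genes higher (adjusted p = 0.505, camera with Benjamini-Hochberg adjustment), and passed without control replicate 1 (median 0.09, adjusted p = 0.0355, camera), with a highest adjusted p of 0.931 (camera). Genes of the interferon response had a median of -0.02 with all tumors (adjusted p = 0.634, camera with Benjamini-Hochberg adjustment) and of 0.30 without control replicate 1 (adjusted p = 1.94e-08, against up to 0.692 without another tumor, camera). With the score of a list of skeletal muscle genes as a term, chosen after seeing the data, the TNF and NF-κB list passed (median 0.26, adjusted p = 0.00143, camera) and the chemokine list did not (median -0.05, adjusted p = 0.871, camera). The muscle score differed between the vaccinations in all tumors, so that the term takes up part of the difference between the groups and these values decide nothing. From the signatures that it reports as induced, the paper argues for an immune-stimulatory role of anti-vimentin vaccination.

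**Figure D1:**
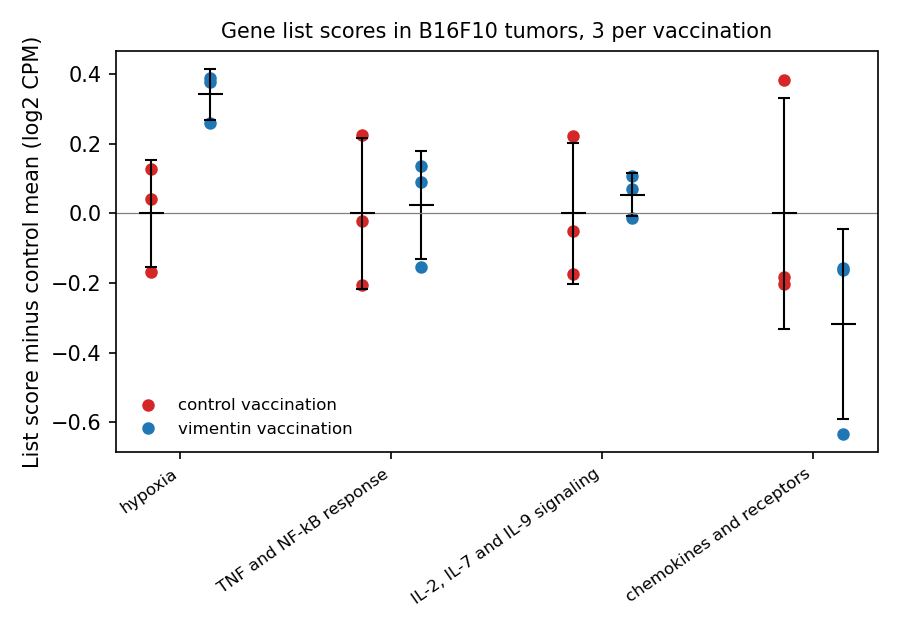
Scores of 4 gene lists in each tumor, as the mean log2 CPM over the list minus the mean of the 3 control tumors. Points are tumors and black lines are means ± SD (n = 3); the hypoxia scores of the groups do not overlap, and those of the other 3 lists do.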

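Genes of the angiogenesis list had a median log2 fold change of -0.08 after vimentin vaccination, with 17 of 27 tested genes lower (adjusted p = 0.243, camera with Benjamini-Hochberg adjustment over the 26 lists). The list passed the threshold without control replicate 1 (median -0.09, adjusted p = 0.0444, camera) and without vimentin replicate 3 (median -0.10, adjusted p = 0.0137, camera), and had an adjusted p of up to 0.634 without another tumor (camera). With the muscle score as a term its median was 0.14 (adjusted p = 0.0205, camera). This reversal decides nothing, since that score is nearly collinear with the groups.
MYC targets were lower for 48 of 50 genes, with a median log2 fold change of -0.18 (adjusted p = 3.47e-14, camera with Benjamini-Hochberg adjustment), and E2F targets for all 55 genes, with a median of -0.19 (adjusted p = 1.76e-16, same test). Their scores were 6.74 ± 0.07 and 6.56 ± 0.05 for MYC targets, and 6.33 ± 0.03 and 6.14 ± 0.06 for E2F targets, in control and vimentin-vaccinated mice (SD, n = 3). In both lists the groups did not overlap. With tumors left out in turn, the medians stayed between -0.23 and -0.15 and between -0.24 and -0.18. With the muscle score as a term the median of the E2F targets was -0.03 and the list no longer passed (adjusted p = 0.483, camera). Since that score is nearly collinear with the groups, the fit leaves little of the difference to test. Over all genes tested, 5 MYC targets and 6 E2F targets passed the threshold, and 29 and 34 passed when adjusted over the list alone. Mybl2, the E2F target with the smallest p, fell from 36.9 ± 0.88 to 26.7 ± 1.98 CPM (SD, n = 3). The transcripts of Myc and E2f1 themselves had log2 fold changes of 0.13 and -0.11, and neither passed the threshold. Myc changed direction without control replicate 1 (-0.04) and without vimentin replicate 2 (-0.02).
Col1a1 (ENSMUSG00000001506, chromosome 11 from 94936224 to 94953042) had 105 ± 34.8 CPM in control and 49.8 ± 10.7 in vimentin-vaccinated mice (SD, n = 3). Its log2 fold change of -1.07 was just outside the threshold (standard error 0.23, adjusted p = 0.0552 from edgeR with Benjamini-Hochberg adjustment). Bgn (ENSMUSG00000031375, chromosome X from 73483602 to 73495933) had 41.3 ± 7.33 and 24.9 ± 4.47 CPM (SD, n = 3) and a log2 fold change of -0.72 (standard error 0.16, adjusted p = 0.0546, same test). All 3 control tumors had more CPM than all 3 vimentin tumors for both genes. Without control replicate 1 both passed (adjusted p = 0.0156 and 0.0194, edgeR), and so they did by DESeq2. Of the 28 tumor endothelial markers on the list for these, 20 were lower, with a median of -0.16 (adjusted p = 2.25e-04, camera with Benjamini-Hochberg adjustment). This list shares 7 genes with Fig. 5f, and without them it did not pass (median -0.09, adjusted p = 0.403, camera). Its median was -0.09 without vimentin replicate 1 and past the threshold. Of the 47 extracellular matrix genes tested, 41 were lower, with a median of -0.45 (adjusted p = 1.69e-08, camera with Benjamini-Hochberg adjustment). Without control replicate 3 the matrix median was -0.29 and past the threshold, and with the muscle score as a term it was 0.01 (adjusted p = 0.871, the highest among its alternatives, camera). The latter decides nothing, for the same near collinearity. The transcript of vimentin itself did not differ, with 2234 ± 244 and 2313 ± 131 CPM (SD, n = 3).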

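Marker lists for 12 cell types were scored in each tumor as the mean log2 CPM, with a prior count of 2, over the listed genes that were tested. Each difference is given as the vimentin minus the control mean, with two-sided exact permutation tests. Only the monocyte score, over 6 genes, had all vimentin tumors on one side of all controls, with 1.36 ± 0.13 in control and 0.52 ± 0.34 in vimentin-vaccinated mice (SD, n = 3). Its difference was -0.84 (exact permutation test, p = 0.1, and 0.857 after Benjamini-Hochberg adjustment over the 12 cell types). With tumors left out in turn this difference stayed between -0.97 and -0.65. Without control replicate 1, 5 lists had separated groups, and without vimentin replicate 1 or vimentin replicate 3 there were 3.
Among the other immune lists, the score differed by 0.00 for T cells (8 genes, exact permutation p = 1), by -0.95 for NK cells (p = 0.3), by 0.10 for B derived cells (7 genes, p = 0.7), by -0.24 for monocytes and macrophages (19 genes, p = 0.8), by -0.14 for neutrophils (5 genes, p = 0.9) and by -0.49 for dendritic cells (14 genes, p = 0.4). Only 1 gene of the NK cell list, Klrk1, had enough counts, so that NK cells were barely measurable at this depth. The NK cell difference ranged from -1.25 to -0.56 with tumors left out in turn, and that for dendritic cells from -0.70 to -0.18. The difference for T cells ranged from -0.29 to 0.40 with tumors left out in turn, that for monocytes and macrophages from -0.49 to 0.14, that for neutrophils from -0.38 to 0.14 and that for B derived cells from -0.08 to 0.26. Control replicate 1 had the highest score of all 6 tumors in each of these immune lists and for monocytes.
The stromal differences were -0.20 for endothelial cells (28 genes, exact permutation p = 0.5), -0.18 for vessel mural cells (12 genes, p = 0.5), -0.35 for lymphatics (4 genes, p = 0.3) and -0.67 for fibroblasts (22 genes, p = 0.2). These 4 kept their sign with each tumor left out in turn, but their size depended on single tumors. The difference ranged from -0.32 to -0.06 for endothelial cells and from -0.38 to -0.04 for vessel mural cells. It ranged from -0.57 to -0.22 for lymphatics and from -0.87 to -0.50 for fibroblasts. Melanoma cell genes differed by 0.00 (15 genes, exact permutation p = 1). The alternative that moved a stromal score most was the median over the list, which gave -0.49 for vessel mural cells. The mural list includes Des, with a log2 fold change of -1.96. Des was highest in control replicate 2 (23.2 CPM), as was the muscle score (4.64), so that muscle in the control pieces may enter the mean score. The score without Des was not computed, and the median over the list rests less on a single gene.
Tested gene by gene with camera (Benjamini-Hochberg adjustment over the 26 lists), 4 of these lists passed the threshold, each towards lower expression after vimentin vaccination. Fibroblast genes had a median log2 fold change of -0.61 with 21 of 22 genes lower (adjusted p = 4.50e-09, camera), and monocyte genes of -0.75 with all 6 lower (adjusted p = 2.58e-05, camera). Endothelial genes had a median of -0.14 with 21 of 28 lower (adjusted p = 0.0151, camera), which was not past the threshold without control replicate 2, control replicate 3 or vimentin replicate 1 (adjusted p = 0.103, 0.121 and 0.634, camera). Dendritic cell genes had a median of -0.70 with 12 of 14 lower (adjusted p = 0.0151, camera), and of -0.11 without control replicate 1 (adjusted p = 0.320, camera). They were also not past the threshold without vimentin replicate 2 (adjusted p = 0.0931, camera). The fibroblast list shares 16 of its genes with the other lists, among them the matrix list, and 5 with Fig. 5f.
The other cell type lists did not pass in this test with all 6 tumors. Their medians were -0.18 for T cells, -1.11 for NK cells, -0.10 for B derived cells and -0.19 for monocytes and macrophages. They were -0.09 for neutrophils, -0.13 for vessel mural cells, -0.09 for lymphatics and -0.02 for melanoma cells. With tumors left out in turn, the T cell median ranged from -0.46 to 0.69 and the B derived cell median from -0.42 to 0.22. The neutrophil median ranged from -0.43 to 0.14 and the NK cell median from -1.02 to -0.27. None of these 4 lists passed in any of these fits. Monocytes and macrophages passed, as lower, without control replicate 2, vimentin replicate 1 or vimentin replicate 3 (medians -0.35, -0.28 and -0.50), and their median was 0.11 without vimentin replicate 2. Vessel mural cells passed, as lower, without control replicate 1 or vimentin replicate 2 (medians -0.29 and -0.21), and melanoma cells without vimentin replicate 2 (median -0.14).

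**Figure D2:**
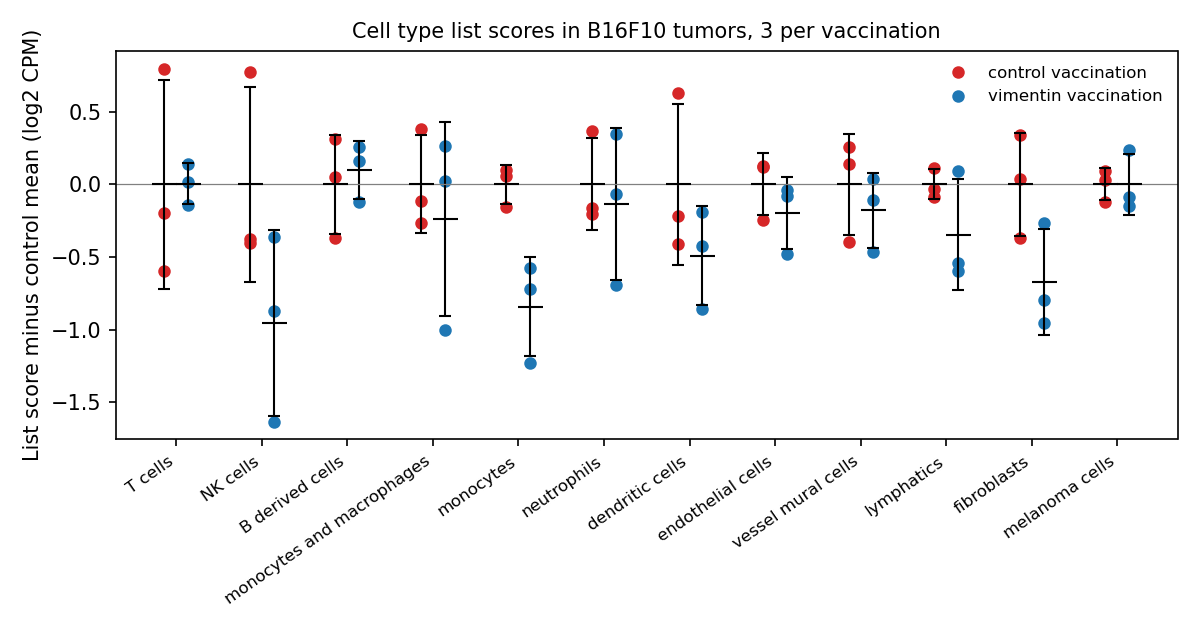
Scores of 12 cell type lists in each tumor, as the mean log2 CPM over the list minus the mean of the 3 control tumors. Points are tumors and black lines are means ± SD (n = 3); the groups are apart for monocytes and overlap for the other 11 lists.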

In silico deconvolution analysis of bulk RNAseq data using mMCP-counter analysis^30^, which provides estimates of cellular phenotypes within a gene expression data set, further showed that tumors of vimentin-vaccinated mice showed an enhanced presence of immune cell subsets, and a decrease in the presence of stromal components, most notably vasculature (Supplementary Fig. 6b). This global analysis underscores a reversal of tumor phenotype in vimentin-vaccinated mice.

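In a principal component analysis of log2 CPM over the genes tested, the first component held 44.2% of the variance and separated the vaccinations, with values of -30.0, -20.7 and -14.2 in control and 11.1, 23.6 and 30.3 in vimentin-vaccinated mice. The second component held 22.6%.
Among genes past the threshold whose groups did not overlap, the largest rises were those of Gm43805 (ENSMUSG00000105971, log2 fold change 1.81), Gm15941 (1.43), Fn3k (1.41), C130075A20Rik (1.31) and Gm42899 (1.30). Gm43805, C130075A20Rik and Gm42899 lie on chromosome 3 between 53083219 and 53112989, inside Lhfp (53041528 to 53261679) and on its strand, and belong to the annotation class TEC, whose transcripts still await experimental evidence. Gm43805 had 0.33 ± 0.04 CPM in control and 1.16 ± 0.06 in vimentin-vaccinated mice (SD, n = 3), from 6 to 25 counts per tumor. Lhfp itself, chosen after its values were seen, had a log2 fold change of 0.53 that did not pass the threshold (adjusted p = 0.122, edgeR with Benjamini-Hochberg adjustment). Genes of the TEC class rose as a class, with a median of 0.41 over 878 genes.
The largest falls were those of the skeletal muscle genes Tnnt3 (ENSMUSG00000061723, log2 fold change -6.10), Myh4 (-5.95), Xirp2 (-5.81), Klhl31 and Acta1 (-5.69). Klhl31 had 39 to 139 counts in control tumors and at most 3 in vimentin tumors, so that its log2 fold change is at most -4.32. Myh4 (ENSMUSG00000057003, chromosome 11 from 67238029 to 67260446) had 84.5 ± 45.0 CPM in control and 1.24 ± 1.87 in vimentin-vaccinated mice (SD, n = 3), with an adjusted p of 0.0282 from edgeR with Benjamini-Hochberg adjustment. Of the genes that the paper names for this experiment, Fbn1 (29.3 ± 2.04 and 17.0 ± 2.49 CPM, SD, n = 3) and Eno2 (15.1 ± 3.26 and 30.1 ± 0.78 CPM, SD, n = 3) were past the threshold in opposite directions, each with an adjusted p of 0.0330 (edgeR, Benjamini-Hochberg adjustment).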

Tumor vaccination is a form of active immunotherapy that mobilizes both the innate and the adaptive arms of the immune system^31^. To elucidate how vaccination against extracellular vimentin impacts innate antitumor immunity, we first assessed the differences in the frequency of intratumoral myeloid subsets among vimentin-immunized and control vaccinated mice. Interestingly, vimentin vaccination induced higher rates of dendritic cells (DC) and reduced the frequency of monocytic myeloid-derived suppressor cells (M-MDSC) within tumors (Fig. 5i). The frequency of granulocytic myeloid-derived suppressor cells (G-MDSC) was comparable between the two groups, although we noticed a shift from Cd11b^+^F4/80^+^Ly6C^+^ myeloid cells towards macrophages (Cd11b^+^F4/80^+^Ly6C^−^) in the vaccination group compared to the control group (Fig. 5i). The observed changes in the myeloid compartment (DC, M-MDSC, macrophages) prompted us to further examine potential alterations in the lymphoid subsets upon vaccination, since lymphoid cells are indicative of the adaptive antitumor immunity. Although vimentin vaccination did not seem to significantly amend the percentage of most infiltrated T and B cells, consistent with our immunohistochemistry-based observations, we identified a marked increase of intratumoral natural killer (NK) cells in vimentin-vaccinated mice relative to control vaccinated mice (Fig. 5j). In addition, we noted slightly decreased Pd-1 expression on intratumoral NKT cells following vimentin vaccination (Supplementary Fig. 6c).

Finally, we aimed to establish the relationship between the expression of vimentin and immune infiltrate in clinically relevant settings. Large-scale gene expression data sets of human CRC, glioma, and melanoma were selected for in silico profiling of the immune cell landscape by digital flow cytometry using CIBERSORT^32^. In all data sets, a clear reduction in T-cell subsets is seen in high vimentin expressing tumors, whereas the relative presence of macrophages, most notably the pro-angiogenic M2 type, is increased in tumors with high vimentin expression levels (Supplementary Fig. 6d).

Altogether, these data indicate that extracellular vimentin directly contributes to an immunosuppressive tumor microenvironment and provides the rationale for the effective induction of immune infiltrate in tumors of vimentin-vaccinated mice.

### Vimentin vaccination is clinically effective and safe

To demonstrate the therapeutic potential of extracellular vimentin vaccination, an efficacy study was performed in client-owned dogs with spontaneous transitional cell carcinoma (TCC) of the bladder. TCC in domestic dogs is highly aggressive and is relatively insensitive to chemo- and radiation therapy, with reported historic 50% survival varying between 181 and 244 days^33–36^.

Ten dogs are included in this interim analysis (Table 1; Supplementary Table 2), of which 4 presented with recurrent disease. Dogs were vaccinated as described, and continued to receive meloxicam. After 3-4 vaccinations with 2-week intervals (Fig. 6a), all dogs developed adequate anti-vimentin antibody levels and all dogs experienced a clinical response to the therapy, with an established best response of stable disease in 7/10 dogs and complete or partial remission in 3/10 dogs (Fig. 6b; Table 1; Supplementary Fig. 7a, b)^37^. The first dog (#1) presented with a small tumor (~100 mm^3^) of recurrent TCC. Two weeks after the first vaccination, when circulating antibodies were clearly present, the tumor showed regression (Fig. 6c, d). After three vaccinations no residual tumor mass was detected anymore (Fig. 6c, right panel). Revaccination after relapse resulted again in stasis and subsequent regression. In another dog (#2, Fig. 6e–g), multiple necrotic areas within the tumor tissue were observed already after the first vaccination (Fig. 6f). This necessitated the removal of the primary tumor. Surgical wounds healed normally and the tumor did not grow back until this writing (>350 days following surgery, Fig. 6e). H&E staining revealed the clear presence of immune infiltrate in both stromal and tumor areas (Fig. 6g).

**Table 1:** Dog patient characteristics.

Parameter	Specification	
Age (yr)	10.6 (mean)	7.0–14.2 (range)
Weight (kg)	23.1 (mean)	4.4–68 (range)
Sex	Male (castrated)	4
	Female (spayed)	5
	Female (intact)	1
Primary/recurrent	Primary	6
	Recurrent	4
Location	Fundus	4
	Apex	2
	Other	4
Pretreatment	Surgery	2
	PDT	3
	None	5
Best response	CR/PR	3
	SD	7

**Fig. 6:**
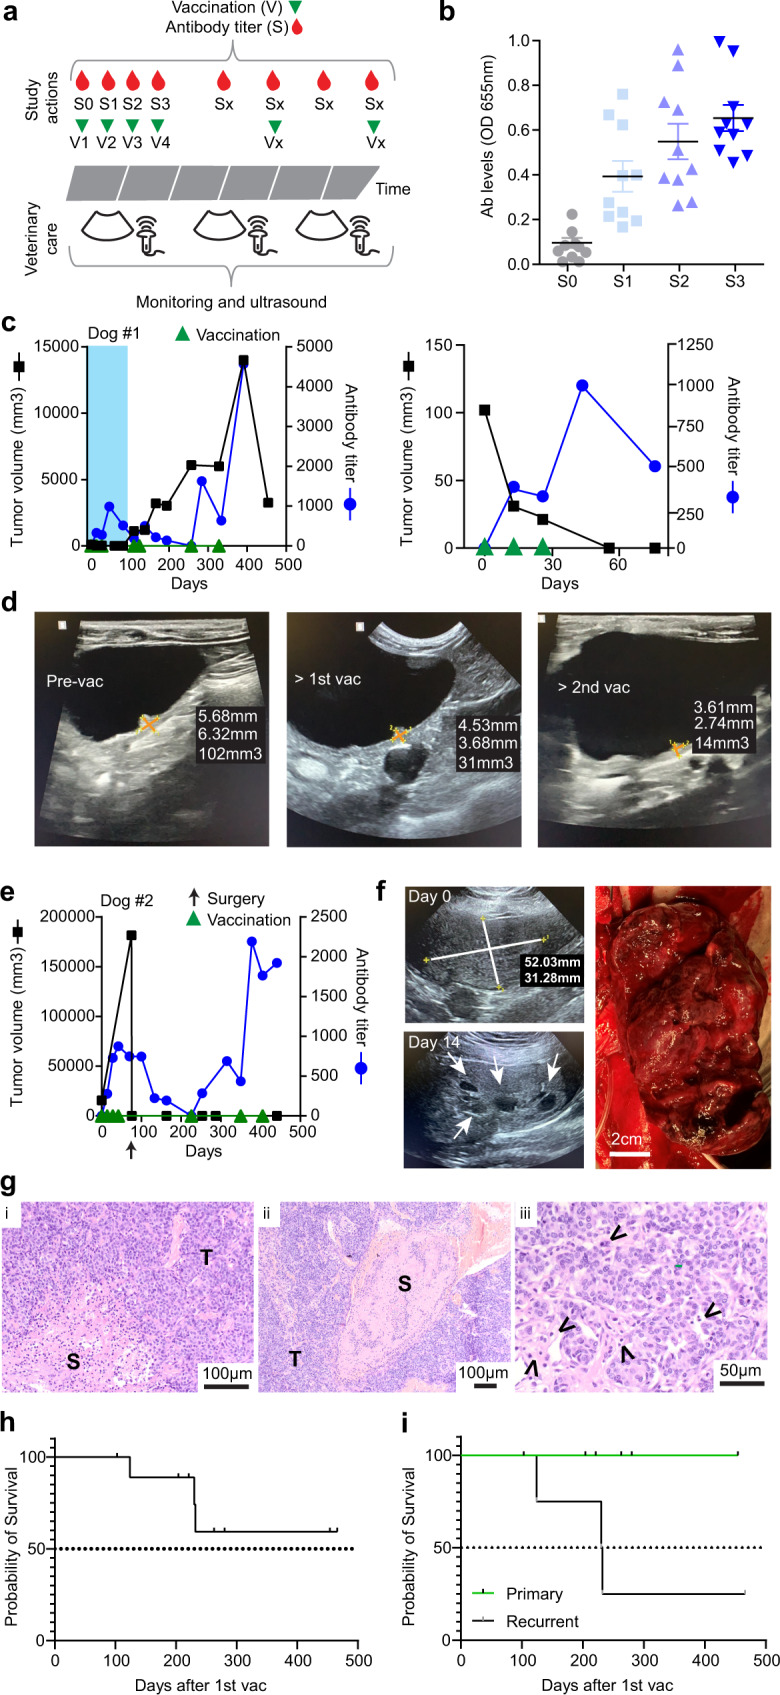
Vimentin vaccination is effective in dog patients. **a** Study setup. **b** Anti-vimentin antibody level development of the 10 dogs. Data represent means ± SEM. **c**, **d** Case report (tumor volume and antibody titers) of dog #1. The shaded area in the left panel is expanded in the right graph in (**c**). Ultrasound images during the first month of treatment (**d**). **e**–**g** Case report (tumor volume and antibody titers) of dog #2. Black arrow: surgical debulking (**e**). Ultrasound images of the tumor at the start of the vaccinations (top left) and prior to surgery (bottom left). White arrows point to necrotic areas. Right panel, the macroscopic image of the excised tumor (**f**). H&E staining of the excised tumor. S and T in (i, ii) indicate stroma and tumor, respectively. Arrows in (iii) point to the presence of immune cell infiltrate (**g**). **h**, **i** Survival analysis of all dogs (**h**, *n* = 10) or split out (**i**) for primary TCC (green; *n* = 6) and recurrent TCC (black; *n* = 4) in vimentin-vaccinated dogs. Source data are provided as a Source Data file.

Other than minor injection site reactivity and short episodes of mild fever (<2 days, maximum AE grade 2 in 2/10 dogs) after the vaccinations, there were no major signs of adverse effects and all dogs tolerated the treatment well^38^. During the course of the study, one dog treated for recurrent TCC was euthanized due to progressive disease and one dog with recurrent TCC was euthanized post-surgery (Supplementary Table 2). One dog was euthanized for non-TCC-related causes, and one was withdrawn from the study, as per owner's decision. Survival analysis of the dogs included in this interim analysis shows improvement over historical survival, especially in dogs with primary disease (Fig. 6h, i). Taken together, this clinical pilot study demonstrated the efficacy and safety of the application of vaccination against vimentin in a clinical setting in large mammals, and will guide the development of clinical application in human patients.

## Discussion

This study unveils a pivotal role for vimentin in the biology of cancer. By excretion of this cytoskeletal protein by tumor ECs, tumor angiogenesis is facilitated and an escape mechanism from immunity is provided. We report that vimentin is externalized by non-classical secretion pathways from activated tumor ECs, where it is deposited in the tumor cell-vasculature interface and used by ECs to support of migration and formation of new vasculature. Intriguingly, extracellular vimentin seems to phenocopy the effects of VEGF. Moreover, we show that extracellular vimentin contributes to an immunosuppressive tumor environment by suppressing leukocyte adhesion molecules such as ICAM1 and inducing immune checkpoint molecules on the endothelium, thereby impairing effective leukocyte infiltration and potentially contributing to immune exhaustion. Finally, we demonstrate that by both passive (monoclonal antibodies) and active (vaccination) immunotherapy tumor growth is inhibited and antitumor immunity is augmented. This study demonstrates the feasibility and efficacy, as well as the safety, of targeting vimentin as a cancer treatment strategy.

We previously reported the overexpression of vimentin in the tumor vasculature^8^, a finding that was confirmed by others^20^. While overexpression of vimentin in aggressive tumors is well-known as it is the classical hallmark of EMT and associated with poor survival^13^, these features are attributed to intracellular functions of vimentin in tumor cells. Our current data show that extracellular endothelial vimentin is targetable in tumors regardless of tumor cell-intrinsic vimentin expression levels.

Active secretion of vimentin from (tumor) ECs, was not reported to date. Leaderless proteins can be secreted by pore-mediated translocation across the membrane (type I UPS), ABC transporter-based secretion (type II UPS), or autophagosome/lysosome/endosome-based secretion (type III). In addition, type IV unconventional secretion concerns proteins with a signal peptide that bypasses classical Golgi-mediated secretion^21^. e.g., IL-1β and FGF2 are externalized by these types of secretion involving multiple membranous structures, i.e., inflammasomes, autophagosomes, and secretory lysosomes, rather than by conventional Golgi- or ER-mediated externalization^22,23,39^. Through screening of a large repertoire of compounds that affect different types of UPS, we identified that vimentin is secreted by type III UPS mechanisms. It is believed that many inflammatory and angiogenesis mediators are externalized by non-conventional processes to enable them to exert additional functions during exceptional circumstances, such as tumor growth and inflammation^40^, as in general, these processes are stress-induced^21^. Detailed molecular mechanisms of vimentin secretion, however, remain to be unraveled as lysosomes, autophagosomes and endosomes can interact at different levels^21,23,24,41^.

The assembly and disassembly of vimentin intermediate filaments contribute to its highly dynamic nature, and the disassembly of filaments is the result of site-specific phosphorylation of serine residues in the N-terminal head domain of vimentin^42^. Although we did not directly observe the influence of perturbations of global phosphorylation on the secretion of vimentin from ECs, immunofluorescence studies show that the deposited extracellular vimentin is not filamentous. It remains to be investigated to what extent the extracellular fraction of vimentin is derived from phosphorylation and secretion, or from de novo synthesis, and whether or not this influences extracellular activities.

Furthermore, cellular stress and autophagy, e.g., during chronic inflammation and tumor progression, can cause citrullination of vimentin. This creates immunogenic epitopes that can give rise to autoantibodies or can be helpful in antitumor responses^43,44^. Regardless of possible posttranslational modifications (PTMs) in extracellular vimentin in vitro or in vivo, our data demonstrate functional effects of both application and (antibody-based) targeting of unmodified vimentin.

We here demonstrate that extracellular vimentin specifically interacts with and activates VEGFR2 and modulates VEGF signaling, increases VEGF receptor expression, and shares functional modes of action with VEGF. VEGF induces endothelial permeability, a.o. through direct interaction between VEGFR2 and VE-cadherin, resulting in transactivation of VE-cadherin and subsequent activation of β-catenin and internalization of VE-cadherin^45^. Our finding that extracellular vimentin can directly activate VEGFR2 places vimentin as an additional player in this process. Interestingly, extracellular vimentin has been reported to induce phosphorylation of β-catenin in colorectal cancer cells accompanied by activation of the Wnt pathway, although no cellular receptor was conclusively identified^15^.

Other putative cell surface receptors that interact with vimentin, which may play relevant roles in tumor angiogenesis and immune suppression, have been identified. These interactions may enhance or synergize with the here reported binding of vimentin to VEGFR2 and its consequent effects. For example, insulin-like growth factor 1 receptor (IGF1R), extensively involved in tumor angiogenesis^46^ was shown to be activated by the C-terminus of vimentin, thereby promoting axonal growth^47^, a process that shows resemblance to blood vessel formation. In addition, the hyaluronic acid-binding domain of CD44, an EC- and leukocyte adhesion receptor^48^, was demonstrated to interact with the N-terminus of vimentin^49^. Together with the observation that vimentin can bind P-selectin, also involved in EC-leukocyte interactions^50^, these findings indeed support a multifaceted modulatory role for extracellular vimentin in tumor angiogenesis and immunity.

In all, our data demonstrate that vimentin, like VEGF, (i) reduces VE-cadherin expression, cell-cell interactions and vascular integrity, (ii) supports tumor angiogenesis, and (iii) hampers antitumor immunity. It is therefore considered that extracellular vimentin is a master regulator of EC anergy, the phenomenon of tumor endothelial non-adhesiveness and unresponsiveness to inflammatory cytokines^3^. EC anergy was recently assigned the role of vascular immune checkpoint^5^. As such, inhibitors of angiogenesis can overcome EC anergy and potentiate immunotherapy, a concept that is currently in full development in the clinic^5^. Also, vimentin potentiates the expression of endothelial PD-L1, leading to immune exhaustion, and vaccination against vimentin was demonstrated to suppress tumor endothelial PD-L1 expression.

Vaccination against vimentin resulted in reduced tumor growth explained by the induction of a robust vimentin-specific humoral response, altered expression of leukocyte adhesion molecules, and a notable switch in the intratumoral immune cell repertoire. Specifically, tumors derived from vimentin-immunized mice were characterized by higher frequencies of professional antigen-presenting cells, namely dendritic cells (DCs). Although DCs constitute only a small fraction of the total pool of tumor-infiltrating lymphocytes, they play a pivotal role in terms of orchestrating local immune activation and subsequent recruitment of other immune effector cells^51^. Moreover, tumor-infiltrating DCs are highly conserved across solid human cancers^52,53^, their maturation status defines antigen-specific T-cell avidity^54^ and they are associated with positive prognosis^55^. Besides the elevated number of DCs, we noted a shift from immature myeloid Cd11b^+^F4/80^+^Ly6C^+^ cells towards differentiated macrophages in the vimentin-vaccinated group. This alteration might have direct implications for the obtained tumor regression phenotype, since Cd11b^+^F4/80^+^Ly6C^+^ cells exert immune-suppressive functions and account for increased tumor growth and metastasis formation. Additionally, vaccination against vimentin decreased the rate of M-MDSCs, which constitute the most well-characterized immune-suppressive cell type found in tumors^56^. M-MDSCs can downregulate antitumor immune responses mediated by NK and T cells by using nitric oxide (NO), immunosuppressive cytokines (IL-10 and TGFβ), and high PD-L1 expression^57^. Indeed, we observed a reciprocal relationship between infiltration rates of suppressive M-MDSCs and stimulatory NK and NKT cells in the tumors of mice. Also, Pd-1 expression on NKT cells, as well as IL-10 cytokine secretion tended to be lower in tumors of vimentin-vaccinated mice. Alternatively, the improved levels of macrophage differentiation and NK cell recruitment could also be coupled to the interaction between their Fc gamma receptors and the anti-vimentin antibodies that were induced upon vaccination, contributing to antibody-dependent cellular phagocytosis and antibody-dependent cellular cytotoxicity, respectively^58,59^. In total, vaccination against extracellular vimentin boosts antitumor immunity and favors the establishment of a less immune-suppressive tumor microenvironment. Together, our results suggest that a targeting strategy against extracellular vimentin will inhibit angiogenesis and revert immune suppression, making it an attractive therapeutic target (Fig. 7).

**Fig. 7:**
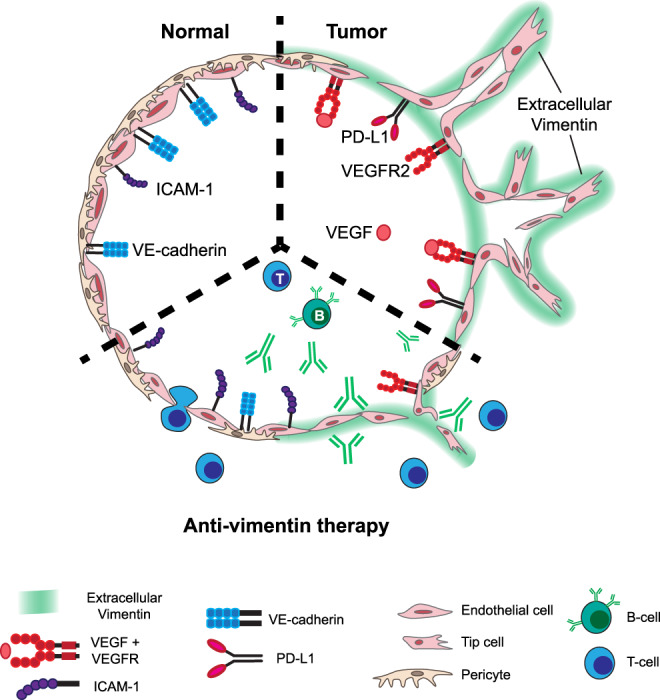
Anti-angiogenic immunotherapy targeting extracellular vimentin. Secreted, extracellular vimentin in the tumor vasculature contributes to the upregulation of VEGFR2 and PD-L1 expression and suppresses ICAM1 expression. Anti-vimentin immunotherapy restores ICAM1 expression, enhances immune cell infiltration, and suppresses PD-L1 expression.

While monoclonal antibodies have become serious therapeutic players, a polyclonal response evoked by vaccination is potentially much more effective. A broader polyclonal reactivity better blocks the extracellular functions of vimentin. Induction of polyclonal antibody responses is usually also more efficient at inducing antibody- and complement-dependent cytotoxicity^10^, compromising the tumor vasculature while at the same time enhancing antitumor immunity. Additional advantages of vaccination over the use of monoclonal antibodies are (i) higher penetration capacity of endogenous antibodies, (ii) possibility for multi-epitope or multi-target approaches, (iii) long-term efficacy, (iv) low level of invasiveness, and (v) excellent cost-effectiveness. Preclinical studies in rodents, as well as the efficacy study in client-owned dogs with spontaneous bladder cancer, show that vaccination against extracellular vimentin is safe, emphasizing the specificity of extracellular vimentin for tumor angiogenesis. We foresee that a safe and effective vaccination strategy, as presented here, can be readily applied in a clinical setting, as we have previously shown with vaccinations against a truncated form of VEGF^60^.

In conclusion, extracellular vimentin secreted by tumor ECs is a crucial player in tumor angiogenesis, immune infiltration, and immune suppression. This finding lends multiple dimensions to the effects of targeting vimentin is an anticancer setting, while a vaccination approach offers a safe and effective strategy.

## Methods

### Ethics statement

All experiments conducted in this study were approved by local regulatory boards and complied with national and international regulations. Details are included in the respective sections below.

### Cell culture

HUVEC were freshly isolated from umbilical cords (approved under the “Code Goed Gebruik” as defined by FEDERA and COREON under the Dutch National Medical Ethics body (Amsterdam UMC medical ethical committee waiver: W12–167#12.17.096); obtained from the Department of Obstetrics and Gynecology, Amsterdam UMC, Amsterdam, The Netherlands) and maintained in RPMI supplemented with 10% bovine calf serum (NBCS) (Sigma-Aldrich, St. Louis, USA) and 10% human serum^61^. PBMCs were purchased from Sanquin, Amsterdam, The Netherlands.

RF24 (immortalized human vascular ECs; gift^62^), HMEC-1 (immortalized human vascular ECs; ATCC CRL-3243)^63^, and Jurkat (immortalized human T-lymphocytes; ATCC TIB-152) were maintained in RPMI cell culture medium supplemented with 1% of antibiotics (penicillin/streptomycin, Life Technologies, Carlsbad, California, USA) and 10% NBCS. Tumor cell lines 786-O (human renal cell carcinoma; ATCC CRL-1932)^64^, MDA-MB-231 (human breast carcinoma; ATCC CRM-HTB-26)^65^, A2780 (human ovarian carcinoma; ECACC 93112519)^66^, HCT116 (human colorectal carcinoma; ATCC CCL-247)^67^ were maintained in DMEM supplemented with 1% of antibiotics and 10% NBCS, as were the murine cell lines B16F10 (mouse melanoma; ATCC CRL-6475)^68^, SVEC 4-10 (mouse ECs; ATCC CRL-2181)^69^ and CT26 (mouse colorectal carcinoma; ATCC CRL-2638)^70^. Cells were originally obtained from ATCC or ECACC (A2780) or were a gift (RF24), and were routinely tested for the absence of mycoplasma. All cell assays as reported were performed on 3 to 5 independent passages or donors.

### Compounds and reagents

Compounds used to interfere with secretion pathways (Fig. 1) are detailed in Supplementary Table 1. Recombinant vimentin, purified from insect cells, was obtained from SinoBiologicals. VEGF refers to recombinant VEGFA165, obtained from Preprotech. Kits and essential reagents are detailed in Supplementary Table 3. Antibodies used in in vitro and in vivo assays, and for detection of proteins by immunofluorescence, immunoblotting, or single-color flow cytometry and ELISA are detailed in Supplementary Table 4. Antibodies were dialyzed against 0.9% NaCl to remove traces of azide, for application in vitro and in vivo. Antibodies used in immunohistochemical stainings, along with protocol details, are presented in Supplementary Table 5. Antibody panels used for immune profiling by flow cytometry are detailed in Supplementary Table 6. qPCR primers are listed in Supplementary Table 7. Details of public data sets are listed in Supplementary Table 8.

### EC viability and proliferation assay

ECs (5 × 10^3^ cells/well for HUVEC, 1 × 10^4^ cells/well for RF24) were seeded in 0.2% gelatin-coated 96-well cell culture plates^71^. Cells were treated as indicated. Cell viability was assessed using the CellTiter-Glo^®^ luminescent Cell Viability Assay (Promega) according to the manufacturer’s instructions.

### EC migration assay and sprouting assay

EC migration was performed on confluent monolayers in gelatin-coated 96-well cell culture plates. A wound of approximately 300 µm wide was made using a guided 96-well pin tool (Peira, Turnhout, Belgium). Wells were washed to remove cell debris and the medium was added. Images were captured with a Leica DMI3000 microscope (Leica, Rijswijk, The Netherlands) with Universal Grab 6.3 software (DCILabs, Keerbergen, Belgium), at time points *T* = 0 h to *T* = 8 h^61^. Where indicated, wound closure (μm^2^) was expressed as a percentage of control wells.

EC spheroids were created using the hanging drop technology^72^. Briefly, 1000 HUVEC were resuspended in 25 μl aliquots containing medium supplemented with 20% methocel (Sigma-Aldrich), and drops were incubated on the inverted lid of a PBS-filled petri dish. Twenty-four hours later, the drops were gently harvested and embedded in type I bovine collagen gel (2 mg/ml, Advanced BioMatrix), at approximately 20 spheroids per well in 8-well microscope slides (Ibidi). After solidification, medium and compounds were added on top of the gel. Quantification of sprouting was performed using a semi-automatic ImageJ-based macro^73^ on 5–25 spheroids per condition. Cells were treated as indicated.

### Matrigel assay

Specialized cell culture slides (µ-Slide Angiogenesis, Ibidi) were filled with 10 µl of Matrigel (Corning) which was allowed to solidify. In all, 5 × 10^3^ HUVEC were added in a total volume of 50 µl medium, and treated as indicated. Tube formation was monitored for *T* = 8 to *T* = 16 h. Images were analyzed with the Angiogenesis Analyzer plugin^74^ in ImageJ v1.50i.

### Cell cycle analysis

Analysis of cellular DNA content using propidium iodide was performed using flow cytometry^75^. Cells were seeded in a 24-well plate at a density of 2–4 × 10^4^ cells/well and incubated for 24 h prior to treatment as indicated. Cells were harvested by trypsinization and fixated in 70% ethanol for 2 h at −20 °C. Cell pellets were then resuspended in DNA extraction buffer (90 parts 0.05 M Na_2_HPO_4_, 10 parts 0.025 M citric acid, 1 part 10% Triton-X100, pH 7.4) and incubated for 20 min at 37 °C. Propidium iodide (PI, 20 μg/ml; Life Technologies) was added, and cells were analyzed with a FACSCalibur flow cytometer (BD Biosciences). DNA content was quantified with CellQuest Pro software (BD Biosciences).

### siRNA transfection

HUVEC (1 × 10^4^) were seeded in 96-well tissue culture plates that were coated with gelatin and where 50–200 nM siRNA (Eurogentec, Liege, Belgium) and 1.5 µl transfection reagent (HiPerfect; Qiagen) were complexed for 20 min at RT. Cells were processed for downstream analysis 48–72 hr later^71^.

### Lymphocyte adhesion and transmigration assays

HUVEC (1 × 10^4^) or RF24 (2 × 10^4^) were seeded in gelatin-coated 96-well tissue culture plates and grown to confluence. Cells were pretreated with 20 ng/ml TNFα (Preprotech) for 2 h, followed by the addition of 1 × 10^5^ Jurkat cells with or without recombinant vimentin. Plates were incubated for another 2 h to enable stable interactions between Jurkat and ECs. Culture medium and unbound cells were aspirated, followed by four washes by PBS. Images were captured using a Leica DMIL microscope and bound Jurkat cells were manually counted in five imaged fields per well.

For transmigration assays, HUVEC (3 × 10^4^) were seeded in a 3 µm pore transwell inset in 24-wells plates (Costar; Merck) and grown for 24 h to reach confluence. Recombinant vimentin and/or VEGF (Preprotech) were added to the bottom compartment of the transwell system, and calcein-AM (Life Technologies) labeled human PBMCs (2 × 10^5^) were added to the top compartment. Plates were incubated for 16 h and transmigrated cells in the bottom compartment were counted using a Coulter counter. In parallel, 500 µg/ml 70 kDa FITC-Dextran (Sigma-Aldrich) was added to the upper compartment in the presence or absence of vimentin and/or VEGF, and the medium in the lower compartment was sampled for fluorescence on a BioTek Synergy HT microplate reader after 1 hr. All data were normalized to untreated controls.

### Chorioallantoic membrane of the chicken embryo (CAM) assay

Detailed methods for growth, handling, and treatments of the eggs have been described elsewhere^76,77^. Briefly, fertilized chicken eggs were incubated for 3 days with automatic rotation, before a pinhole was created in the shell. Eggs were incubated standing up for the remainder of the experiment. Effects of recombinant vimentin and anti-vimentin antibodies in the developmental chicken embryo CAM assay were assessed via topical administration on the CAM on embryo development day (EDD) 7 and 8 at the indicated concentrations. Vasculature was visualized and analyzed on incubation day 9^76,77^.

Visudyne^®^*-*Photodynamic therapy (PDT)^29^ was performed on EDD11. Within PDT-treated areas, 20 μl anti-vimentin antibodies (10 μg/ml) were administered topically twice, immediately after PDT and 24 h later. Quantification based on the fluorescence angiographies was performed on EDD13^76^.

Tumor growth experiments on the CAM employed tumor cells (HCT116, MDA-MB-231, A2780, 786-O; 1–5 × 10^6^) mixed with Matrigel and placed onto a denuded area of the CAM on EDD8. Tumors were allowed to grow until EDD12 prior to daily treatment as indicated until EDD17^71,78^.

For imaging, anti-vimentin antibody RV202 was biotinylated according to the manufacturer’s guidelines (Roche), and pre-incubated with Alexa488-labeled streptavidin (DAKO), prior to i.v. injection in an A2780 xenografted CAM. After circulation for up to 1 hr, CAMs were imaged with an epi-fluorescence microscope (Nikon Eclipse E600 FN, Japan)^76^.

### Flow cytometry

Surgical material (tumors and adjacent normal tissues) was obtained after the informed consent of the patient, and sent for routine pathological evaluation and FFPE processing at the Department of Pathology, Maastricht University Medical Center, Maastricht. Following macroscopic evaluation and dissection, part of the freshly resected tissue was used for flow cytometry and qPCR as described further below. Flow cytometry for the detection of vimentin in tissue-isolated EC was performed by double labeling of EC in single-cell suspensions from human tumor and normal colon samples using a combination of PE-labeled mouse anti-human CD31 (1:25, DAKO) and rabbit anti-human vimentin (1:50, Abcam)^8^. Cultured ECs were trypsinized, fixated with 1% PFA, and stained with antibodies as indicated. FITC-labeled secondary antibodies were used for fluorescent detection. All antibody incubations were performed in PBS/0.5% BSA for 1 h at RT. Cells were analyzed on a FACSCalibur (BD Biosciences) and data were analyzed using CellQuest Pro software (BD Biosciences).

For profiling of immune cell subsets, B16F10 tumors of control and vimentin-vaccinated mice were excised, mechanically dissociated with scissors, and subsequently incubated in 5 ml of digestion mix containing 1 mg/ml collagenase IV (Sigma), 30 U/ml DNAse I type II (Sigma) and 0.1 mg/ml hyaluronidase type V (Sigma) in RPMI for 25 min at 37 °C under gentle agitation. Following quenching of enzymatic activity by addition of RPMI, cell suspensions were filtered through a 70 µm cell strainer, pelleted, and resuspended in 5 ml RPMI supplemented with 10% FCS, 1% penicillin/streptomycin, and 50 µM 2-mercaptoethanol. Cells were subsequently layered on Ficoll and interphase cells following centrifugation were carefully transferred to fresh tubes. Cells were counted and diluted to 10*10^6^ cells per ml. One million cells were stained for analysis of immune cell subsets, details of the antibodies are shown in Supplementary Table 6.

In more detail, cells were transferred to a V-bottom 96-well plate (Greiner Bio-One), washed once with PBS, and resuspended in TruStain Fc blocking solution (BioLegend) for 10 min at RT. Afterwards, cells were incubated with primary antibodies diluted in PBS for 20 min on ice. Cells were washed once with PBS and fixed with 4% paraformaldehyde for 15 min on ice. After fixation, cells were washed once with PBS and permeabilized using the intracellular staining permeabilization wash buffer (BioLegend). Cell suspensions were then incubated with antibodies directed at intracellular antigens, in the above-mentioned buffer for 30 min at room temperature. Cells were washed twice with the permeabilization wash buffer, resuspended in 100 μl PBS and transferred to FACS tubes. Cell suspensions were analyzed on a Fortessa LSR (BD Biosciences) and data were analyzed using FlowJo software (v10; BD Biosciences).

Gating details are shown in Supplementary Figs. 8 and 9. Primarily, cell suspensions were pre-gated on single live Cd45+ cells, followed by further subclassification based on marker expression as denoted, to obtain population statistics (population percentage, mean and median fluorescence intensity). For the visualization of the data in tSNE plots, samples were concatenated based on single live Cd45+ cells, and analyzed with the tSNE functionality in FlowJo v10, under default settings (1000 iterations, perplexity 30, Barnes-Hut algorithm). Gated populations were subsequently colored as indicated.

Analysis of soluble cytokines was performed using the LegendPlex mouse Inflammation panel (BioLegend), according to the manufacturers’ instructions. Briefly, B16F10 tumors from control and vimentin-vaccinated mice were mechanically dissociated and incubated in PBS with protease inhibitor cocktail (Roche) and 1 mM PMSF (Sigma-Aldrich) for 1 h at 4 h at 37°C on a Vortex-Genie 2 at 600 rpm. Samples were centrifuged at 12,000 × *g* for 10 min and the supernatant was used to determine total protein concentrations in the secretome with a BCA assay (Thermo Fischer Scientific). Samples were diluted to 2 mg/ml input in the bead-based assay that was analyzed on a FACSCalibur (BD Biosciences); data were analyzed using Legendplex Data Analysis Software Suite.

### qPCR

Isolation of total RNA (RNeasy mini; Qiagen), complementary DNA synthesis (iScript; Bio-Rad), and qPCR (SYBR green; Bio-Rad) were performed according to the manufacturers’ instructions. Briefly, ECs were isolated from freshly resected colorectal tumors and patient-matched normal colon^8,79^, cultured ECs were trypsinized and washed with PBS, and frozen tumors were homogenized in RLT buffer prior to RNA isolation.

CAMs and CAM tumors were excised, fixated in zinc-fixative solution^80^, and stored before RNA isolation with Trizol (Life Technologies) or processing for immunohistochemistry. Primers that distinguish between human and chicken mRNAs were used to profile vimentin expression in the CAM vessels, and were designed according to previously published guidelines^81^.

Assays were run on a Bio-Rad CFX96 thermal cycler and analyzed using CFX Manager software v3.1^71^. In vitro assays were performed on 3 to 5 independent passages (HMEC-1) or donors (HUVEC), and analyzed in up to 3 independent experiments. Of thus generated 9 to 15 analyses, only samples showing appropriate melting curves and relevant Ct values were included in subsequent analysis. Relative gene expression was calculated with the 2^−ΔΔCT^ method and expressed as (transformed) percentage of control conditions where indicated. Primers are listed in Supplementary Table 7.

### ELISA for vimentin secretion

Secreted vimentin was detected in the conditioned medium (CM) of ECs by coating 50 µl of CM in ELISA microplates (Nunc). Alternatively, the secretome of B16F10 tumors was used. For estimation of concentrations of secreted vimentin, CM or secretome was stepwise diluted in PBS and assayed in parallel with a standard curve of recombinant vimentin. For evaluation of compounds affecting the secretion of vimentin, cells were treated as described above with the three highest concentrations of compounds that did not affect cell viability, and CM was analyzed in relation to untreated or solvent-treated cells.

Following coating in microplates, plates were blocked with 4% non-fat dry milk in PBS, and wells were subsequently incubated with primary antibody (V9; DAKO), biotinylated goat-anti-mouse Ig (DAKO), and streptavidin-HRP (DAKO), as detailed in Supplementary Table 4.

All incubations were performed for 1 h at 37 °C and in between steps plates were washed 3× with PBS/0.1%Tween-20. All incubation volumes were 50 µl, except for the blocking (4% non-fat dry milk (ChemCruz) in PBS) which was 150 µl. Color development was performed with standard TMB solution (Sigma-Aldrich) and stopped with 2 N H_2_SO_4_. Plates were analyzed with a Biotek Synergy HT microplate reader (Biotek), for OD at 450 nm, along with a background reference at 540 nm.

### Western blotting and proteomics analysis

HUVEC were cultured to near confluence in replicate cell culture dishes. For the last 6 hours, cells were incubated with a serum-free medium after washing with PBS to generate BSA-free secretome. Conditioned medium was collected and concentrated 10 times on a spin column (Millipore). HUVEC were washed with PBS and detached with citric saline cell detachment solution (135 mM KCl, 15 mM sodium citrate) and pelleted for lysis. After verification that all cells had detached, PBS was added to the ECM deposit in the plates, scraped vigorously with a cell scraper, and collected.

Protein concentrations were evaluated using a micro BCA protein assay (Thermo Fischer Scientific). Fifteen to 50 µg of proteins per condition was separated on 4–12% polyacrylamide gels (Invitrogen) and transferred to a polyvinylidene difluoride membrane. Odyssey blocking buffer (LI-COR Biosciences) was used to block membranes and following incubation with primary and infrared-dye secondary antibodies (LI-COR). Images were obtained with the LI-COR Odyssey CLx scanner at one default exposure setting.

For standard proteomics analysis of the content of the different cell fractions, the samples were processed according to established protocols^82^, and deposited in the PRIDE repository under accession number PXD024426. Briefly, following SDS-PAGE, sections were cut from the gel, and slices were digested with trypsin prior to LC-MS/MS. Peptide counts were aggregated to proteins and normalized to the total count in each sample. Enrichment for a particular fraction was determined using a modified binomial test^82^. Peptide coverage for vimentin in each fraction was retrieved from the raw data and plotted as a count profile which reflects both the propensity to be analyzed (presence and frequency of lysines that are targeted by trypsin and determine inclusion in the analysis) as well as the distribution of the protein fragments of vimentin present in each fraction to determine any differences.

Proteins enriched in the extracellular fractions over the total protein lysate were analyzed with secretomeP and proteinside databases for the presence of signal sequences and odds of secretion. Relevant subsets of proteins were subject to interaction analysis using STRING and functional enrichment using Enrichr. Protein-protein interactions were visualized using Cytoscape v3.7.2.

### VEGFR2 phosphorylation and binding

Cells were cultured in 10 cm dishes under routine conditions, until near confluence. Plates were drained and cells were washed gently with 5 ml PBS. Next, 5 ml medium containing recombinant vimentin and/or VEGF at the indicated concentrations was added and cells were incubated for 15 min. The medium was drained, and cells were washed with PBS and placed on ice immediately. Cells were lysed, and concentrations were determined with a BCA assay (Thermo Fischer Scientific) and normalized to 500 µg/ml. Samples were analyzed according to the DuoSet ELISA VEGFR2 (R&D systems) instructions for quantification of VEGFR2 receptor phosphorylation status.

Surface Plasmon Resonance (SPR) biosensor assays were carried out using Biacore T200 (GE Healthcare) with CM5 sensor chips (Cytiva). VEGFR2 receptor (VEGFR2-Fc; BioLegend) at a concentration ~10 µg/ml in 10 mM acetate buffer pH 4 was immobilized at the density of ~900 RU using the amine-coupling kit (Cytiva) according to the manufacturer’s protocol at a flowrate of 5 µl/min. Concentration series of recombinant human vimentin and VEGF diluted in the running buffer (PBS, 0.05% Tween-20, pH 7.4) were injected over the sensor chip surface at 30 µl/min flowrate, at 25 °C for 180 sec. Dissociation of formed complexes was followed for 240 sec after the end of an injection. After each cycle, the chip surface was regenerated by 60 s injections of 1 M ethanolamine-HCl, pH 8.5. Obtained sensorgrams were double referenced.

For ELISA-based detection of interaction, recombinant human vimentin, VEGF, or BSA (2 µg/ml) were coated in ELISA plates, followed by blocking with 4% non-fat dry milk in PBS. VEGFR2-Fc was added in a concentration range from 10 ng/ml to 5 µg/ml and detected with biotinylated goat-anti-human Fc antibody (MP Biomedicals) in combination with streptavidin-HRP, essentially as described above.

Alternatively, recombinant vimentin, recombinant VEGFR2, or BSA were spotted on nitrocellulose membranes (Sigma-Aldrich) in a gridwise fashion. Spotblots were blocked with 4% blocking reagent (Bio-Rad) in PBS, and subsequently incubated with recombinant vimentin, recombinant VEGFR2, or BSA. Anti-vimentin antibodies or anti-VEGFR2 antibodies (1:100 in 1% BSA/PBS) were used to detect proteins interacting with the immobilized proteins. Detection was done with biotinylated goat-anti-mouse IgG and streptavidin-HRP. Blots were developed with ECL Pico Plus reagent (Pierce).

### Immunofluorescence

For immunofluorescence studies, cells were seeded in 96-well plates and grown overnight unless otherwise indicated. Briefly, cells were washed, and blocked in 1% BSA in PBS. Primary antibodies were added in 0.5% BSA, followed by washes with PBS. Primary antibodies were detected with biotinylated rabbit- or goat-anti-mouse IgG and streptavidin-Alexa488. For detection of intracellular vimentin, cells were fixated with 1% PFA in PBS and permeabilized with 0.1% Triton-X100 in PBS prior to blocking. For detection of vimentin in ECM deposit, cells were either removed with different cell removal agents as indicated, or left present in the plate, but without any fixation. Antibody incubations were performed for 45 min at RT for fixated cells and for 30 min on ice with live cells. Stained live cells were post-fixated and permeabilized, and nuclei and F-actin were subsequently stained with DAPI (Sigma) and Phalloidin-TRITC (Life Technologies), respectively, where applicable.

Images were captured using a Leica DMIL microscope with a fluorescence unit in combination with an FC345Fx camera, with a ×20 objective. High-resolution microscopy was performed after growing HUVEC in eight-well ibiTreat chamber slides (Ibidi), and images were analyzed on a STED system (Leica Microsystems, at AO|2 M facility Amsterdam UMC) or a Leica TCS SP5 Confocal system (Leica Microsystems at NKI Amsterdam)^83^.

Images were analyzed using Leica Application Suite v4.13.10 (Leica), and were, where necessary for presentation in the figures, merged to construct RGB images and post-processed using Adobe Photoshop CS6 to enhance color contrast. Any modifications were applied to whole images only.

### Immunohistochemistry

Normal and tumor tissues were paraffin-embedded and sectioned (5 µm) with a Leica RM 2135 microtome. CAM and CAM tumors were pre-fixated in zinc fixative prior to paraffin embedding and sectioning. Sections were dried overnight at 37 °C, placed at 60 °C for 1 h, and baked for 10 min at 56 °C before deparaffinization with xylene (VWR International) followed by 100% (Nedalco), 96%, and 70% ethanol and rehydration in phosphate-buffered saline (PBS). Alternatively, tumors were snap-frozen in liquid nitrogen and sectioned with a Leica CM1850 UV research cryostat.

Protocol details and antibodies are presented in Supplementary Table 5. In general, after treatment with hydrogen peroxide (Hydrogen peroxide 30%, BDH Prolabo, VWR International) in PBS or methanol for 15 min at RT, antigen retrieval was performed in a microwave oven or autoclave. After cooling down, sections were washed in PBS and blocked with BSA or serum diluted in PBS for 1 h at RT and incubated with primary antibody diluted in 0.5% BSA/PBS overnight at 4 °C. The next day, tissue sections were incubated with biotinylated secondary antibodies and streptavidin-HRP or HRP-labeled secondary antibodies for 45 min at RT. For detection of anti-vimentin treatment antibodies in CAM xenografts, only secondary detection was performed. Sections were washed 3 × 3 min in PBS in between antibody incubations. Color development was done using 3,3′-diaminobenzidine tetrahydrochloride hydrate (DAB) staining (Sigma-Aldrich). Sections were counterstained with Mayer’s hematoxylin (Klinipath) for 30 s and the reaction was stopped under running tap water for 10 min and mounted with Quick D mounting medium (Klinipath).

For morphological detection of immune cells and histological evaluation of tissues, frozen or deparaffinized sections were dipped in diluted Mayer’s Hematoxylin (Klinipath) (1:4 dilution in 5 mM sodium citrate buffer pH 6.0). After a rinse under flowing tap water for 5 min, sections were stained with 0.2% eosin Y solution (J.T. Baker, Avantor Performance Materials) for 30 s. Sections were dehydrated with two changes of 70% ethanol, three changes of 96% ethanol, 100% ethanol for 5 min, and xylene for 2 min. Consecutively, sections were mounted with Quick D mounting medium (Klinipath).

Only viable tumor tissue was used for analysis. The number of vessels and immune cells was counted or scored manually based on the morphology of HE stained sections or antibody stainings (Cd31, Cd3, F4/80). Up to 5 fields/tumor at 200× magnification (HPF 0.25 µm^2^) were counted. Icam1 staining was quantified as the percentage area above the threshold following processing with the Color Deconvolution plugin v1.8B in ImageJ. Pd-l1 staining was manually scored for the staining intensity of perfused vessels. Where relevant, images were taken with an Olympus BX50F microscope equipped with a CMEX5 camera (Euromex), and captured using ImageFocus4 (Euromex).

### In silico analysis

Images of different tumor types and normal tissues stained for vimentin were retrieved from the Human Protein Atlas^84^. For correlation analysis, five different colorectal cancer data sets with Affymetrix gene expression data (specified in Supplementary Table 8) were used and analyzed with R2 for other genes correlating with vimentin expression. Overrepresentation analysis for functions and pathways was performed using Webgestalt.

NCBI Gene expression omnibus (GEO) was searched for data sets containing gene expression analysis of isolated ECs from the tumor and normal tissues. Data were processed in R Studio (2021.09.01, build 372) using R version 4.1.2, and analyzed for vimentin expression.

In silico analysis of (immune) cell subsets based on bulk RNA expression was performed using published methods and tools. The murine Microenvironment Cell population counter (mMCP-counter)^30^ was applied for analysis of RNAseq data of B16F10 tumors of control and vimentin-vaccinated mice. In addition, GEO data sets (Supplementary Table 8) were obtained and normalized expression values were used to divide data sets into high and low vimentin expressing samples, and data were input in Cibersort^32^ for in silico evaluation of immune infiltrate.

### Vaccine production and purification

The recombinant vaccine proteins were produced and purified based on established protocols, with modifications^10,70^. Murine (NM_011701) and dog (NM_001287023.1) vimentin protein-coding sequences (either alone or in frame with thioredoxin (TRX) or truncated thioredoxin (TRXtr) - hereafter for both mouse and dog referred to as (TRXtr-)Vimentin) - were cloned in the pET21a expression vector which was transformed into *E.coli* BL21 (Novagen; Merck Millipore) for recombinant protein expression. The pET21a-TRX plasmid was transformed into Rosetta gami (DE3) (Novagen). Overnight cultures were diluted 1:3 and grown until an optical density 600 nm (OD600) of 0.5 was reached. Protein expression was induced with 1 mM isopropyl b-D-1-thiogalactopryanoside (IPTG, Invitrogen, Life Technologies) at 37 °C for 4 h. Bacteria were harvested by centrifugation and bacterial pellets were dissolved in 5 M urea (TRX) (Acros Organics/Thermo Fisher Scientific) or 2 M urea, 20% glycerol, 0.1 µM EDTA, 1% Triton-X100 (TRXtr-Vimentin). The proteins were released by sonication (amplitude 22–26 microns using a Soniprep 150 MSE) on ice, 12 times for 30 s with breaks of 30 s (TRX) and 15 times for 20 s with breaks of 30 s (TRXtr-Vimentin). Thereafter for TRX, 1 ml 50% Ni-NTA agarose slurry (Qiagen) was mixed with 25 ml supernatant (originating from 500 ml bacteria culture) and 10 mM imidazole (J.T.Baker, Avantor Performance Materials), to reduce non-specific binding of background proteins to the nickel (Ni) agarose, and incubated “end-over-end” at 4 °C overnight. For TRXtr-Vimentin 1 mM PMSF (Sigma-Aldrich) was added to the supernatant after sonication and 200 µl 50% Ni-NTA agarose slurry was mixed with 5 ml supernatant (originating from 50 ml bacteria culture). The next day the agarose beads were spun down and the supernatant was kept and frozen at -20 °C overnight. Hereafter again 300 µl 50% Ni-NTA agarose slurry was added to the supernatant (originating from 100 ml bacteria culture) and incubated “end-over-end” at 4 °C overnight. After centrifugation, the agarose beads were washed with 250 ml wash buffer containing PBS pH 7.0/1 M NaCl /0.05% Tween-20. An additional washing step with PBS was performed to remove the detergent. Then, the beads were transferred to a 1 ml syringe (BD Biosciences) with a glass filter (Sartorius Stedim Biotech) and washed again with PBS. The column of the TRX protein was washed with 10 fractions of 500 μl 20 mM imidazole, dissolved in 20 mM Tris pH 8.0/0.1 M NaCl, and eluted with four 500 μl fractions of 200 mM imidazole, dissolved in 0.2 M Tris pH 8.0/0.1 M NaCl. For TRXtr-Vimentin the column was washed with four 150 µl fractions of 200 mM imidazole dissolved in 0.2 M Tris pH 8.0/0.1 M NaCl and the protein was eluted with four 150 µl fractions of buffer E (100 mM NaH_2_PO_4_, 10 mM Tris, 8 M urea, pH 4.5). The protein content of the separate fractions was determined by SDS-PAGE and colloidal Coomassie brilliant blue G250 staining (Fischer). Fractions containing most protein were pooled and dialyzed stepwise towards 2 M urea/PBS ((TRXtr-)Vimentin) or towards PBS (TRX). TRXtr-conjugated proteins were used for the vaccination of mice and dogs, whereas unconjugated vimentin was used in ELISA for the determination of antibody levels. Thioredoxin (TRX) was used for the vaccination of control mice.

### Mouse experiments

Animal experiments were approved by the local Animal Ethics Committee (DEC) of the VU University and the national Central Animal Experiments Committee (CCD) (reg. no. DEC AngL14-01, CCDAVD114002016576, and CCDAVD1140020173104, including VUmc animal welfare body approved work protocols 576-ANG19-05, 576-ANG21-08, 576-ANG17-03, 576-ANG17-01, and 3104-ANG19-03). The maximum allowed tumor growth was 2 cm^3^. At the end of the experiment, mice were monitored (including tumor measurement) daily. When the maximum allowed tumor growth was exceeded - which was only the case in control groups at the last stage of the experiment - the animal was terminated. In case the maximum tumor volume was exceeded, the welfare of the animal was not compromised, and the appearance and activity were still normal.

For all experiments, 8-week old female C57BL/6 J (*C57BL/6OlaHsd*) mice or BALB/c mice (*BALB/cOlaHsd)* (Envigo, Horst, The Netherlands) (5–10 mice/treatment group) were allowed to acclimatize 2 weeks, housed at ambient temperature (20-24^o^C) and humidity (45–65%), with a 12/12 h light–dark cycle and fed ad libitum. Mice were immunized four times with an interval period of 2 weeks. Each vaccine emulsion (100 μl per mouse, 50 μl per groin) contained 20 μg TRX (control group) or 90 μg TRX(tr)-Vimentin in a volume of 50 μl mixed with 50 μl Freund’s complete adjuvant (F-5881, Sigma-Aldrich) (ratio 1:1, aqueous phase: oil phase) for the priming immunization and Freund’s incomplete adjuvant (F-5506, Sigma-Aldrich) for booster immunizations. Emulsions were mixed for 30 min on a Vortex Genie 2 (Fisher Scientific) at full speed. Two weeks after the last immunizations with TRX and TRXtr-Vimentin, 1 × 10^5^ B16F10 melanoma cells were inoculated subcutaneously in the left flank of C57BL/6 mice in a total volume of 100 μl (10% culture medium/PBS). For the CT26 model 2 × 10^5^ CT26 colon carcinoma cells were inoculated in the left flank of BALB/c mice, immunized with TRX, TRX-Vimentin, or TRXtr-Vimentin. Blood samples were taken from the tail vein 1 week after each immunization, 1 week after tumor cell injection, and at the end of the experiment. Tumor growth was measured by calipers. Tumor volume was calculated by the formula: width^2^ × length × π/6. At the end of the experiment, mice were euthanized and tumors and organs were removed and stored in 1% PFA/PBS overnight and consecutively paraffin-embedded, or frozen. Alternatively, fresh tissues were processed as described above for cellular immunoprofiling and cytokine analysis.

For the passive immunization experiments, ~8-week-old female C57BL/6 mice (*n* = 10/group) were inoculated in the left flank with B16F10 melanoma as described above. After palpable tumors were present (~50 mm^3^), mice were randomized and treatment started with antibody injections every 3 days intraperitoneally as previously described^8^.

For evaluation of wound healing, mice (C57BL/6) received three vaccinations with TRXtr-Vimentin (*n* = 5) or TRX (*n* = 5) as described above. Prior to the surgical procedure, per-operative analgesia buprenorphine 0.1 mg/kg body weight (Temgesic, Indivior Europe) was administered subcutaneously. During all procedures, mice were anesthetized with 2.5% isoflurane. The skin of the mouse was depilated with crème (Veet) and a full-thickness wound of 8 mm diameter was made on the back of the mouse with a biopsy punch (Kai Medical), and closure of the wounds was monitored over time. Wounds were protected from dirt with Cavilon no-sting barrier spray (3M). After surgery, the analgesic carprofen 0.042 mg/ml (Rimadyl; Zoetis) was given in the drinking water for a period of 1–2 days. The wound area was calculated with the formula π *(diameter/2)^2^.

To address the safety of prolonged exposure to high antibody titers against vimentin, control vaccinated (TRX, *n* = 5) and TRXtr-Vimentin (*n* = 5) vaccinated mice were included in the study for 45 weeks. Approximately 8-week-old female C57BL/6 mice were immunized three times with an interval period of 2 weeks as described above. Blood samples were taken from the tail vein 1 week after each immunization. During the rest of the follow-up period, monthly blood samples were taken. When antibody levels dropped below 50% of the levels after the third vaccination mice were revaccinated. In addition, the body weight of the mice was monitored regularly during the whole study period. At the end of the experiment, mice were euthanized and organs were removed, stored in 1% PFA/PBS overnight, and paraffin-embedded.

### ELISA for anti-vimentin antibody response

Indirect ELISA was performed to determine total anti-vimentin antibody levels in vaccinated mice and dogs. Briefly, blood samples were coagulated overnight at 4 °C and centrifuged twice at 7000 rpm for 10 min at 4 °C in a microcentrifuge. The supernatant (serum) was stored at −20 °C until use. Volumes used per well in ELISA were 50 μl, unless indicated otherwise. 96-well ELISA plates (Nunc) were coated with 4 μg/ml Vimentin protein (mouse or dog) in 0.5 M urea and then blocked with 100% horse serum (100 μl/well) (Sigma-Aldrich), both for 1 h at 37 °C. After a single wash with PBS for 1 min, the plates were incubated with serum of vaccinated animals for 45 min at 37 °C, diluted 1:10 in 100% horse serum, which was further diluted in 50% Rosetta Gami extract (final serum dilution 1:50-1:300) to reduce non-specific binding of the serum. Thereafter, plates were incubated with biotinylated polyclonal goat-anti-mouse Ig (E0433, Dako) or goat-anti-dog IgG (6070-08, Southern Biotech) for 45 min and streptavidin-HRP (P0397, Dako) for 30 min, diluted 1:2000 in 0.01% PBS-Tween-20 at 37 °C. After each incubation step, plates were washed four times with PBS. HRP activity was detected with TMB substrate (T0440, Sigma-Aldrich) and absorbance (OD) was measured at 655 nm after 15 min using a Biotek Synergy HT microplate reader (Biotek).

For specific determination of antibody titers, serial dilutions of the sera were made, and assayed as described above. Titers were calculated based on the dilution at which the OD exceeded the value of 0.2.

### RNAseq of tumors of vaccinated mice

RNA was isolated from excised B16F10 tumor tissue from TRX and TRXtr-Vimentin-vaccinated mice (*n* = 3 each), using RNeasy mini columns (Qiagen) according to the manufacturers’ recommendations. RNA was processed according to standard pipelines for expression analysis at the NKI Genomics Core Facility (Amsterdam, The Netherlands). Normalized read counts were used for further analysis using DESeq2^85^ in R studio and data were deposited in NCBI GEO database under accession number GSE172388. Gene set enrichment analysis (GSEA) was performed with GSEA 4.1.0 (https://www.gsea-msigdb.org/gsea/index.jsp) for hallmarks gene sets (h.all.v7.5.1.symbols.gmt). STRING and Enrichr were applied as described above.

### Labeling of antibodies with Zr-89

A vimentin-specific nanobody (QVQ, Utrecht, The Netherlands) was labeled with Zirconium-89 (Zr-89), to be able to determine its suitability for PET imaging, according to established procedures^86^. Briefly, the nanobodies were modified with the chelating agent NCS-Bz-Desferal by adjusting the antibody solution to pH 9.0 with Na_2_CO_3_ and reacted with 10 equivalents of NCS-Bz-Desferal for 30 min at 37˚C temperature while shaking at 550 rpm. The modified antibodies were eluted in 0.5 mL fractions containing 50 mM NaOAc/200 mM Sucrose pH 5.56. The protein concentration of the eluted fractions was determined with a NanoDrop spectrophotometer. The Desferal modified antibodies were labeled with Zr-89 at pH 6.8–7.2 in HEPES buffer for 60 min at room temperature, and showed an average of 98.0% radiochemical purity.

### PET Imaging study in B16F10 tumor-bearing mice

Exponentially growing B16F10 melanoma cells were injected subcutaneously into both flanks (2 × 10^5^/flank) of female C57BL/6 mice (*n* = 2), and grown to ~200 mm^3^.

For PET imaging, mice were anesthetized using inhalation anesthetics (isofluran 1.5 </> 2.5%; oxygen 0.45 volume %). PET images were acquired 24 h p.i. with Zr-89 labeled agent (1 MBq; retroorbital injection). During PET-CT (Mediso nanoPET-CT) mice were placed in an integrated heating bed (~35 °C) while monitoring respiratory function. Computed tomography (CT) scan was performed for ~5 min, followed by a dynamic PET scan of 60 min. PET data were normalized and corrected for scattering, randoms, attenuation, decay, and dead time. The list mode PET data were rebinned and reconstructed using an iterative 3D Poisson ordered-subsets expectation-maximization algorithm with four iterations and six subsets. The resulting images had a matrix size of 256 × 256 × 207 voxels, each with a dimension of 0.6 × 0.6 × 0.6 mm^3^ ^86^.

Immediately after the last PET scan, mice were sacrificed, blood and various tissues were excised, rinsed, dipped dry, weighed, and the amount of radioactivity determined using an LKB 1282 Compugamma CS gamma counter (LKB, Wallac). Results were expressed as a percentage of the injected dose per gram of tissue (%ID/g).

### Dog studies

Dog patients with spontaneous (recurrent) transitional cell carcinoma (TCC) of the bladder were recruited within their own veterinary practice. Upon owner consent, dogs were included in the study (approved by the local Animal Ethics Committee of the VU University and the national Central Animal Experiments Committee (CCD), AVD11400202011305) and followed regular monitoring schedules within their own veterinary practice. Dogs were vaccinated in the groin with 1 ml vaccine containing 500 µg recombinant TRXtr-Vimentin protein in 2 M urea/0.9% NaCl, 375 µg CpG 2006 oligonucleotide (5’-T*C*G*-T*C*G*-T*T*T*-T*G*T*-C*G*T*-T*T*T*-G*T*C*-G*T*T*-3’; Eurogentec) and 500 µl 10% Montanide gel 01PR (36067D, Seppic; end concentration Montanide gel 5%). Initially, dogs received four vaccinations at 2-week intervals. Where possible, tumor size was monitored by ultrasound of the bladder. Prior to inclusion in the study, an x-ray of the thorax was performed to exclude lung metastases. This interim analysis of an ongoing study includes dogs (*n* = 10) enrolled in the study between 20 February 2020 and 20 February 2021, and who had received at least three vaccinations before 1 June 2021. Four of the ten dogs had recurrent TCC for which one dog received surgery and two dogs received photodynamic therapy before inclusion in the present study. All other dogs were treated for primary disease, of which one underwent surgery and one received photodynamic therapy prior to inclusion in the current study. Adverse events and tumor responses were monitored according to VCOG criteria^37,38^.

Dogs were followed up in monthly intervals and received booster vaccinations when titers continuously dropped. All dogs received additional meloxicam, with a starting dose of 0.2 mg/kg followed by daily doses of 0.1 mg/kg. During regular visits, ultrasound and x-ray of the thorax were performed. Blood was drawn at each visit to the veterinary for determination of anti-vimentin antibody titers by ELISA, as described above.

### Image and data processing

Experiment images were acquired as detailed in the respective sections. Where necessary for visual presentation, images were globally adjusted for contrast, white balance, and/or color balance using Adobe Photoshop CS6. All quantitative data were processed in MS Excel 2010 or R Studio.

### Statistical analysis

Data are presented as means of multiple independent experiments. Error bars represent the standard error of the mean unless specified otherwise. Statistical significance was determined in GraphPad Prism^®^ version 9 using one-way analysis of variance (ANOVA) with Bonferroni multiple comparison test or using student’s *t* test, or equivalent non-parametric tests where appropriate. For analysis of tumor growth curves, two-way ANOVA was applied with Dunnett’s posthoc multiple comparison test. All tests were two-sided, and (adjusted) *p* values (if *p* < 0.05) are shown in the plots. Outliers were only excluded based on the Grubbs test (https://www.graphpad.com/quickcalcs/Grubbs1.cfm).

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

## Data Availability

RNAseq data are deposited in NCBI GEO (GSE172388), and proteomics data are deposited in the PRIDE repository [https://www.ebi.ac.uk/pride/archive/projects/PXD024426]. The publicly available data used in this study are listed in Supplementary Table 8. The remaining data are available within the Article, Supplementary Information, or Source Data file. Source data are provided in this paper.

## Source data

Source Data

# Supplementary material for: Extracellular vimentin mimics VEGF and is a target for anti-angiogenic immunotherapy
**Source:** Nat Commun. 2022 May 23;13:2842. doi: 10.1038/s41467-022-30063-7
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Figure 1

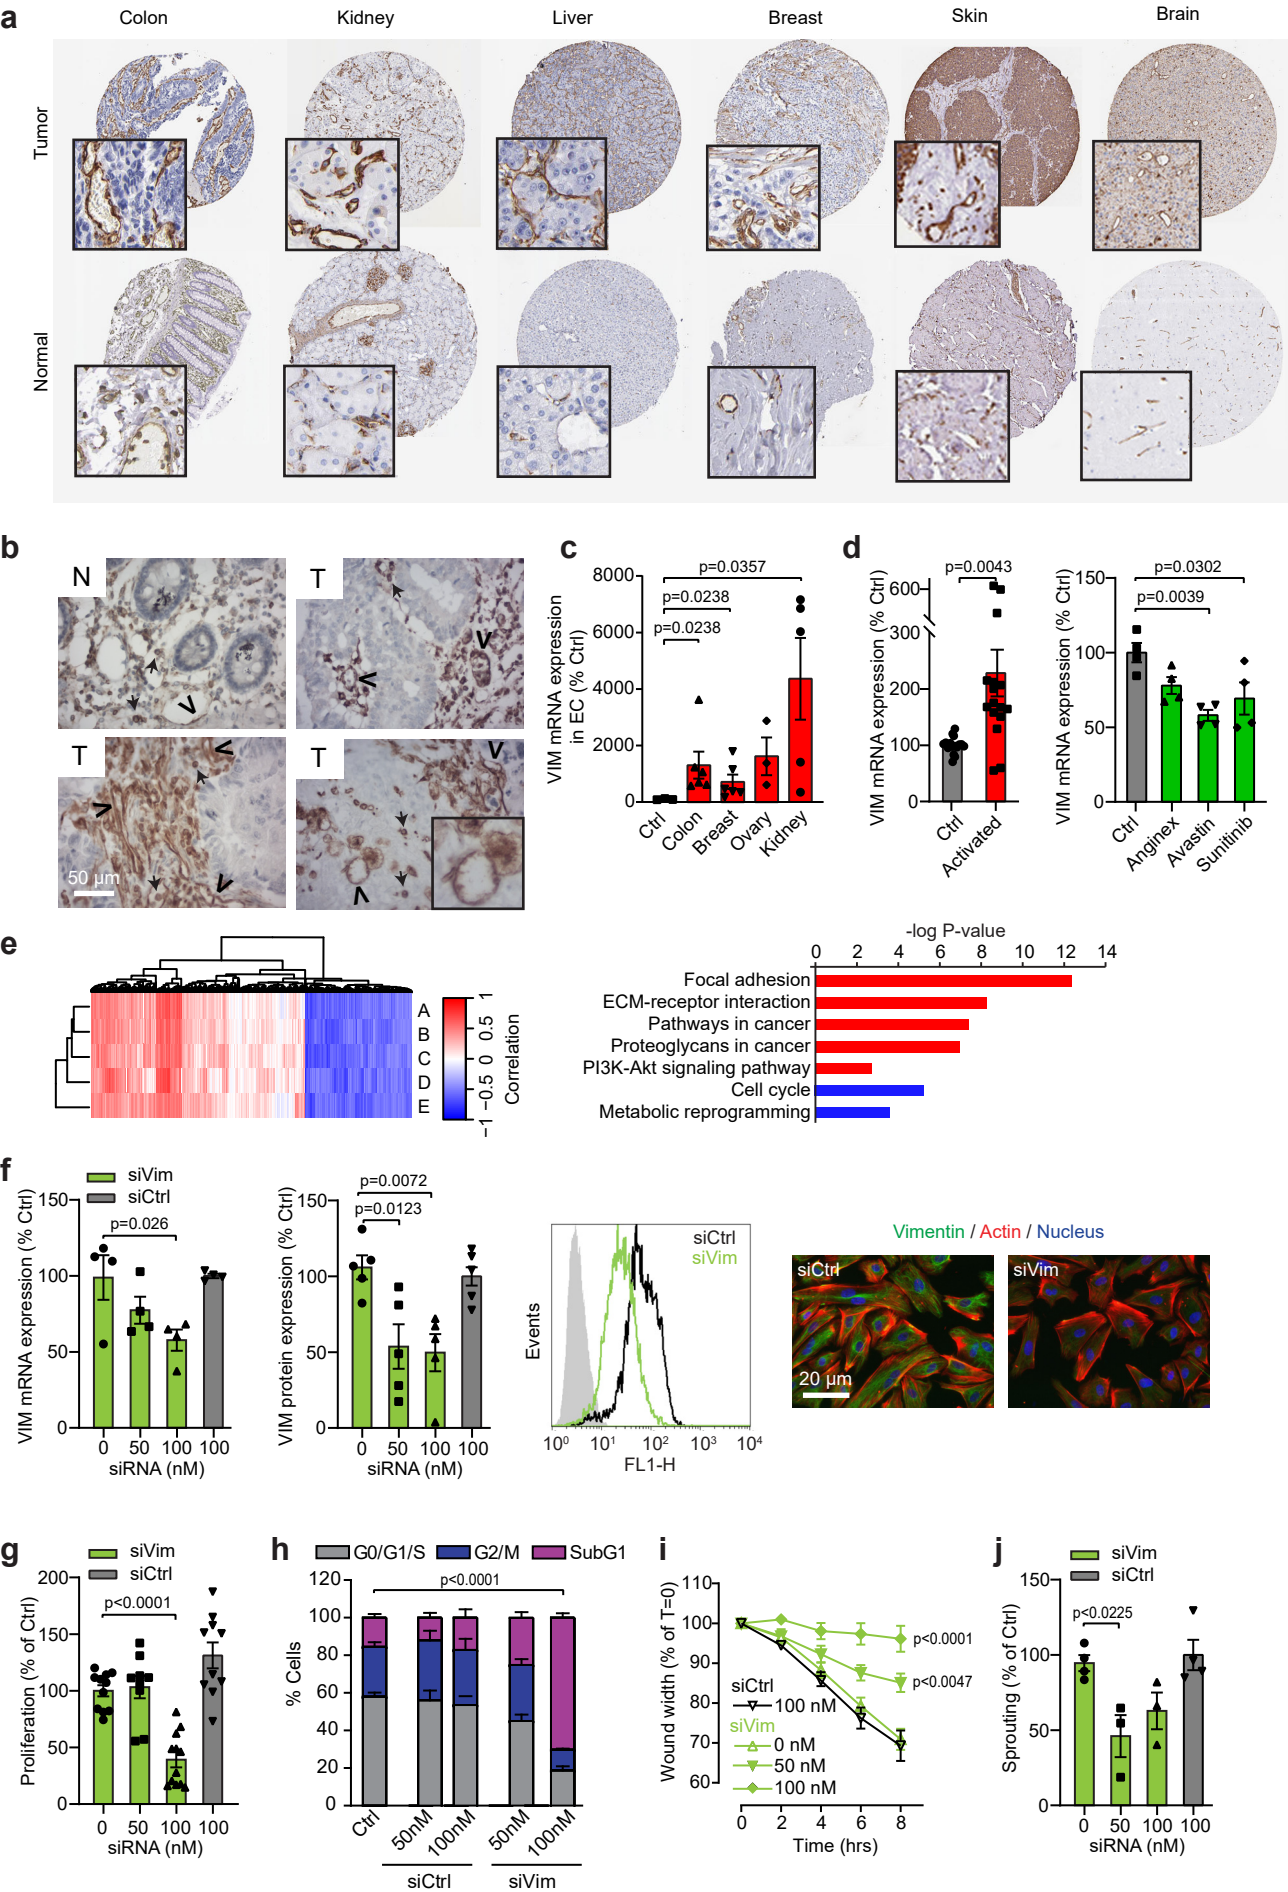

**Supplementary Figure 1: Vimentin is overexpressed in tumor endothelium and associated with a pro-angiogenic phenotype**

**a** Vimentin protein expression in tumor and normal tissue sections of colon, kidney, liver, breast, skin and brain (<https://www.proteinatlas.org/>). Section diameter = 1mm. Insets show 10x magnifications. Representative images are shown; number of samples per tissue are provided in the Source Data file. **b** Immunohistochemical staining of human normal colon (N) and colorectal cancer (T) for vimentin. Large arrows (V): vimentin expression in the vasculature of tumors. Small arrows: vimentin positive immune cells. Representative images are shown of n=27 CRC and n=15 normal colon samples. **c** qPCR for tumor endothelial vimentin in human tumor spheroids xenografted onto the chicken chorioallantoic membrane (CAM). Vimentin expression in host stroma is upregulated in all tumor types tested. n=3 (ctrl, ovary), n=5 (kidney), n=6 (breast, colon) eggs/tumor type. Data represent means  $\pm$  SEM. p-values represent Mann Whitney test vs control. **d** qPCR of vimentin expression in untreated (Ctrl) and angiogenically activated HUVEC (left panel; n=8 different donors), as well as in HUVEC after treatment with different angiogenesis inhibitors (right panel; n=4 different donors). Data represent means  $\pm$  SEM. p-values represent unpaired t-test (left panel) and one-way ANOVA with Bonferroni correction (right panel). **e** Heatmap (left) and pathway analysis (right) of (top 250) genes correlating with vimentin expression in five public gene expression data sets of colorectal cancer. Red and blue represent genes and processes positively and negatively correlated with vimentin expression, respectively. **f** Quantification of vimentin mRNA (left: qPCR, n=4) and protein (middle: flow cytometry, n=5; right: immunofluorescence staining, representative images shown) expression after transfection (48h) with siRNA targeting vimentin. Bar graphs represent means  $\pm$  SEM. p-values represent one-way ANOVA with Bonferroni correction. **g-j** Effect of vimentin knockdown on HUVEC proliferation (**g**), cell cycle profiles (**h**), migration (**i**), and sprouting (**j**). All data are presented as percentage of untreated cells (Ctrl), and 0nM represents the mock transfected control, on n=4 different donors. Data represent means  $\pm$  SEM. p-values represent one-way ANOVA with Bonferroni correction (**g, j**) and two-

way ANOVA with Dunnet's correction (**h**, **i**). siCtrl: control non-targeting siRNA; siRNA; siVim: vimentin targeting siRNA. Source data are provided as a Source Data file.

Supplementary Figure 2

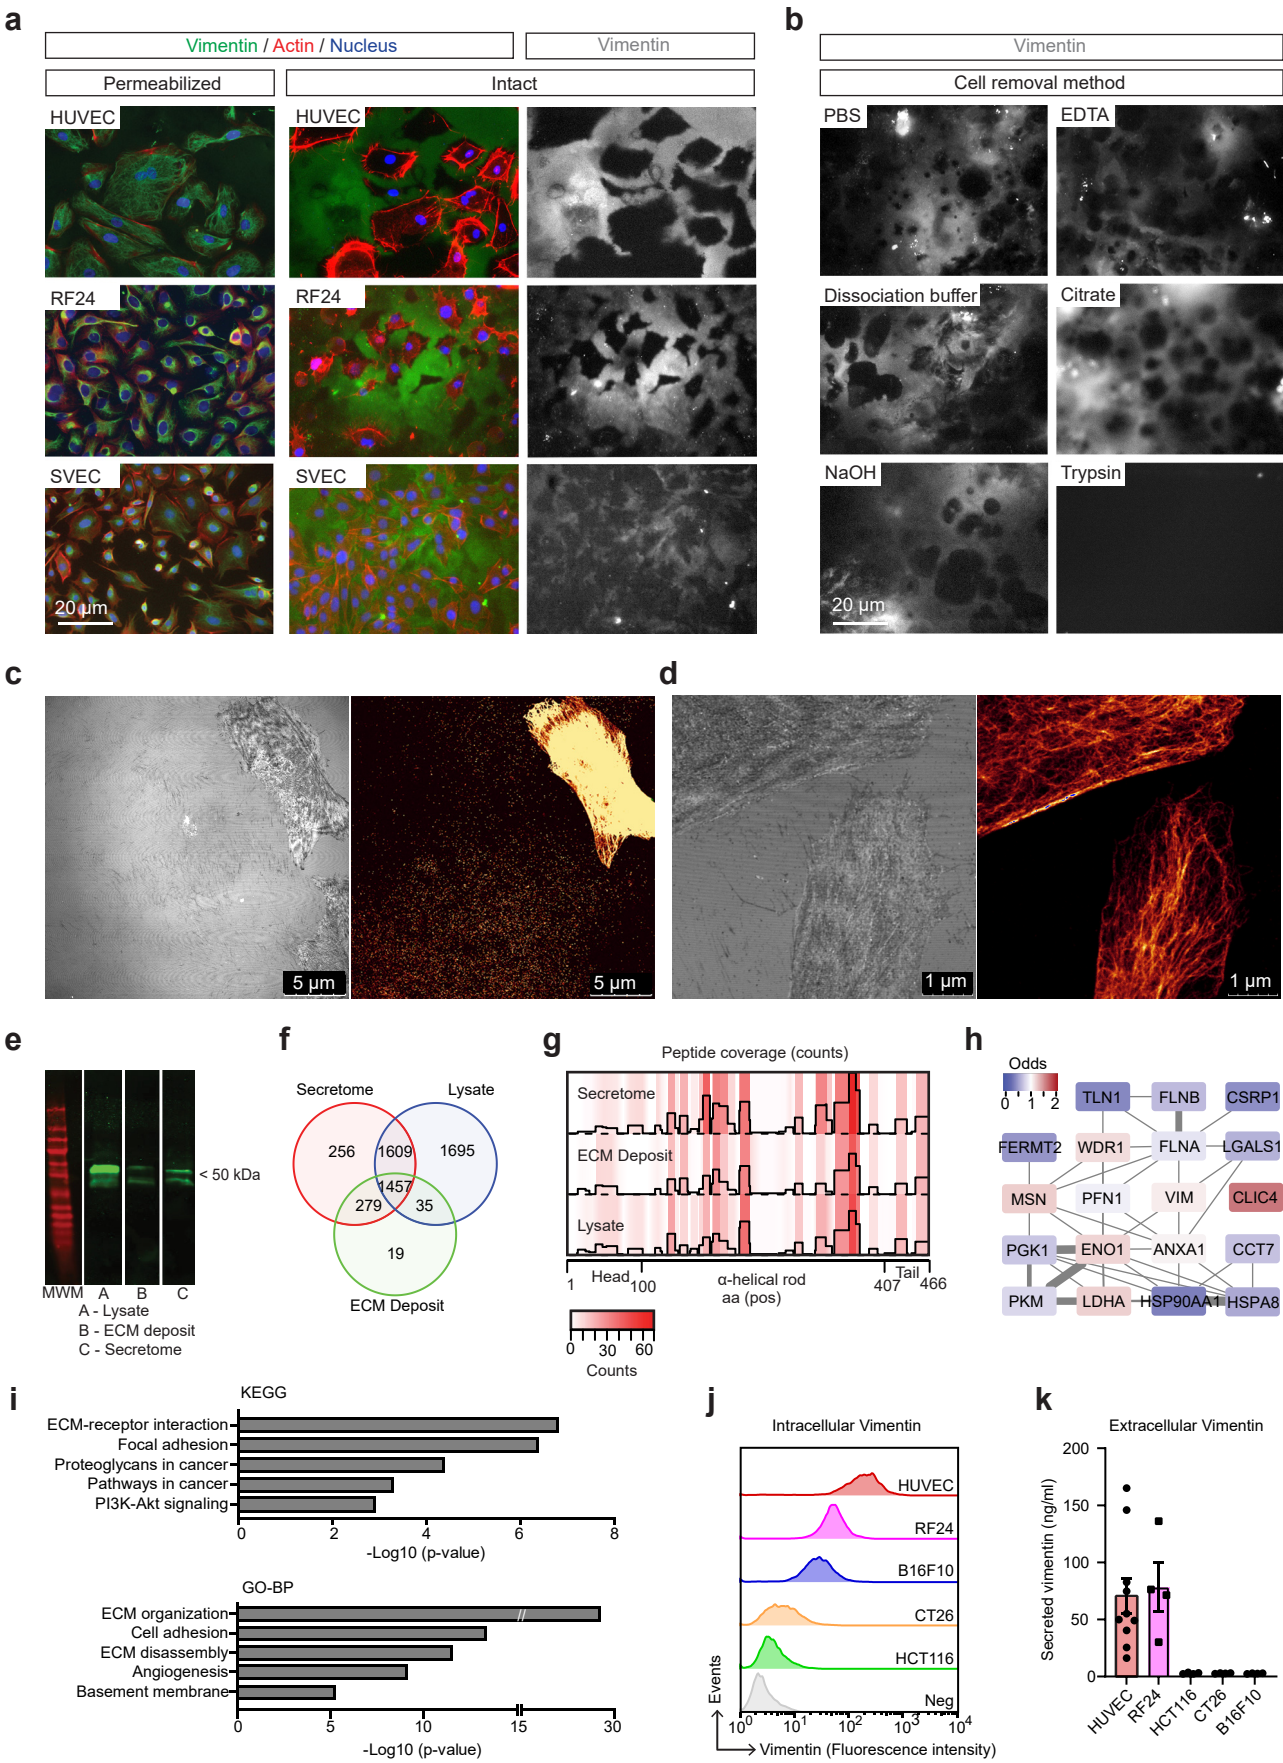

## **Supplementary Figure 2: Vimentin is secreted by endothelial cells and deposited in the extracellular matrix**

**a** Immunofluorescent staining of different EC, grown on tissue culture substrates, for vimentin (left and middle panels: green; right panel: white). Cells were fixated and permeabilized (left panels) or left intact (middle and right panels), showing filamentous staining in permeabilized cells and deposited vimentin surrounding intact cells. **b** Visualizations of ECM deposits following different cell detachment methods. EC were grown on tissue culture substrates to near confluence and removed using different reagents as indicated. Non-enzymatic detachment allowed retention of vimentin deposits in the ECM. Trypsin detachment resulted in absence of staining, and confirms the proteinaceous nature of the deposits present. Representative images of at least 3 independent experiments are shown for panels **a,b**. **c, d** Differential interference contrast (left panels) and high-resolution immunofluorescence (right panels) microscopy of HUVEC. Vimentin is represented in yellow-orange. Representative images of a single experiment are shown. **e** Western blot as presented in Figure 1, with whole lanes shown. Representative sections of at least 3 independent experiments are shown. **f** Count distribution of detected proteins in HUVEC lysate, secretome and ECM deposit by global proteomics analysis. **g** Peptide coverage of vimentin in the different cellular fractions. Peptide counts per amino acid position are indicated with the black lines as well as by color intensity. No major differences in sequence coverage are seen, confirming presence of full-length protein. **h** Protein-protein interaction analysis of extracellular overexpressed proteins that have no known secretion mechanism. Colors indicate the SecretomeP odds prediction for extracellular expression. **i** Proteins significantly expressed extracellularly were subject to ontology analysis (Top: KEGG, Bottom: GO-Biological Process). Extracellular proteins are enriched for cell-cell and cell-matrix interactions and remodeling, as well as angiogenesis and cancer. **j** Intracellular vimentin protein expression of endothelial cells (EC; HUVEC, RF24) and tumor cell lines (TC; B16F10, CT26, HCT116) used in this study, as measured by flow cytometry. Representative histograms are shown. **k** Secretion of vimentin in EC and TC used in this study, as measured by

ELISA. n=10 (HUVEC) and n=4 (other). Data represent means  $\pm$  SEM. Source data are provided as a Source Data file.

Supplementary Figure 3

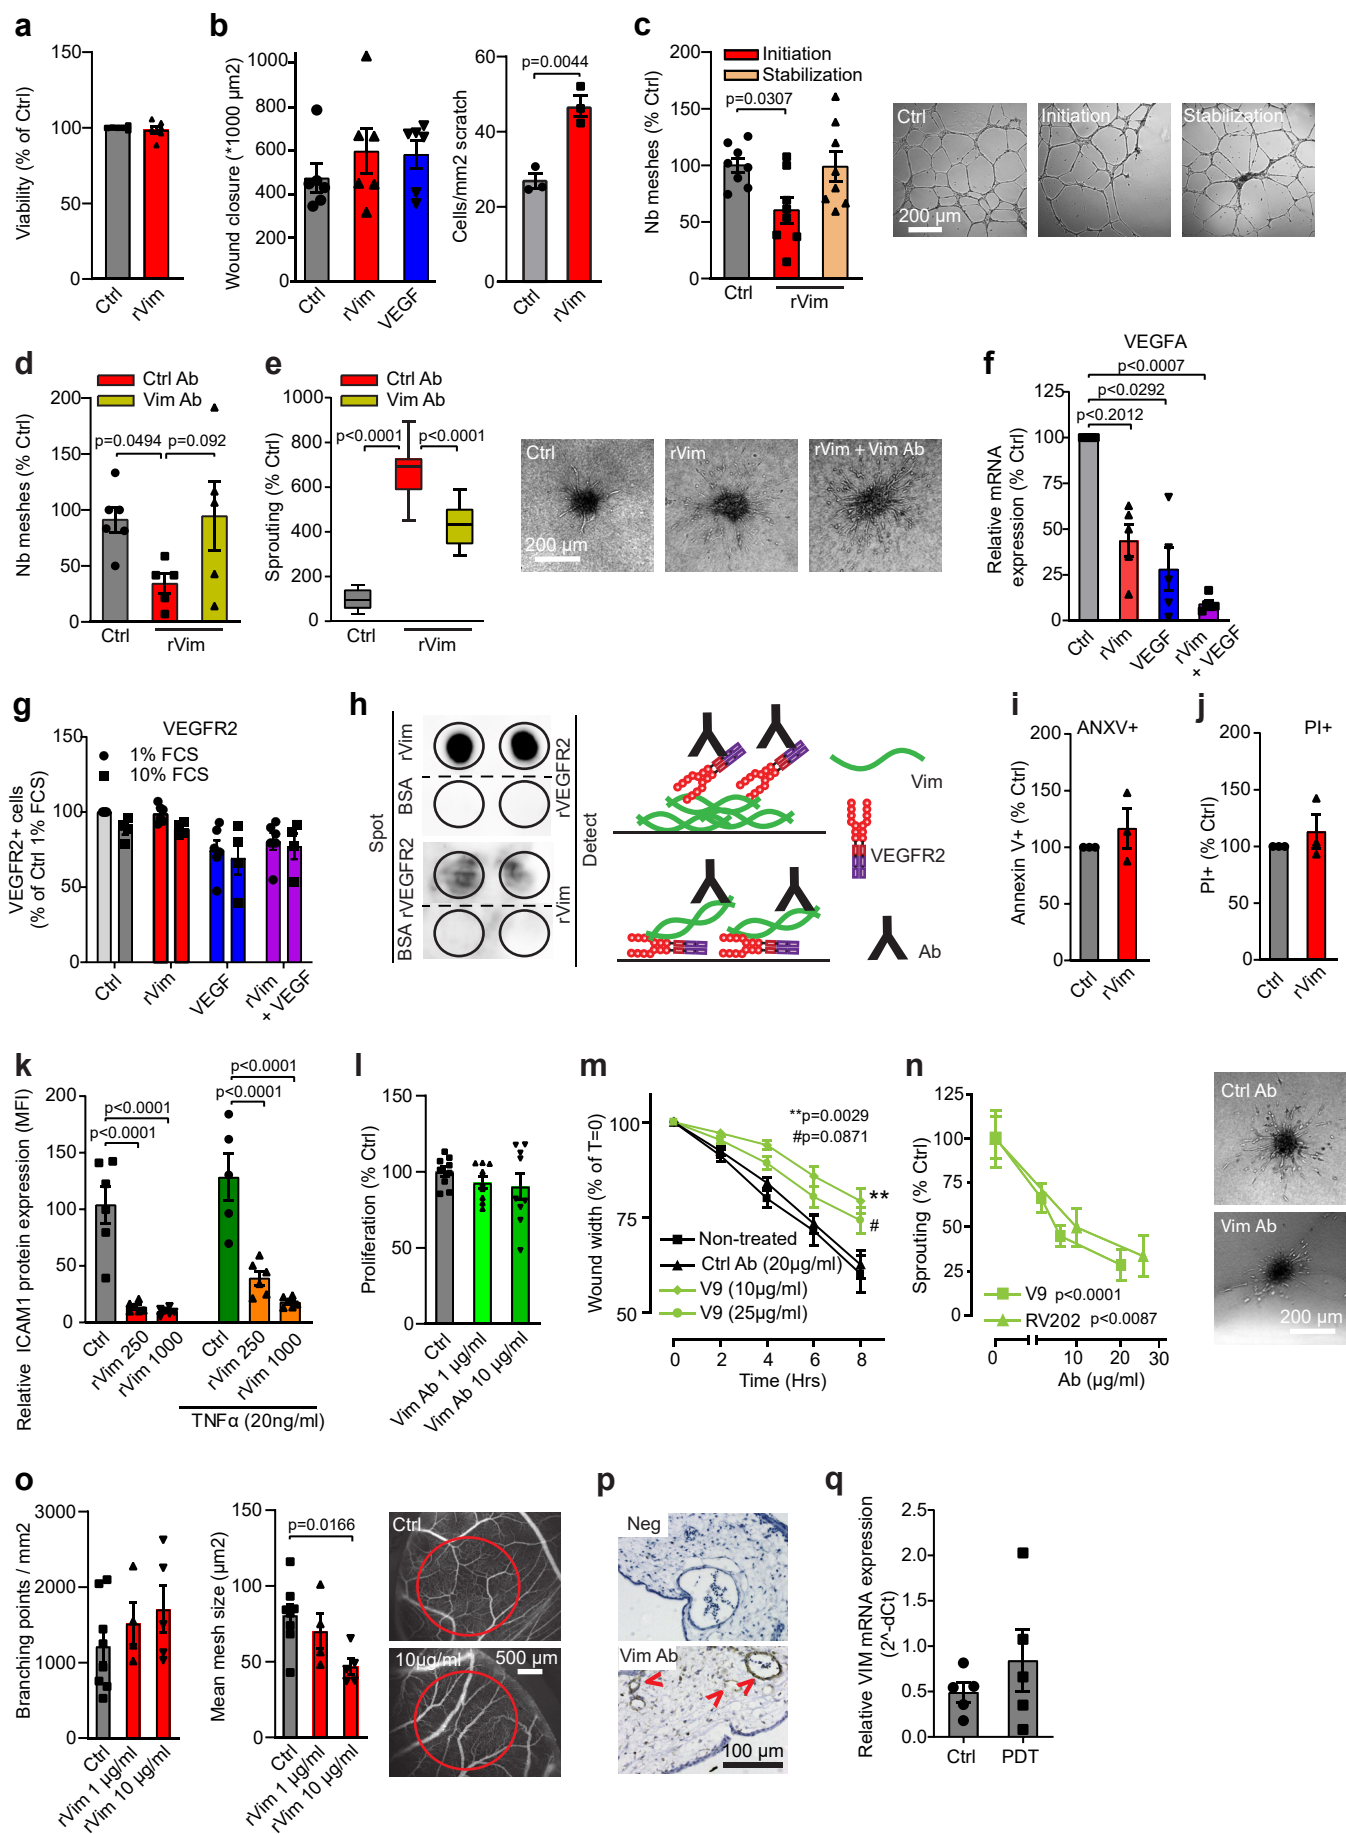

### Supplementary Figure 3: Extracellular vimentin induces a pro-angiogenic endothelial phenotype

**a,b** Effects of rVim on EC viability (**a**) and migration (**b**; left panel). Migration of individual cells into the scratch area (**b**; right panel). n=3 different donors. p-values represent unpaired t-test. **c** Tube formation of HUVEC seeded on Matrigel directly in the presence of rVim (initiation), or after two hours (stabilization). n=4 different donors, p-values represent one-way ANOVA with Bonferroni correction. **d** HUVEC tube formation on Matrigel in the presence of rVim and/or anti-vimentin antibodies (Vim Ab). n=3 different donors. p-values represent Kruskal-Wallis test with Dunn's correction. **e** HUVEC sprouting in collagen gel in presence of rVim and/or Vim Ab. n=18 (Ctrl), n=13 (Ctrl Ab+rVim) and n=14 (Vim Ab+rVim). p-values represent one-way ANOVA with Bonferroni correction in panels. **f** VEGFA mRNA expression in HMEC-1 following treatment with rVim and/or VEGF, n=5. p-values represent Kruskal-Wallis test with Dunn's correction. **g** VEGFR2 cell surface expression in HMEC-1 following treatment with rVim and/or VEGF. n=4 (1%FCS) and n=5 (10% FCS). **h** Spotblot analysis of direct interaction between rVim and recombinant VEGFR2 or vice versa. **i, j** AnnexinV (ANXV) and propidium iodide (PI) positive Jurkat T cells after rVim treatment. n=3. **k** ICAM1 protein expression in HUVEC following treatment with rVim and/or TNF $\alpha$ . n=6. p-values represent one-way ANOVA with Bonferroni correction. **l** HUVEC proliferation in the presence of Vim Ab. n=3 different donors. **m, n** Migration (**m**, n=4 different donors) and sprouting (**n**, n=3 (RV202) and n=5 (V9) different donors) of HUVEC in the presence of anti-vimentin Abs p-values represent two-way ANOVA with Dunnett's correction. **o** Effects of rVim *in vivo* in the CAM. n=4 (rVim 1 $\mu$ g/ml), n=5 (rVim 10 $\mu$ g/ml), n=8 (ctrl) eggs per condition. p-values represent one-way ANOVA with Bonferroni correction. **p** Immunohistochemistry for vimentin expression in CAM. **q** mRNA expression of vimentin in control and PDT-treated CAMs. n=5. VEGF and TNF $\alpha$  were used at 20ng/ml. Antibodies were used at 10 $\mu$ g/ml. All bar graphs and X-Y plots show means  $\pm$  SEM, boxplots show medians  $\pm$  10-90<sup>th</sup> percentiles. Representative images are shown, and original spot blots are presented elsewhere in the Supplementary Information. Source data are provided as a Source Data file.

Supplementary Figure 4

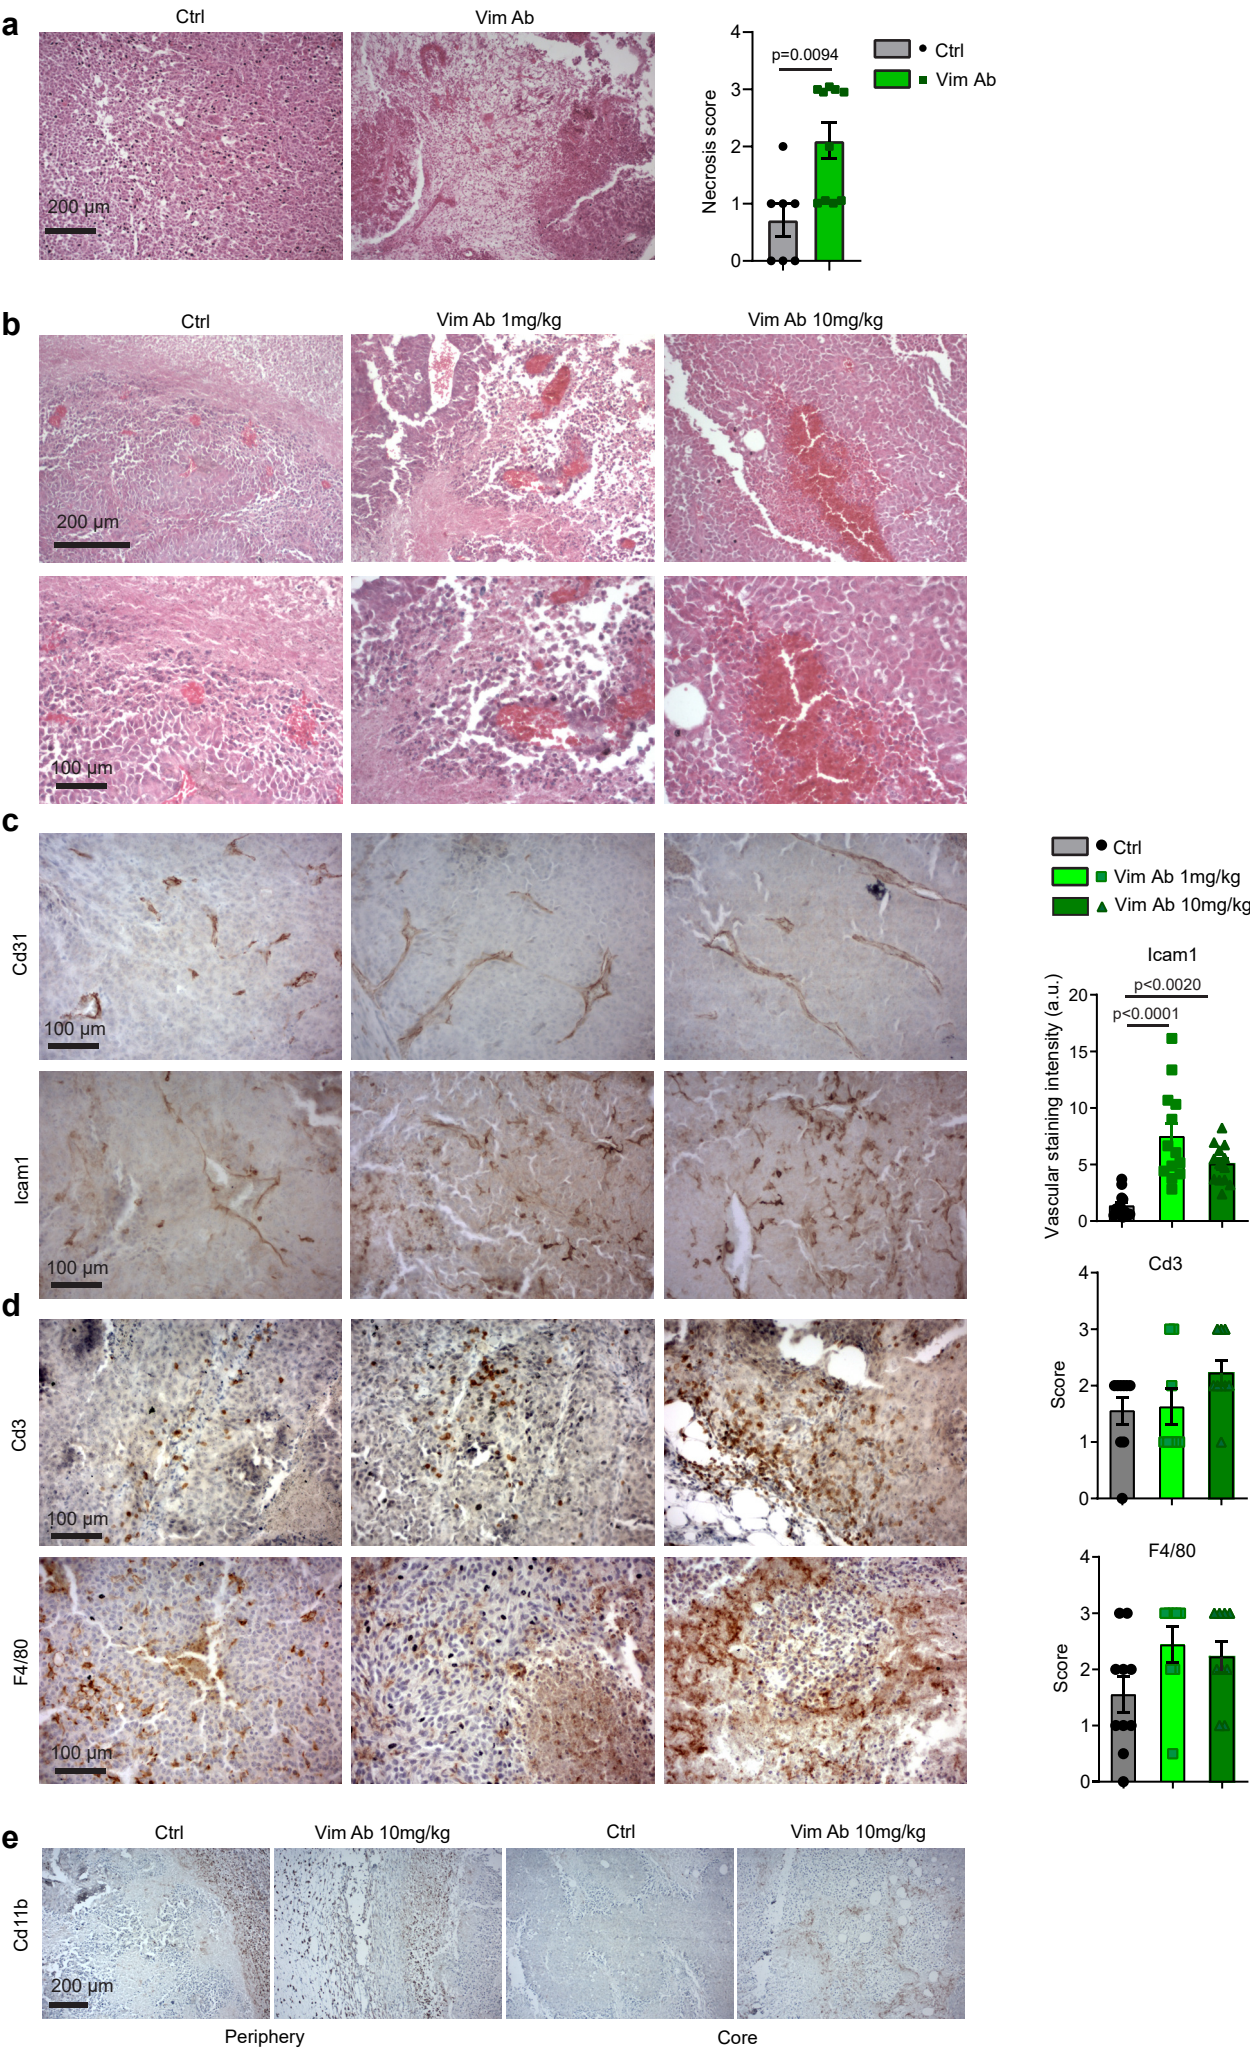

**Supplementary Figure 4: Anti-angiogenic and pro-inflammatory effects of anti-vimentin antibody therapy *in vivo***

**a** H&E staining of human HCT116 tumors grafted on the CAM, under control treatment or anti-vimentin antibody (Vim Ab) treatment. Scoring of necrotic areas is shown in the graph. n=7 (Ctrl) and n=9 (Vim Ab) tumors per group. Data represent means  $\pm$  SEM. p-values represent Mann-Whitney U test. **b** H&E staining of mouse B16F10 tumors grafted in mice, under control treatment or anti-vimentin antibody treatment. Note the reduced demarcation of blood vessels in the antibody treatment conditions, where erythrocytes are no longer bounded by intact blood vessels but rather spread in the tissue. **c** Cd31 and Icam1 staining of B16F10 tumors, under control treatment or anti-vimentin antibody treatment. Vascular Icam1 staining was quantified in ImageJ and normalized for vessel density per tissue slide (right panel). n=13 sections analyzed of n=3 tumors per condition. Data represent means  $\pm$  SEM. p-values represent one-way ANOVA with Bonferroni correction. **d** Cd3 and F4/80 staining for T-cells and macrophages respectively, in B16F10 tumors, under control treatment or anti-vimentin antibody treatment. Right panels show scoring of infiltrating cells. n=10 tumors/group. Data represent means  $\pm$  SEM. p-values represent Kruskal-Wallis test with Dunn's correction. **e** Cd11b expression in B16F10 tumors, under control treatment or Vim Ab treatment. Representative images are shown of n=10 tumors/group, where indicated at the periphery and core of the tumors. Source data are provided as a Source Data file.

Supplementary Figure 5

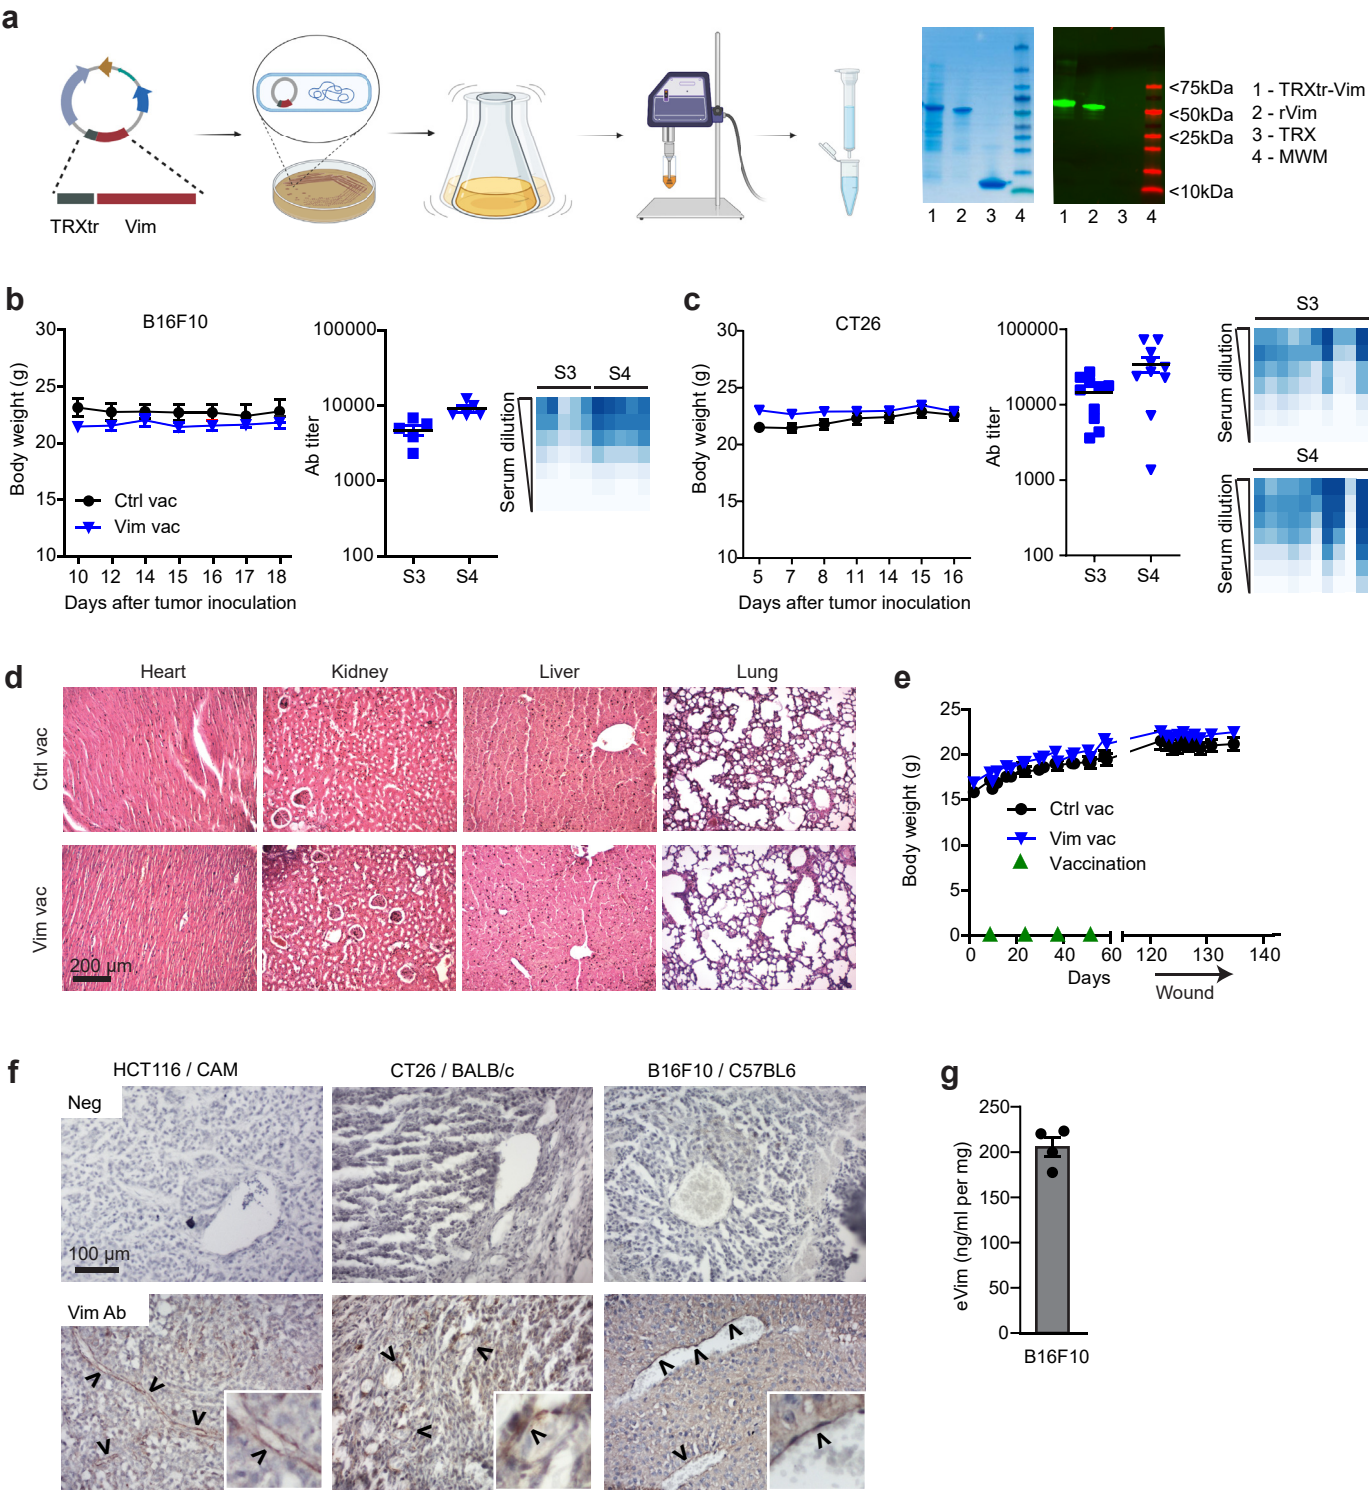

## **Supplementary Figure 5: Vaccine production and analysis of systemic effects of vaccination**

**a** Schematic overview of protein expression for vaccination, created with BioRender.com. Proteins are expressed in *E.coli* and subsequently purified with Ni-Agarose. SDS-PAGE and western blot (right panels) confirm the presence of proteins of the expected molecular weight. Uncropped blots and gels are shown elsewhere in the Supporting Information. **b,c** Mice (C57BL/6 or BALB/c) were immunized with the recombinant vimentin fusion protein prior to B16F10 melanoma or CT26 colorectal carcinoma tumor cell inoculation in the flank according to the schedule presented in Figure 4. During the experiment, body weight (left panels; means  $\pm$  SEM) and individual antibody titers (right panels) were monitored. Heatmaps of OD655nm ELISA values on serum dilutions of the individual vimentin vaccinated mice, used to calculate the anti-vimentin antibody titers, are shown on the side. n=5 (B16F10, **b**) and n=10 (CT26, **c**) mice/group. **d** H&E staining of different organs from mice (C57BL/6, n=5) that received control or vimentin vaccination, and remained hyperimmune for 40 weeks. Representative images are shown. **e** Body weight of control and vimentin vaccinated mice during the wound healing study. Data represent means  $\pm$  SEM, n=5 mice/group. **f** Immunohistochemical staining of tumors from models used in this study. Top panels show negative control stainings whereas bottom panels show staining for vimentin. Insets highlight vimentin staining present predominantly in the vasculature (arrows). Representative images are shown of n=9 (HCT116 / CAM), n=10 (CT26 / Balb/c) and n=5 (B16F10 / C57BL/6) tumors.. **g** Secreted vimentin detected in the secretome of B16F10 tumors in mice by ELISA. Data represent means  $\pm$  SEM, n=4. Source data are provided as a Source Data file.

Supplementary Figure 6

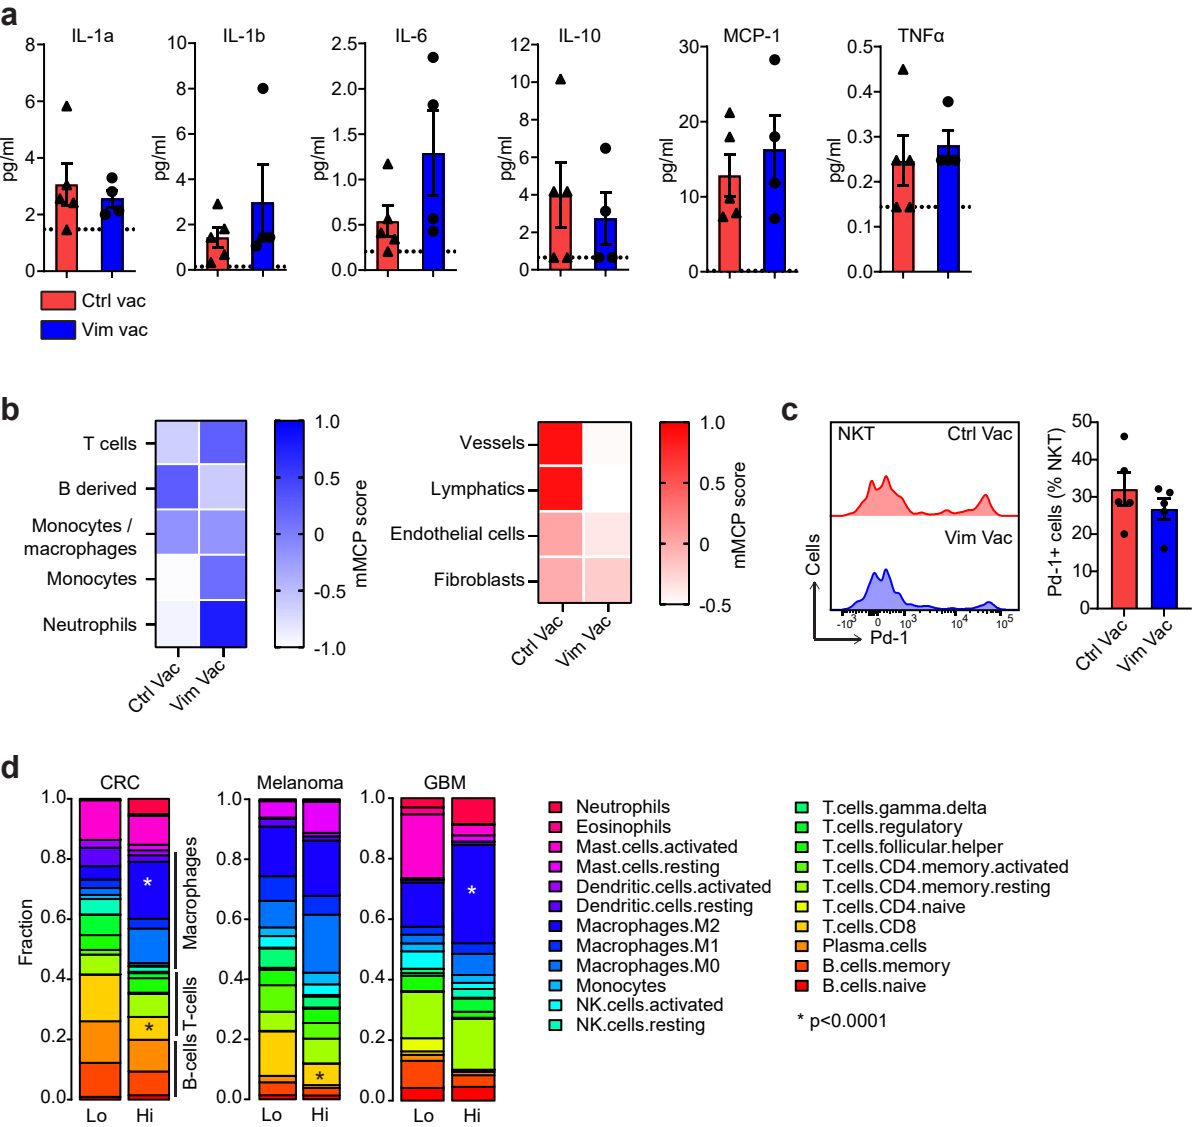

## **Supplementary Figure 6: Immunomodulatory effects of vimentin vaccination and expression**

**a** Cytokine profiling in secretome of B16F10 tumors of vimentin and control vaccinated mice, using bead-based flowcytometry. Dotted lines indicate the detection threshold. Data represent means  $\pm$  SEM, n=4 (Vim Vac) and n=5 (Ctrl Vac). **b** *In silico* analysis using the mMCP-counter method on RNAseq data of B16F10 tumors of vimentin and control vaccinated mice. The left panel summarizes the relative presence of immune cell subsets whereas the right panel summarizes the relative presence of stromal cell subsets. **c** Pd-1 expression on NKT cells detected in B16F10 tumors of vimentin and control vaccinated mice by flow cytometry. Histograms represent concatenated data of n=5 mice/group. Bar graphs represent means  $\pm$  SEM of n=5 mice/group. **d** Digital flow cytometry using Cibersort of immune cell infiltrate subsets human CRC (GSE17538, n=24), melanoma (GSE65904, n=21) and glioma (GSE4290, n=10), stratified for the 10% highest and 10% lowest vimentin expressing tumors in the given data set. p-values represent two-way ANOVA with Bonferroni correction. Source data are provided as a Source Data file.

Supplementary Figure 7

**a**

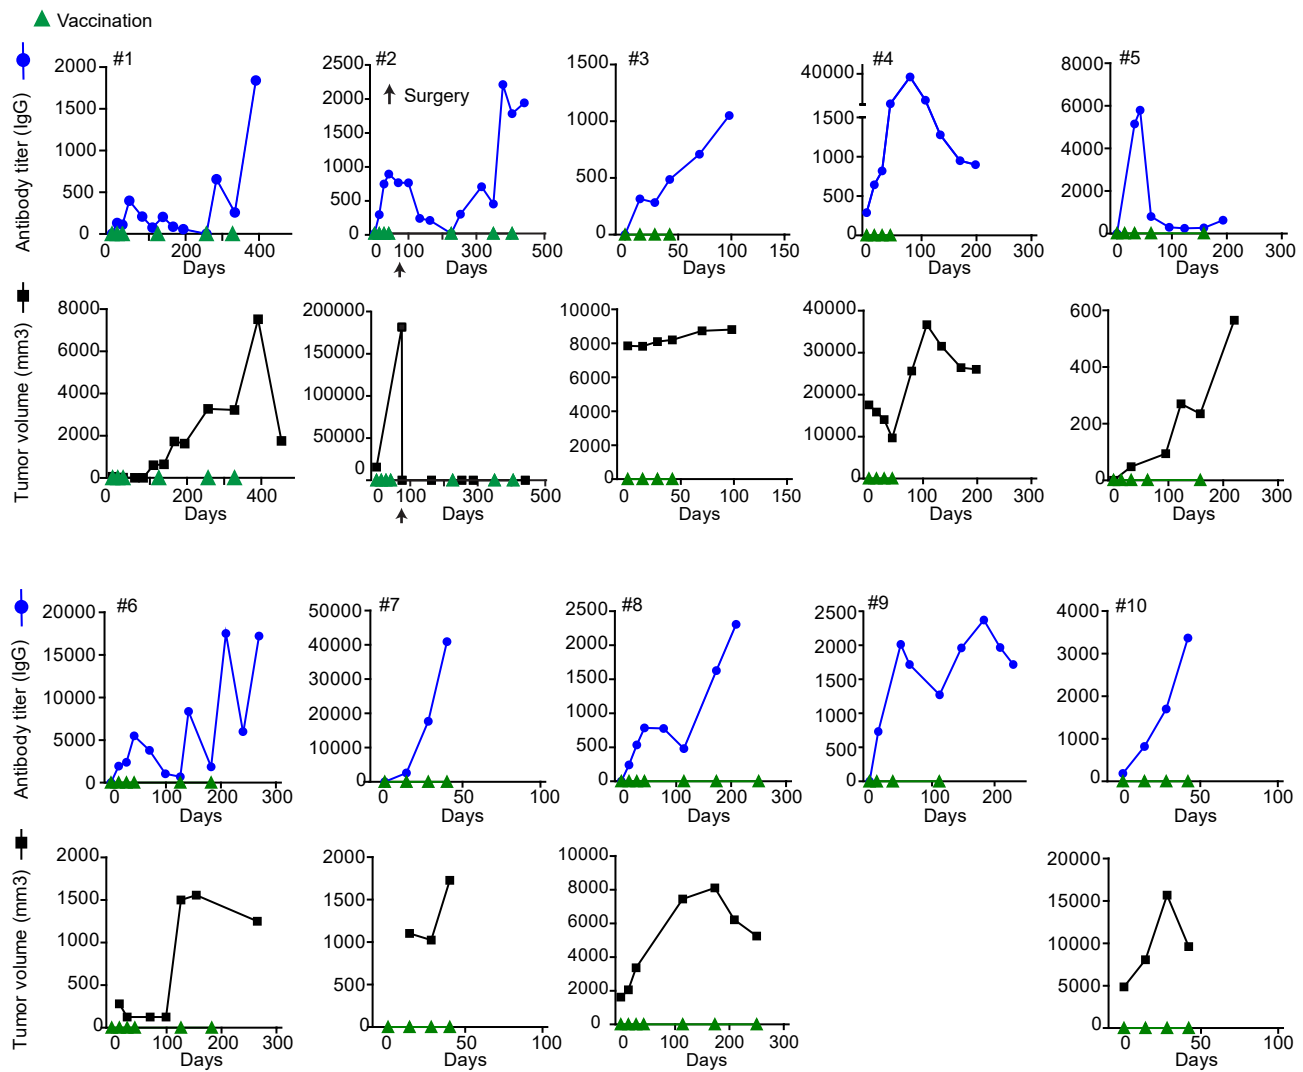

**b**

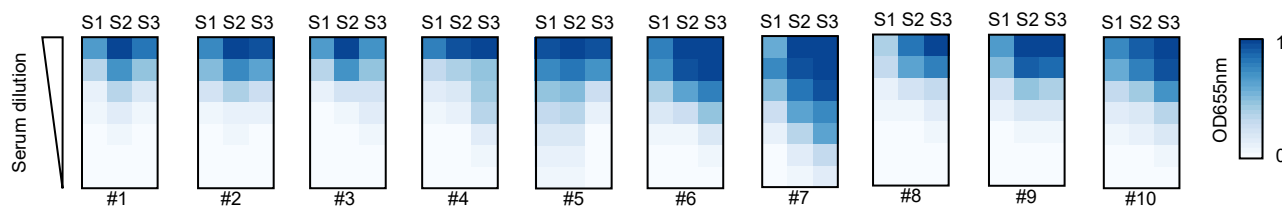

**Supplementary Figure 7: Antibody titers and tumor volumes after Vimentin vaccination in dogs**

**a** Titers (blue), vaccinations (green) and tumor size estimates (black) for individual dogs in the study. Note that for dog #9 no ultrasound data (tumor size) was available. **b** Heatmap representation of OD655nm values in ELISA on serially diluted serum for determination of antibody titers after the first three vaccinations in all dogs. Source data are provided as a Source Data file.

Supplementary Figure 8

**a**

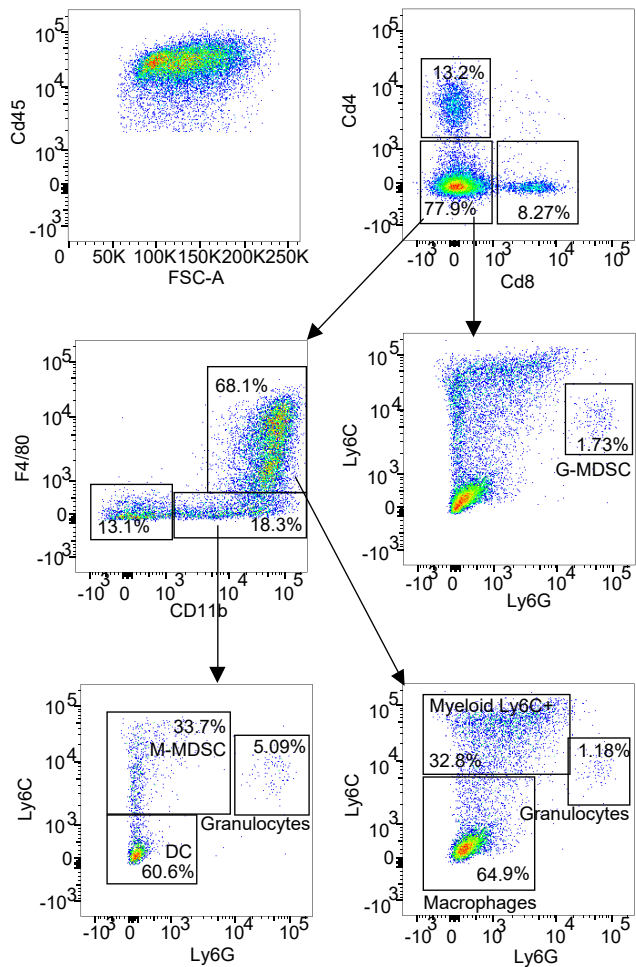

**b**

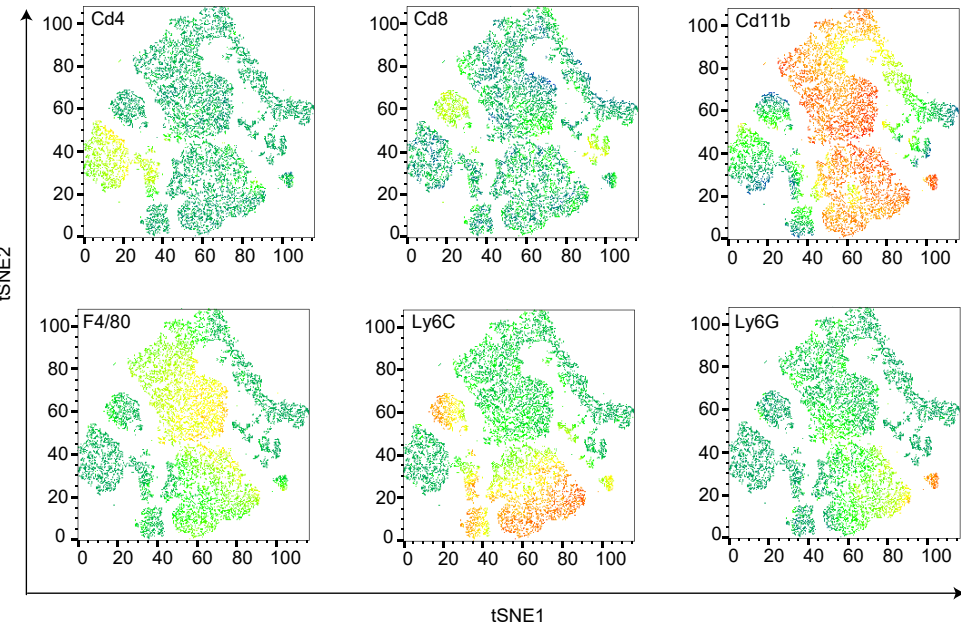

### **Supplementary Figure 8: Flow cytometry gating (I)**

**a** Gating strategy associated with Figure 5i. Cell populations were pregated on live, single-cells.

**b** Marker expression visualized in tSNE plots.

Supplementary Figure 9

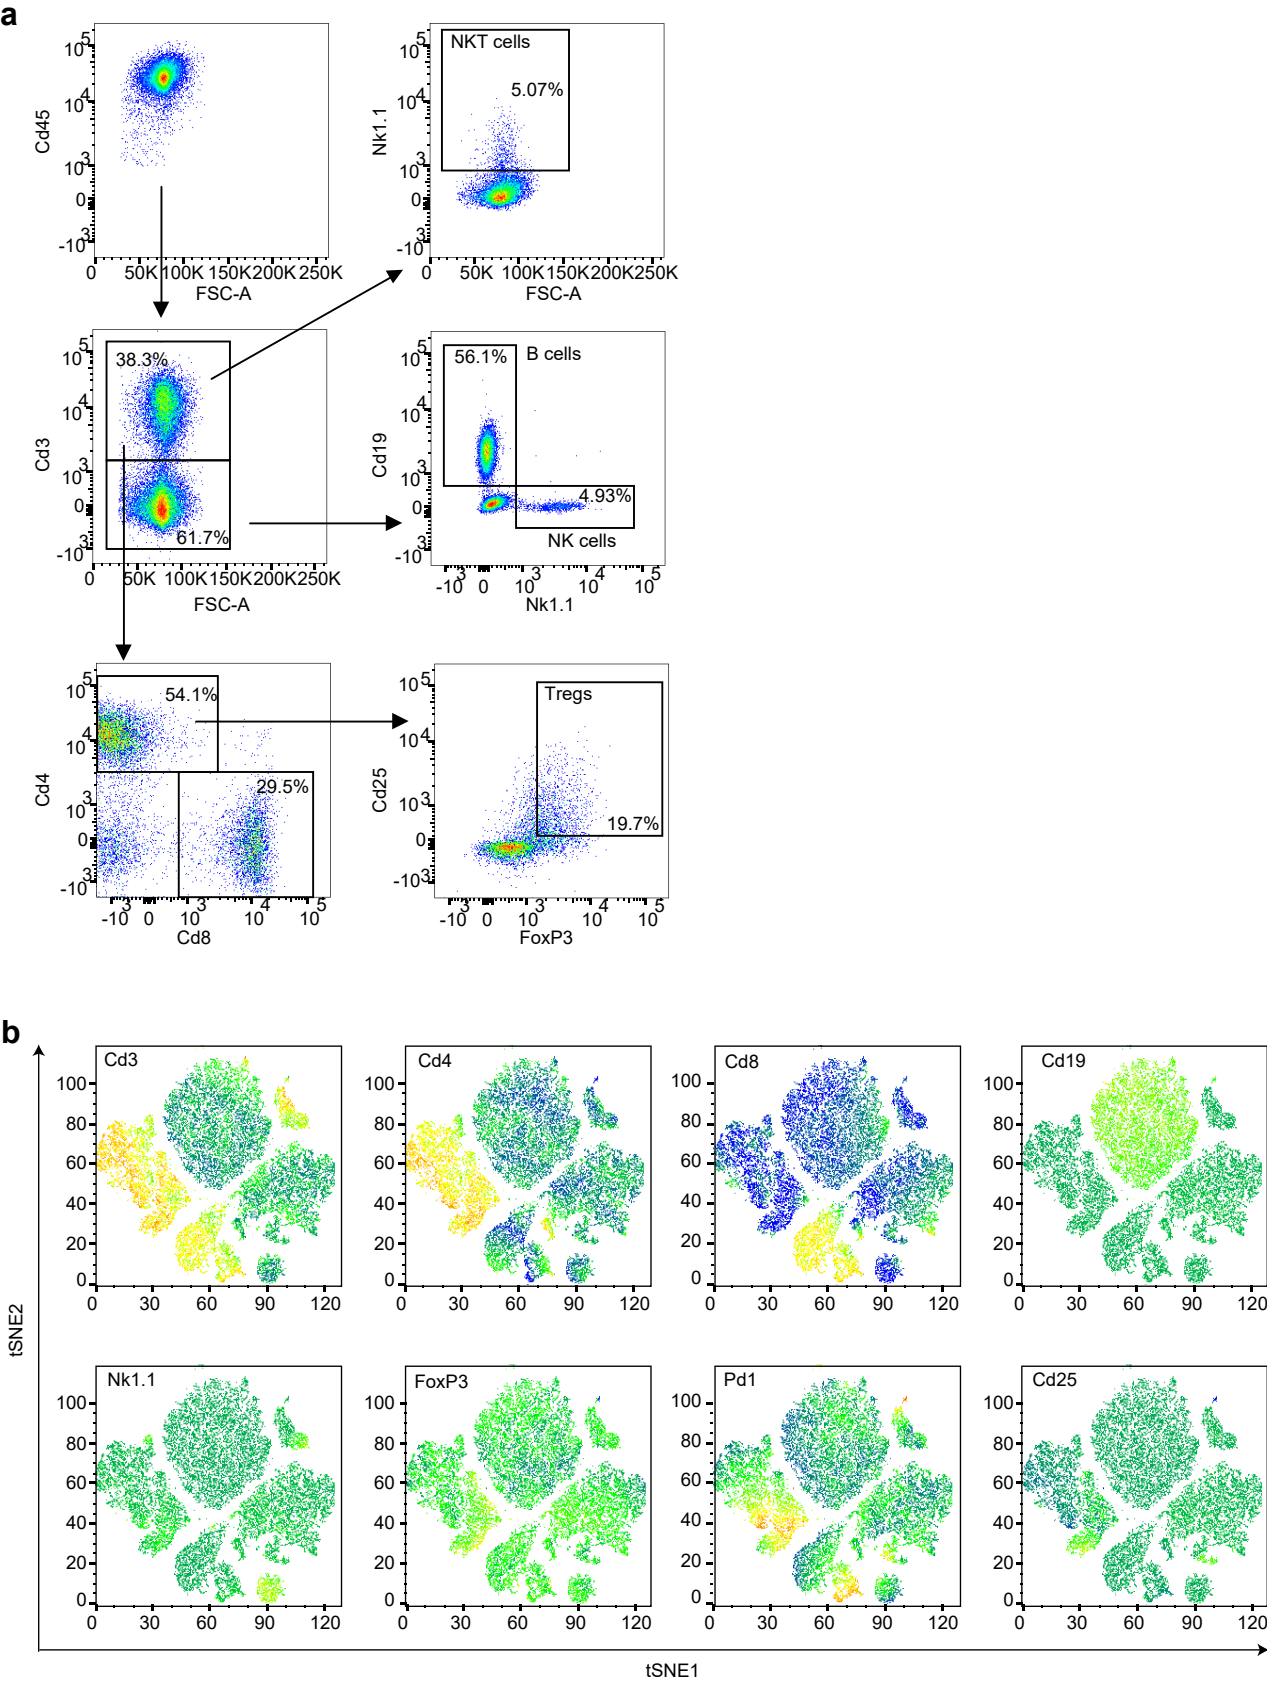

### **Supplementary Figure 9: Flow cytometry gating (II)**

**a** Gating strategy associated with Figure 5j. Cell populations were pregated on live, single-cells.

**b** Marker expression visualized in tSNE plots.

Supplementary Figure 10

a

Original blot - Figure 1g, Supplementary Figure 2e

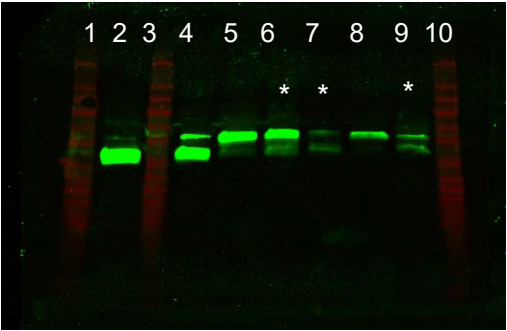

- Lane
- 1 Molecular weight marker (MWM)
  - 2 Trypsin cells 75ul
  - 3 MWM
  - 4 Trypsin cells 25ul
  - 5 Cells citrate
  - 6 \*Total scrape
  - 7 \*Deposit trypsin
  - 8 Deposit citrate
  - 9 \*CM
  - 10 MWM
- \* Presented lanes Fig 1g, Sup 2e

b

Original blots - Supplementary Figure 3h

(i) rVim on spotted rVEGFR2

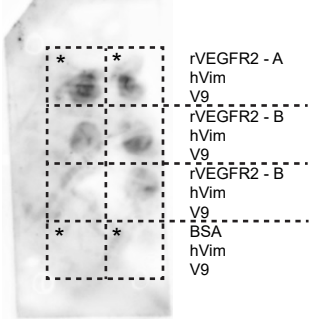

(ii) rVEGFR2 on spotted rVim (iii) rVEGFR2 on spotted BSA

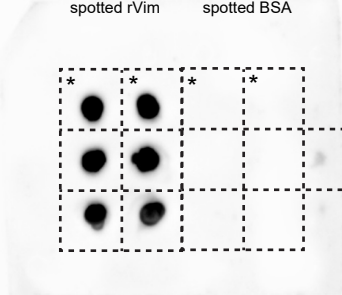

- (ii) (iii)
- |             |             |
|-------------|-------------|
| hVim        | BSA         |
| rVEGFR2 - A | rVEGFR2 - A |
| VEGFR2 - Ab | VEGFR2 - Ab |
| hVim        | BSA         |
| VEGFR2 - B  | VEGFR2 - B  |
| VEGFR2 - Ab | VEGFR2 - Ab |
| hVim        | BSA         |
| VEGFR2 - C  | VEGFR2 - C  |
| VEGFR2 - Ab | VEGFR2 - Ab |

Spotted protein  
Interacting protein  
Detector Ab

c

Original blots - Supplementary Figure 5a

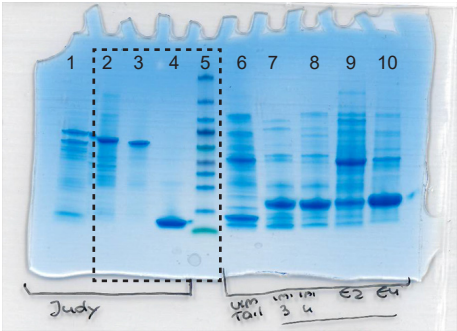

- Lanes in figure
- 2 TRXtr-Vim
  - 3 hVim
  - 4 TRXtr
  - 5 MWM

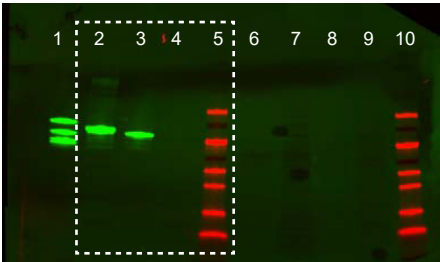

- Lanes in figure
- 2 TRXtr-Vim
  - 3 hVim
  - 4 TRXtr
  - 5 MWM

### **Supplementary Figure 10: Original gels and blots**

**a** Original blot of representations in Figure 1g and Supplementary Figure 2e. Lanes indicated with an \* are shown in the figure panels. **b** Original spotblots of representations in Supplementary Figure 3h. Boxes indicated with an \* are shown in the referred figure panel. The dots are separated by dashed lines, with to the right the order of incubation. A general setup is shown in italics on the side referring to the order of spotting, protein incubation, and antibody detection as illustrated in Supplementary Figure 3h. **c** Original gel and blot of representations in Supplementary Figure 5a. Boxes are shown in the referred figure panel.

Supplementary Table 1 - Compounds

| Compound                                      | Concentration Range | Mechanism / function                                                                                            | Supplier          | Code           |
|-----------------------------------------------|---------------------|-----------------------------------------------------------------------------------------------------------------|-------------------|----------------|
| <b>Growth factors &amp; Cytokines</b>         |                     |                                                                                                                 |                   |                |
| bFGF                                          | 1-100ng/ml          | Angiogenic factor                                                                                               | Preprotech        | 100-18B        |
| VEGF                                          | 1-100ng/ml          | Angiogenic factor                                                                                               | Preprotech        | 100-20         |
| TGFb                                          | 1-100ng/ml          | Growth factor / cytokine                                                                                        | R&D systems       | 240-B          |
| TNFa                                          | 1-100ng/ml          | Proinflammatory cytokine                                                                                        | BioLegend         | 57010x         |
| IFNy                                          | 50-200U/ml          | Proinflammatory cytokine                                                                                        | BioLegend         | 57020x         |
| IL-10                                         | 1-100ng/ml          | Cytokine; inhibits PKC, blocks secretion; 10-500ng/ml by Mor-Vaknin                                             | BioLegend         | 57100x         |
| <b>TKI/anti-angiogenic drugs</b>              |                     |                                                                                                                 |                   |                |
| Sunitinib                                     | 0.1-10uM            | VEGFR TKI                                                                                                       | Pfizer            | PF-00262192-41 |
| Avastin                                       | 1-100ug/ml          | Anti-VEGF Ab                                                                                                    | Roche             | B8507H28       |
| AZD4547                                       | 0.5-50uM            | FGFR inhibitor                                                                                                  | Selleckchem       | S2801          |
| Dasatinib                                     | 0.001-20uM          | BCR/Abl inhibitor                                                                                               | LClabs            | D-3307         |
| Crenolanib                                    | 0.5-50uM            | PDGFR inhibitor                                                                                                 | Selleckchem       | S2730          |
| Sorafenib                                     | 0.1-10uM            | VEGFR TKI                                                                                                       | Bayer             | BAY-43-9006    |
| <b>Glycosylation</b>                          |                     |                                                                                                                 |                   |                |
| Heparin                                       | 1-100ug/ml          | Release of BM bound GF, interaction with ECM                                                                    | Sigma             | H0200000       |
| Hyaluronidase                                 | 1-100ug/ml          | Degradation of hyaluronan                                                                                       | Sigma             | H3884          |
| Tunicamycin                                   | 0.1-10ug/ml         | Inhibition of N-acetylglucosamine transferases; inhibition of glycosylation of proteins; induction of ER stress | Sigma             | T7765          |
| <b>Membrane function</b>                      |                     |                                                                                                                 |                   |                |
| Digoxin                                       | 0.1uM-100uM         | Na <sup>+</sup> /K <sup>+</sup> pump inhibitor; cardenolide; affects FGF2 release                               | Sigma             | D6003          |
| Glyburide (Glibenclamide)                     | 1uM-100uM           | Inhibits ABC1 transporter activity; affects IL1b secretion                                                      | Santa Cruz        | sc-200982A     |
| N-Ethylmaleimide (NEM)                        | 10nM-10mM           | Used as inhibitor of flippases                                                                                  | Sigma             | E3876          |
| Ouabain                                       | 10uM-100uM          | Na <sup>+</sup> /K <sup>+</sup> pump inhibitor; cardenolide; affects FGF2 release                               | Sigma             | O3125          |
| Verapamil                                     | 0.1-100uM           | Calcium channel inhibitor/ Ca <sup>2+</sup> -ionophore/PgP inhibitor                                            | Sigma             | 381195         |
| <b>Protein trafficking</b>                    |                     |                                                                                                                 |                   |                |
| 3-methyladenine (3-MA)                        | 1uM-1mM             | PI3K inhibitor; autophagosome inhibitor                                                                         | Sigma             | M9281          |
| Bafilomycin A1                                | 1nM-10uM            | Prevents maturation of autophagic vacuoles by inhibiting fusion between autophagosomes and lysosomes            | LClabs            | B-1080         |
| Brefeldin A                                   | 0.5-10ug/ml         | Protein transport blocker; ER & Golgi                                                                           | Life Technologies | 00-4506-51     |
| Carbonyl cyanide chlorophenylhydrazone (CCCP) | 0.1 -10uM           | Uncoupling oxidative phosphorylation;Disruption of lysosomal pH                                                 | Sigma             | C2759          |
| D-Sphingosine                                 | 1-100uM             | PKA inhibitor                                                                                                   | Sigma             | S6879          |
| Exo1                                          | 10-10uM             | Exocytose inhibitor                                                                                             | Sigma             | E8280          |
| Forskolin                                     | 1-50uM              | cAMP inducer; FABP4 release induction from adipocytes                                                           | ICM Biomedicals   | 199669         |
| GW4869                                        | 0.1-5uM             | Exosome inhibitor; nSmase-2 inhibition                                                                          | Sigma             | D1692          |
| Histamine                                     | 20-100uM            | Promotion of MVB-PM fusion and the release of CD63-enriched exosomes                                            | Sigma             | H7250          |
| Leupeptin                                     | 10-100uM            | Lysosome inhibitors; inhibition of a-synuclein secretion                                                        | Sigma             | L9783          |
| Methylamine                                   | 1 100mM             | Inhibitor of endocytosis/endosomal recycling; Inhibition of autophagy; endo/exocytosis                          | Sigma             | M0505          |
| Monensin                                      | 0.5- 25nM           | Protein transport blocker; Vesicles & Golgi                                                                     | Sigma             | M5273          |
| Neomycin                                      | 1-10mM              | Blocking protein interactions with phosphoinositides                                                            | Sigma             | N6386          |
| NH4Cl                                         | 10-100mM            | Disruption of lysosomal pH                                                                                      | JT Baker          | 0019           |
| Nigericin                                     | 2 -20uM             | NLRP3 inflammasome agonist; autophagy support                                                                   | Sigma             | N7143          |
| Nocodazole                                    | 10-100uM            | Interference microtubules; autophagy                                                                            | Sigma             | M1404          |
| Pepstatin A                                   | 0.5-1ug/ml          | Lysosome inhibitors; inhibition of a-synuclein secretion                                                        | Sigma             | P4265          |
| Rapamycin                                     | 1nM-10uM            | Inducer of autophagy; Anti-proliferative; mTOR1 inhibitor                                                       | LClabs            | R-5000         |
| Thrombin                                      | 1U/ml               | Activation of secretion of vWF from EC. Affects secretion FGF2 and PDI secretion from HUVEC                     | Sigma             | T7513          |
| Tubacin                                       | 0.1-10uM            | HDAC6 inhibitor; HSP90 inhibitor - HDAC deacetylates HSP90                                                      | Selleckchem       | S2239          |

**Supplementary Table 2 - Dogs**

| Breed                     | Age (y) | Sex <sup>a</sup> | Weight (kg) | Prim/Rec <sup>b</sup> | Location | PreviousTX | Response <sup>c</sup> | Survival (d) | AE (grade1-5) | Study status | Remarks                                              |
|---------------------------|---------|------------------|-------------|-----------------------|----------|------------|-----------------------|--------------|---------------|--------------|------------------------------------------------------|
| Galgo español             | 11.9    | FS               | 26.6        | R                     | Fundus   | Surgery    | CR                    | 466          | 2             | active       |                                                      |
| Bernese mountain dog      | 7.0     | MC               | 68          | P                     | Fundus   | N          | CR                    | 454          | 1             | active       |                                                      |
| Podenco ibicenco          | 13.9    | MC               | 19          | R                     | Fundus   | PDT        | SD                    | 108          | 1             | died         | Euthanized, due to progressive local TCC             |
| German hunting terrier    | 11.1    | MC               | 23.9        | R                     | Apex     | PDT        | SD                    | 224          | 1             | died         | Euthanized, due to unrelated GI problems             |
| Boomer                    | 9.9     | FS               | 6.15        | P                     | Trigone  | Surgery    | SD                    | 361          | 2             | inactive     | Withdrawn after initial series of 3 vaccinations     |
| Small dutch waterfowl dog | 8.9     | FI               | 11.75       | P                     | Diffuse  | N          | SD                    | 280          | 1             | active       |                                                      |
| Yorkshire terrier         | 10.3    | FS               | 4.4         | R                     | Neck     | N          | PR                    | 124          | 1             | died         | Euthanized, days after operation for progressive TCC |
| Lagotto romagnolo         | 14.2    | FS               | 13          | P                     | Fundus   | N          | SD                    | 263          | 1             | active       |                                                      |
| Labrador retriever        | 11.8    | FS               | 31.6        | P                     | Urethra  | PDT        | SD                    | 204          | 1             | active       |                                                      |
| Australian shepherd       | 7.2     | MC               | 26.5        | P                     | Apex     | N          | SD                    | 103          | 1             | active       |                                                      |

a - FS: Female Spayed; FI: Female Intact; MC: Male Castrated

b - Prim: Primary; Rec: Recurrent

c - CR: complete remission; PR: partial remission; SD: stable disease

**Supplementary Table 3 - Kits and specific reagents**

| Reagent                                  | Supplier                | Cat. No        |
|------------------------------------------|-------------------------|----------------|
| Recombinant Vimentin                     | SinoBiologicals         | 10028-H08B     |
| Recombinant Human TNF- $\alpha$          | Preprotech              | 300-01A        |
| Recombinant Human VEGF165                | Preprotech              | 100-20         |
| Recombinant VEGFR2-Fc                    | BioLegend               | 595004         |
| Human Phospho-VEGFR2/KDR DuoSet IC ELISA | R&D Systems             | DYC1766-2      |
| LEGENDplex Mouse inflammation panel      | BioLegend               | 74046          |
| CellTiter-Glo <sup>®</sup>               | Promega                 | G7571          |
| siRNA - Vimentin                         | Eurogentec              | SR-CL002-005   |
| siRNA - Ctrl                             | Eurogentec              | SR-CL000-005   |
| HiPerfect transfection reagents          | Qiagen                  | 301705         |
| RNeasy Mini Kit                          | Qiagen                  | 74104          |
| Type I bovine collagen                   | Advanced BioMatrix      | 5005-100ML     |
| Collagenase IV                           | Sigma                   | C5138          |
| DNase I type II                          | Sigma                   | D4527          |
| Hyaluronidase type V                     | Sigma                   | H6254          |
| Micro BCA <sup>™</sup> Protein Assay Kit | ThermoFisher Scientific | 23235          |
| iQ SYBR <sup>™</sup> Green Supermix      | Bio-Rad                 | 1708886        |
| iScript <sup>™</sup> cDNA Synthesis Kit  | Bio-Rad                 | 1708890        |
| ECL Pico Plus reagent                    | ThermoFisher Scientific | 34579          |
| Biotin Protein Labeling kit              | Roche                   | 11 418 165 001 |

Supplementary Table 4 - Antibodies

**A. Protein detection assays**

| Figure   | Technique          | Primary - Ag / Clone | Species      | Cat No    | Supplier       | Dilution | Secondary detection       | Cat No       | Supplier         | Dilution | Tertiary detection | Cat No | Supplier          | Dilution |
|----------|--------------------|----------------------|--------------|-----------|----------------|----------|---------------------------|--------------|------------------|----------|--------------------|--------|-------------------|----------|
| 1B       | Flowcytometry      | Vimentin             | Rabbit       | Ab71144   | Abcam          | 1:100    | swine anti-rabbit FITC    | F0205        | DAKO             | 1:200    |                    |        |                   |          |
| 1B       | Flowcytometry      | CD31-PE              | Mouse        | MCA1738PE | Serotec        | 1:50     |                           |              |                  |          |                    |        |                   |          |
| 1E       | Immunofluorescence | V9                   | Mouse        | M0725     | DAKO           | 1:100    | goat anti-mouse biotin    | E0433        | DAKO             | 1:200    | Streptavidin-A488  | S11223 | Life Technologies | 1:500    |
| 1G       | Western blot       | E-5                  | Mouse        | sc373717  | Santa Cruz     | 1:1000   | goat anti-mouse IRDye 800 | LI 926-32210 | LiCor            | 1:10000  |                    |        |                   |          |
| 1K, M    | ELISA              | V9                   | Mouse        | M0725     | DAKO           | 1:750    | goat anti-mouse biotin    | E0433        | DAKO             | 1:1500   | Streptavidin_HRP   | P0397  | DAKO              | 1:3000   |
| 2C       | Immunofluorescence | VE-cadherin          | Rabbit       | 160840    | Cayman         | 1:100    | swine anti-rabbit biotin  | E0431        | DAKO             | 1:200    | Streptavidin-A488  | S11223 | Life Technologies | 1:500    |
| 2H       | ELISA              | Human Fc             | Goat; biotin | 673171    | MP Biomedicals | 1:1500   | Streptavidin_HRP          | P0397        | DAKO             | 1:3000   |                    |        |                   |          |
| 4E, F, G | ELISA              | Mouse sera           |              |           |                |          | goat anti-mouse biotin    | E0433        | DAKO             | 1:2000   | Streptavidin_HRP   | P0397  | DAKO              | 1:2000   |
| 6B,C,E   | ELISA              | Dog sera             |              |           |                |          | goat anti-dog biotin      | 6070-08      | Southern Biotech | 1:2000   | Streptavidin_HRP   | P0397  | DAKO              | 1:2000   |

| Supplementary Figure | Technique          | Primary - Ag / Clone | Species | Cat No   | Supplier    | Dilution | Secondary detection       | Cat No       | Supplier         | Dilution | Tertiary detection | Cat No | Supplier          | Dilution |
|----------------------|--------------------|----------------------|---------|----------|-------------|----------|---------------------------|--------------|------------------|----------|--------------------|--------|-------------------|----------|
| S1F                  | Flowcytometry      | V9                   | Mouse   | M0725    | DAKO        | 1:100    | goat anti-mouse FITC      | F0479        | DAKO             | 1:200    |                    |        |                   |          |
| S1F                  | Immunofluorescence | V9                   | Mouse   | M0725    | DAKO        | 1:100    | goat anti-mouse biotin    | E0433        | DAKO             | 1:200    | Streptavidin-A488  | S11223 | Life Technologies | 1:500    |
| S2A                  | Immunofluorescence | E-5                  | Mouse   | sc373717 | Santa Cruz  | 1:100    | goat anti-mouse biotin    | E0433        | DAKO             | 1:200    | Streptavidin-A488  | S11223 | Life Technologies | 1:500    |
| S2B, C, D            | Immunofluorescence | V9                   | Mouse   | M0725    | DAKO        | 1:100    | goat anti-mouse biotin    | E0433        | DAKO             | 1:200    | Streptavidin-A488  | S11223 | Life Technologies | 1:500    |
| S2E                  | Western blot       | E-5                  | Mouse   | sc373717 | Santa Cruz  | 1:1000   | goat anti-mouse IRDye 800 | LI 926-32210 | LiCor            | 1:10000  |                    |        |                   |          |
| S2J                  | Flowcytometry      | E-5                  | Mouse   | sc373717 | Santa Cruz  | 1:200    | goat anti-mouse FITC      | F0479        | DAKO             |          |                    |        |                   |          |
| S2K                  | ELISA              | E-5                  | Mouse   | sc373717 | Santa Cruz  | 1:750    | goat anti-mouse biotin    | E0433        | DAKO             | 1:1500   | Streptavidin_HRP   | P0397  | DAKO              | 1:3000   |
| S3G                  | Flowcytometry      | VEGFR2               | Goat    | AF357    | R&D Systems | 1:50     | rabbit anti-goat biotin   | E0466        | DAKO             | 1:200    | Streptavidin-A488  | S11223 | Life Technologies | 1:500    |
| S3H                  | Spotblot           | V9                   | Mouse   | M0725    | DAKO        | 1:100    | goat anti-mouse biotin    | E0433        | DAKO             | 1:500    | Streptavidin_HRP   | P0397  | DAKO              | 1:1000   |
| S3H                  | Spotblot           | VEGFR2               | Mouse   | dyc1766  | R&D Systems | 1:100    | goat anti-mouse biotin    | E0433        | DAKO             | 1:500    | Streptavidin_HRP   | P0397  | DAKO              | 1:1000   |
| S3K                  | Flowcytometry      | ICAM1                | Mouse   | MON1132  | Monosan     |          | goat anti-mouse FITC      | F0479        | DAKO             | 1:200    |                    |        |                   |          |
| S5A                  | Western blot       | E-5                  | Mouse   | sc373717 | Santa Cruz  | 1:1000   | goat anti-mouse IRDye 800 | LI 926-32210 | LiCor            | 1:10000  |                    |        |                   |          |
| S5B, C               | ELISA              | Mouse sera           |         |          |             |          | goat anti-mouse biotin    | E0433        | DAKO             | 1:2000   | Streptavidin_HRP   | P0397  | DAKO              | 1:2000   |
| S5G                  | ELISA              | E-5                  | Mouse   | sc373717 | Santa Cruz  | 1:750    | goat anti-mouse biotin    | E0433        | DAKO             | 1:1500   | Streptavidin_HRP   | P0397  | DAKO              | 1:3000   |
| S7A,B                | ELISA              | Dog sera             |         |          |             |          | goat anti-dog biotin      | 6070-08      | Southern Biotech | 1:2000   | Streptavidin_HRP   | P0397  | DAKO              | 1:2000   |

**B. In vitro and in vivo assays**

| Figure   | Technique                       | Clone    | Species | Cat No   | Supplier           | Ag                 |
|----------|---------------------------------|----------|---------|----------|--------------------|--------------------|
| 3A       | In vitro migration              | V9       | Mouse   | M0725    | DAKO               | Vimentin           |
| 3A       | In vitro migration              | 9E10     | Mouse   | 1667 203 | Roche              | Ctrl antibody; myc |
| 3B,C     | In vitro tube formation         | E-5      | Mouse   | sc373717 | Santa Cruz         | Vimentin           |
| 3B,C     | In vitro tube formation         | 9E10     | Mouse   | 1667 203 | Roche              | Ctrl antibody; myc |
| 3D, E, F | In vivo CAM                     | RV202    | Mouse   | sc32322  | Santa Cruz         | Vimentin           |
| 3D, E    | In vivo CAM                     | 9E10     | Mouse   | 1667 203 | Roche              | Ctrl antibody; myc |
| 3G,J     | In vivo CAM and mouse xenograft | TE6      | Mouse   | IgM      | In-house developed | Vimentin           |
| 3L       | In vivo immunoPET               | Nanobody | Camelid | Q60      | QVQ                | Vimentin           |

| Supplementary Figure | Technique                         | Clone  | Species | Cat No   | Supplier        | Ag        |
|----------------------|-----------------------------------|--------|---------|----------|-----------------|-----------|
| S3D                  | In vitro tube formation           | E-5    | Mouse   | sc373717 | Santa Cruz      | Vimentin  |
| S3D                  | In vitro tube formation           | HP6062 | Goat    | 9220-01  | SouthernBiotech | IgG Kappa |
| S3E                  | In vitro sprouting                | RV202  | Mouse   | sc32322  | Santa Cruz      | Vimentin  |
| S3E                  | In vitro sprouting                | HP6062 | Goat    | 9220-01  | SouthernBiotech | IgG Kappa |
| S3L, M               | In vitro proliferation, migration | V9     | Mouse   | M07525   | DAKO            | Vimentin  |
| S3N                  | In vitro sprouting                | V9     | Mouse   | M07525   | DAKO            | Vimentin  |
| S3N                  | In vitro sprouting                | RV202  | Mouse   | sc32322  | Santa Cruz      | Vimentin  |

Supplementary Table 5 - IHC Antibodies and specifications

| Tissue | Fixation | Primary Ab | Clone   | Species | Cat No    | Supplier      | Dilution | Secondary Ab             | Details                        | Dilution | Detection        | Details    | Dilution | H2O2 Tx    | Ag retrieval / postfixation                  | Block                                 |
|--------|----------|------------|---------|---------|-----------|---------------|----------|--------------------------|--------------------------------|----------|------------------|------------|----------|------------|----------------------------------------------|---------------------------------------|
| CAM    | FFPE     | Vim        | RV202   | Mouse   | sc32322   | Santa Cruz    | 1:100    | Goat-anti-mouse biotin   | E0433 DAKO                     | 1:500    | Streptavidin_HRP | P0397 DAKO | 1:200    | 1% / PBS   | 10mM NaCitrate pH6                           | Microwave 3% BSA                      |
|        | FFPE     | CD31       | SZ31    | Rat     | DIA310M   | Diaova        | 1:50     | Donkey ant-rat biotin    | 712-067-003 Jackson            | 1:500    | Streptavidin_HRP | P0397 DAKO | 1:200    | 0.3% / PBS | 10mM NaCitrate pH6                           | Microwave 3% BSA                      |
| Human  | FFPE     | Vim        | E-5     | Mouse   | sc373717  | Santa Cruz    | 1:2000   | Goat-anti-mouse biotin   | E0433 DAKO                     | 1:500    | Streptavidin_HRP | P0397 DAKO | 1:200    | 1% / PBS   | 10mM NaCitrate pH6                           | Microwave 3% BSA                      |
| Mouse  | FFPE     | Vim        | E-5     | Mouse   | sc373717  | Santa Cruz    | 1:100    | Goat-anti-mouse biotin   | E0433 DAKO                     | 1:500    | Streptavidin_HRP | P0397 DAKO | 1:200    | 1% / PBS   | 10mM NaCitrate pH6                           | Microwave 3% BSA                      |
|        | FFPE     | Vim        | RV202   | Mouse   | sc32322   | Santa Cruz    | 1:100    | Goat-anti-mouse biotin   | E0433 DAKO                     | 1:500    | Streptavidin_HRP | P0397 DAKO | 1:200    | 1% / PBS   | 10mM NaCitrate pH6                           | Autoclave 3% BSA                      |
|        | FFPE     | Cd31       | SZ31    | Rat     | DIA310M   | Diaova        | 1:50     | Donkey ant-rat biotin    | 712-067-003 Jackson            | 1:500    | Streptavidin_HRP | P0397 DAKO | 1:200    | 0.3% / PBS | 10mM NaCitrate pH6                           | Microwave 3% BSA                      |
|        | FFPE     | F4/80      | CJ-A3-1 | Rat     | MCA497A   | Serotec       | 1:400    | Donkey ant-rat biotin    | A1100-137B Bethyl Laboratories | 1:200    | Streptavidin_HRP | P0397 DAKO | 1:200    | 3% / MetOH | proteinase-K (P6556, 20µg/ml, Sigma-Aldrich) | 37C 20' 4% BSA/5% normal goat serum   |
|        | FFPE     | Pd-11      | 10F.9G2 | Rat     | 124302    | Biologend     | 1:100    | Donkey ant-rat biotin    | 712-067-003 Jackson            | 1:200    | Streptavidin_HRP | P0397 DAKO | 1:200    | 3% / PBS   | proteinase-K (P6556, 20µg/ml, Sigma-Aldrich) | 37C 20' 4% BSA/5% normal goat serum   |
|        | FFPE     | Icam1      |         | Goat    | AF796     | R&D Systems   | 1:100    | Rabbit anti-goat biotin  | E0466 Dako                     | 1:500    | Streptavidin_HRP | P0397 DAKO | 1:200    | 3% / PBS   | 10mM NaCitrate pH6                           | Autoclave 3% BSA/PBS                  |
|        | FFPE     | Cd11b      |         | Rabbit  | Ab133357  | Abcam         | 1:4000   | Swine anti-rabbit biotin | E0353 DAKO                     | 1:500    | Streptavidin_HRP | P0397 DAKO | 1:200    | 0.3% / PBS | 10mM NaCitrate pH6                           | Autoclave 3% BSA/PBS                  |
|        | FFPE     | Cd3        | SP7     | Rat     | RM-9107-5 | Thermo fisher | 1:600    | Donkey ant-rat biotin    | A1100-137B Bethyl Laboratories | 1:200    | Streptavidin_HRP | P0397 DAKO | 1:200    | 3% / MetOH | Tris/EDTA pH 9.0                             | Autoclave 4% BSA/5% normal goat serum |

**Supplementary Table 6 - Flow cytometry antibody panels****Myeloid panel - Fig 5I**

| Antigen | Clone   | Species | Cat No     | Supplier                   | Conjugate    | Dilution |
|---------|---------|---------|------------|----------------------------|--------------|----------|
| F4/80   | BM8     | Rat     | 123123     | BioLegend                  | Pacific Blue | 1:20     |
| Ly6C    | HK1.4   | Rat     | 128033     | BioLegend                  | BV510        | 1:20     |
| Ly6G    | RB6-8C5 | Rat     | 11-5931-82 | eBioscience/ Thermo Fisher | FITC         | 1:20     |
| Cd4     | GK1.5   | Rat     | 12-0041    | eBioscience/ Thermo Fisher | PE           | 1:20     |
| Cd11b   | M1/70   | Rat     | 552850     | BD bioscience              | PE-Cy7       | 1:20     |
| Cd45    | 30-F11  | Rat     | 103112     | BioLegend                  | APC          | 1:20     |
| Cd8a    | 53-6.7  | Rat     | 100713     | BioLegend                  | APC-Cy7      | 1:20     |

**Lymphoid panel - Fig 5J**

| Antigen | Clone    | Species | Product code | Supplier/source | Conjugate   | Dilution |
|---------|----------|---------|--------------|-----------------|-------------|----------|
| Cd45    | 30-F11   | Rat     | 103128       | BioLegend       | AF700       | 1:20     |
| Cd3     | 17A2     | Rat     | 100219       | BioLegend       | PE-Cy7      | 1:20     |
| Cd8a    | 53-6.7   | Rat     | 100765       | BioLegend       | APC-Fire750 | 1:20     |
| Cd4     | RM4-5    | Rat     | 100552       | BioLegend       | BV785       | 1:20     |
| CD19    | 6D5      | Rat     | 115524       | BioLegend       | AF488       | 1:20     |
| Nk1.1   | PK136    | Mouse   | 108753       | BioLegend       | BV605       | 1:20     |
| Cd25    | PC61     | Rat     | 102043       | BioLegend       | BV421       | 1:20     |
| FoxP3   | MF-14    | Rat     | 126407       | BioLegend       | AF647       | 1:20     |
| Ctla-4  | UC10-4B9 | Hamster | 106305       | BioLegend       | PE          | 1:20     |
| Pd-1    | 29F.1A12 | Rat     | 135231       | BioLegend       | BV711       | 1:20     |

**Supplementary Table 7 - qPCR primers**

| CAM tumors | Fw                     | Rev                   |
|------------|------------------------|-----------------------|
| hs_VIM     | GCGAGGAGAGCAGGATTTCTC  | ACCAGAGGGAGTGAATCCAGA |
| gg_VIM     | GGAGAAGAGAGCAGGATTAACA | TCAACAATTGGCTGAGACTCA |
| hs_ACTB    | TTCCTATGTGGGCGACGAG    | TCCTCGGGAGCCACACG     |
| gg_ACTB    | AGACAGCTACGTTGGTGATGAA | TGCTCCTCAGGGGCTACTCT  |
| hs_PPIA    | AGCATGTGGTGTGGGCAAA    | TCGAGTTGTCCACAGTCAGC  |
| gg_PPIA    | AAGGAGGGGATGAACGTG     | AGCTGCCCCGAGTTGGA     |
| hs_B2M     | TCCATCCGACATTGAAGTTG   | CGGCAGGCATACTCATCTT   |
| gg_B2M     | AGGATCACCATCACGCTGA    | TGTAGACGGCTTCGCTGC    |

| Mouse tumors | Fw                     | Rev                    |
|--------------|------------------------|------------------------|
| mm_Vim       | CACACTTGGTGCAACAGTGC   | GGGTGTCAGTTGTTAAGTGCTG |
| mm_Icam1     | GTGGCGGGAAAGTTCTCTG    | CGTCTGCAGGTCATCTTAGGAG |
| mm_Pd-l1     | CGTGAGTGGGAAGAGAAGTGT  | GTGGTTTTGCCCTGGCTGTG   |
| mm_Vcam1     | AGTTGGGGATTTCGTTGTTC   | CATTCCTTACCACCCATTG    |
| mm_Cd31      | ATCAGCTGCCAGTCCGAA     | AGGTCACCTCGAGAGTCTGG   |
| mm_Actb      | GAAGCTGTGCTATGTTGCTCTA | GGAGGAAGAGGATGCGGCA    |
| mm_Ppia      | ATTTCTTTTGACTTGCGGGC   | AGCTAGACTTGAAGGGGAATG  |
| mm_B2m       | CCGCCTCACATTGAAATCC    | CTCTGCAGGCGTATGTATCAG  |

| Human cells and tissues | Fw                       | Rev                       |
|-------------------------|--------------------------|---------------------------|
| hs_VIM                  | ACACACTCAGTGCAGCAATATAT  | GGAGTGTGCGTTGTTAAGAACTA   |
| hs_VIM                  | GCGAGGAGAGCAGGATTTCTC    | ACCAGAGGGAGTGAATCCAGA     |
| hs_VEGFA                | AAGGAGGAGGGCAGAATCAT     | CCAGGCCCTCGTCATTG         |
| hs_KDR (VEGFR2)         | ATGACATTTTGATCATGGAGC    | CCCAGATGCCGTGCATGAG       |
| hs_CD274 (PD-L1)        | CTGAGTGGTAAGACCACCAC     | CTGTATGGTTTTCTCAGGATCTA   |
| hs_CDH5 (VE-cadherin)   | ATGATGCCCTCGTTGTGG       | CCAGACCAAGTACACATTTGTC    |
| hs_CDH5 (VE-cadherin)   | TCCCGGAGCAGAAGACGTC      | GAGAAAAGAAAGAGAGCATGGATTG |
| hs_ICAM1                | GGCCGGCCAGCTTATACAC      | TAGACACTTGAGCTCGGGCA      |
| hs_VCAM1                | TCAGATTGGAGACTCAGTCATGT  | ACTCCTCACCTTCCCCTC        |
| hs_VCAM1                | TAACGGGGAGCTACAGCC       | CAGCCTGGTTAATTCCTTCAC     |
| hs_ACTB                 | CATTCCAAATATGAGATGCATT   | CCTGTGTGGACTTGGGAGAG      |
| hs_PPIA                 | CTCGAATAAGTTTGACTTGTGTTT | CTAGGCATGGGAGGGGAACA      |
| hs_B2M                  | TCCATCCGACATTGAAGTTG     | CGGCAGGCATACTCATCTT       |

**Supplementary Table 8 - Data sets**

| <b>Figure 1C</b> | Cancer type       | Species | Reference                                                                                                                                      |
|------------------|-------------------|---------|------------------------------------------------------------------------------------------------------------------------------------------------|
| GSE89287         | Colorectal cancer | Human   | Zuurbier <a href="https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE89287">https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE89287</a> |
|                  | Glioma            | Human   | Pen <a href="https://pubmed.ncbi.nlm.nih.gov/17266141/">https://pubmed.ncbi.nlm.nih.gov/17266141/</a>                                          |
| GSE90459         | Glioma            | Mouse   | Kim <a href="https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE90459">https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE90459</a>      |
| E-MTAB-3949      | Glioma            | Mouse   | Kaoma <a href="https://www.ebi.ac.uk/arrayexpress/experiments/E-MTAB-3949/">https://www.ebi.ac.uk/arrayexpress/experiments/E-MTAB-3949/</a>    |
|                  | Melanoma          | Mouse   | In house Available on request; provided in Source Data file                                                                                    |

**Supplementary Figure 1E**

|          |                   |             |           |   |
|----------|-------------------|-------------|-----------|---|
| GSE39528 | Colorectal cancer | Marisa      | r2.amc.nl | A |
|          | Colorectal cancer | SieberSmith | r2.amc.nl | B |
| GSE2109  | Colorectal cancer | EXPO        | r2.amc.nl | C |
| GSE21458 | Colorectal cancer | Dormany     | r2.amc.nl | D |
|          | Colorectal cancer | TCGA        | r2.amc.nl | E |

**Supplementary Figure 6D**

|          |                   |         |                                                                                                                                       |
|----------|-------------------|---------|---------------------------------------------------------------------------------------------------------------------------------------|
| GSE17538 | Colorectal cancer | Smith   | <a href="https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE17538">https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE17538</a> |
| GSE4290  | Brain tumors      | Sun     | <a href="https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=gse4290">https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=gse4290</a>   |
| GSE65904 | Melanoma          | Jonsson | <a href="https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE65904">https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE65904</a> |

# Supplementary material for: Extracellular vimentin mimics VEGF and is a target for anti-angiogenic immunotherapy
**Source:** Nat Commun. 2022 May 23;13:2842. doi: 10.1038/s41467-022-30063-7
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

#### Data collection

Flowcytometry data were collected on a FACSCalibur and analysed with CellQuest Pro software (BD Biosciences), or using the Legendplex Data Analysis Software Suite (Bio-Legend) and on an LSR Fortessa and analysed with FlowJo v10 (BD Biosciences). For tSNE analysis, the Barnes-Hut algorithm was applied under default settings (1000 iterations, perplexity 30).  
qPCR data were collected using a CFX96 thermal cycler using CFX Manager Software v3.1 (Bio-Rad)  
Surface Plasmon Resonance (SPR) biosensor data were obtained using using Biacore T200 (GE Healthcare).  
ELISA data were obtained using a Biotek Synergy HT microplate reader equipped with Gen5 software (Biotek)  
Microscopy image acquisition was performed using Leica Application Suite v4.13.10 (Leica), ImageFocus4 (Euromex) or UniversalGrab 6.3 (DCI Labs)

#### Data analysis

The following software was used for primary data analysis: MS Excel 2010, Rstudio 2021.09.01, build 372, R version 4.1.2. Packages used in R studio were DESeq2 (<https://bioconductor.org/packages/release/bioc/html/DESeq2.html>) and mMCP counter (<https://github.com/cit-bioinfo/mMCP-counter>). Statistical analysis was performed with GraphPad Prism 9.3.1.  
Overrepresentation analysis for functions and pathways was performed using Webgestalt (<http://webgestalt.org/>). Gene expression correlation analysis was performed with R2 (<https://hgserver1.amc.nl/cgi-bin/r2/main.cgi>). Gene set enrichment analysis (GSEA) was performed with GSEA 4.1.0 (<https://www.gsea-msigdb.org/gsea/index.jsp>) for hallmarks gene sets (h.all.v7.5.1.symbols.gmt). Protein-protein interaction analysis was performed using STRING (<https://string-db.org/>) and functional enrichment using Enrichr (<https://maayanlab.cloud/Enrichr/>). Protein-protein interactions were visualised using Cytoscape v3.7.2. Public gene expression data sets were retrieved from NCBI GEO database (<https://www.ncbi.nlm.nih.gov/gds/>). Protein localization analysis was performed with secretomeP (<http://cbs.dtu.dk/services/SecretomeP/>) and proteinside (<https://www.proteinside.org/>).  
Digital flow cytometry was performed using Ciphersort (<https://ciphersort.stanford.edu/>).  
Image J 1.50i was used for specified image analysis using the plugins Angiogenesis Analyzer (<http://image.bio.methods.free.fr/ImageJ/>)? Angiogenesis-Analyzer-for-ImageJ&lang=en) and Colour deconvolution (<https://imagej.net/plugins/colour-deconvolution>).

Drawings were generated in Adobe Illustrator CS6 or BioRender under agreement number VZ23O8HZ31

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

Data deposition:

GSE172388 <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE172388>

PXD024426 <https://www.ebi.ac.uk/pride/archive/projects/PXD024426>

Public data resources used:

GSE89287 <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE89287>

GSE90459 <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE90459>

E-MTAB-3949 <https://www.ebi.ac.uk/arrayexpress/experiments/E-MTAB-3949/>

GSE17538 <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE17538>

GSE4290 <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=gse4290>

GSE65904 <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE65904>

Nucleotide sequences:

Murine vimentin (NM\_011701; [https://www.ncbi.nlm.nih.gov/nuccore/NM\\_011701/](https://www.ncbi.nlm.nih.gov/nuccore/NM_011701/))

Dog vimentin (NM\_001287023.1; [https://www.ncbi.nlm.nih.gov/nuccore/NM\\_001287023.1](https://www.ncbi.nlm.nih.gov/nuccore/NM_001287023.1))

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

For mouse experiments, the following analysis was initially performed:

If we assume (resulting from previous experiments) that treatment (vaccination) is 70% effective and the outcome is tumor growth then the calculation is as follows:

$\pi$  (treatment group)=0.70,  $\pi$  (control group)=0,  $k=10.5$  at 90% power and  $\alpha=0.05$ ,

$d=0.7$ ,  $\pi_{\text{mean}} = (0+0.7)/2=0.35$

The following formula is filled in:  $n \sim (2 \times \pi_{\text{mean}} \times (1 - \pi_{\text{mean}}) \times k) / d^2 \sim 9.75$

Initial experiments demonstrated already sufficient power with 5 mice per group.

For in vitro experiments, no prior statistical analysis was performed for sample size. Based on experience with these assays, 3 to 5 independent experiments, performed in duplicate or triplicate were sufficient. For qPCR, in vitro assays were performed on 3 to 5 independent passages (HMEC-1) or donors (HUVEC), and analysed 3 times in independent experiments. Only samples showing appropriate melting curves and relevant Ct values were included in subsequent analysis.

Data exclusions

Experiments were included based on the accurate (pre-established) outcomes of positive and negative controls. Data were excluded if controls were not accurate. In qPCR, if melting curves were not appropriate or if pre-defined Ct values were exceeded, the sample was excluded from analysis.

In addition, when possible outliers were present, a Grubbs test (<https://www.graphpad.com/quickcalcs/grubbs1/>) was performed to decide about exclusion.

Replication

In vitro experiments were performed in at least 3 to 5 independent experiments, and were replicable. All data of the experiments were included in this report, generally presented as means  $\pm$  SEM, with individual data shown.

In vivo mouse experiments were performed once for this study. During the execution of the work presented in this manuscript, we observed excellent reproducibility of vimentin vaccination, used as control vaccine in ongoing studies.

Proteomics, RNAseq, multipanel flowcytometry and surface plasmon resonance analysis were performed once.

Randomization

In vivo experiments: Following tumor inoculation, mice and eggs were randomized according to tumor burden for the passive immunization experiments. For vaccination experiments, mice were randomly assigned to receive control or test vaccine.

In vitro experiments: No randomization could be applied. In cellular assays, cells from a single passage received different treatments as indicated, and data were normalized to untreated controls to correct for donor variations.

## Blinding

For proper execution of the experiments, the investigator required knowledge of the treatment groups, therefore, no blinding was applied

# Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

- n/a Involved in the study
- ☐ ☒ Antibodies
- ☐ ☒ Eukaryotic cell lines
- ☒ ☐ Palaeontology and archaeology
- ☐ ☒ Animals and other organisms
- ☒ ☐ Human research participants
- ☒ ☐ Clinical data
- ☒ ☐ Dual use research of concern

## Methods

- n/a Involved in the study
- ☒ ☐ ChIP-seq
- ☐ ☒ Flow cytometry
- ☒ ☐ MRI-based neuroimaging

## Antibodies

### Antibodies used

Antibodies used in in vitro and in vivo assays, and for detection of proteins by immunofluorescence, immunoblotting or single-color flowcytometry and ELISA are detailed in Supplementary Table 4. Antibodies used in immunohistochemical stainings, along with protocol details, are presented in Supplementary Table 5. Antibody panels used for immunoprofiling by flow cytometry are detailed in Supplementary Table 6.

### Validation

Antibodies were chosen based on published work, or on information provided by the supplier for suitability. Guidance of the supplier and published work was followed for in-house optimization of usage of antibodies. For imaging (immunohistochemistry, immunofluorescence), multiple dilutions of primary antibodies were tested, ranging from 1:50 to 1:500, to determine the optimal dilution for highest signal to background. For immunohistochemistry, different antigen retrieval methods were tested. For ELISA, different anti-vimentin antibodies (V9, RV202 and E-5) were tested in pilot assays on recombinant vimentin protein to determine optimal dilution. Antibody panels for flow cytometry were designed in close collaboration with the supplier, Bio-Legend. TE6 (in-house produced monoclonal antibody) and vimentin nanobody (QVQ) were additionally validated by ELISA on recombinant vimentin.

## Eukaryotic cell lines

Policy information about [cell lines](#)

### Cell line source(s)

RF24 (immortalized human vascular endothelial cells) – Gift, available in-house. <https://pubmed.ncbi.nlm.nih.gov/7813621/>  
 HMEC-1 (immortalized human vascular endothelial cells) - ATCC CRL-3243  
 Jurkat (immortalized human T-lymphocytes) - ATCC TIB-152  
 786-O (human renal cell carcinoma) - ATCC CRL-1932  
 MDA-MB-231 (human breast carcinoma) - ATCC CRM-HTB-26  
 A2780 (human ovarian carcinoma) - ECACC 93112519  
 HCT116 (human colorectal carcinoma) - ATCC CCL-247  
 B16F10 (mouse melanoma) - ATCC CRL-6475  
 SVEC (mouse endothelial cells) - ATCC CRL-2181  
 CT26 (mouse colorectal carcinoma) - ATCC CRL-2638

Cells were originally obtained from ATCC, ECACC or available in-house as stated above

### Authentication

No additional authentication was performed.

### Mycoplasma contamination

Cells were routinely tested for mycoplasma and discarded when positive.

### Commonly misidentified lines (See [ICLAC](#) register)

None

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

### Laboratory animals

8-week old female C57BL/6J (C57BL/6OlaHsd) mice or BALB/c mice (BALB/cOlaHsd) (Envigo, Horst, The Netherlands) were used in the experiments. Mice were allowed to acclimatize 2 weeks, housed at ambient temperature (20-24°C) and humidity (45 to 65%),

with a 12/12h light dark cycle and were fed ad libitum.

Dogs included in the study are domestic dogs that enrolled voluntarily by owner consent, and are not considered laboratory animals. Dog patients with spontaneous (recurrent) transitional cell carcinoma (TCC) of the bladder were recruited within their own veterinary practice. Upon owner consent, dogs were included in the study to receive vimentin vaccinations and followed regular monitoring schedules within their own veterinary practice. Dogs followed normal domestic routine with their owners during the study. Patient details are described in Supplementary Table 2 and summarized in Table 1.

For required reporting completeness, the study population consisted of 10 dog patients, included between February 20th 2020 and February 20th 2021, and which had received at least three vaccinations before June 1st 2021. Recurrent TCC patients included: Galgo español (11.9y, female spayed), Podenco ibicenco (13.9y, male castrated), German hunting terrier (11.1y, male castrated), Yorkshire terrier (10.3y, female spayed). Primary TCC patients included: Bernese mountain dog (7.0y, male castrated), Boomer (9.9y, female spayed), Small dutch waterfowl dog (8.9y, female intact), Lagotto romagnolo (14.2y, female spayed), Labrador retriever (11.8y, female spayed), Australian shepherd (7.2y, male castrated).

Wild animals

No wild animals were used in this study

Field-collected samples

No field collected samples were used in this study

Ethics oversight

Studies were approved by the local Animal Ethics Committee of the VU University and the national Central Animal Experiments Committee (CCD); AngL13-02, AngL14-01, AVD114002016576, AVD1140020173104, AVD11400202011305.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

Cultured cells were trypsinized, fixated with 1% PFA. Stained with single antibody and subsequently with FITC or A488 conjugated secondary antibody, as detailed in the supplemental tables. Single-cell suspensions from freshly excised tumors is described in the supplemental materials and methods, and antibody details are presented in Supplementary Tables 4 and 6

Instrument

FACS Calibur (BD), LSR Fortessa (BD)

Software

CellQuestPro, FlowJo v10

Cell population abundance

Flowcytometry was performed to measure protein level in cultured homogeneous cell populations, before and after treatment as indicated. Profiling of immune cell subsets was performed on single cell suspensions created from B16F10 tumors grown in mice

Gating strategy

Cell debris was gated out on FSC/SSC and FL-1 signal (MFI) was adjusted in such way that conjugate control MFI was around 5. See figure S1F. Gating for profiling of immune cell subsets in tumors is detailed in the Supplementary Figures 8 and 9.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

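Gene expression was measured by RNAseq in 6 subcutaneous B16F10 melanomas, 3 from control vaccinated and 3 from vimentin-vaccinated mice, with 1 library per tumor. The groups were taken from the sample labels and the paper's methods. The labels call the control vaccine both TRX and TRXtr, and the paper's methods call it TRX. According to the labels, the authors made stranded libraries from total RNA depleted of ribosomal RNA, and according to the methods the reads were processed by standard pipelines of a core facility. The counts were deposited by the authors as raw read counts per Ensembl gene, 1 column per tumor, without normalization, as the whole numbers and the differing column totals show. Coordinates of the genes are those of GRCm38. The paper's text names no aligner, counting program or strand setting. The methods mention normalized read counts as input of DESeq2, which are not used here.

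The table holds 49671 genes, and the total count was 28585805, 27619240 and 20462520 in the control and 18260231, 16644128 and 20985114 in the vimentin tumors. A count of 0 in the smallest library allows up to 3 counts. Genes were kept by filterByExpr of edgeR 4.0.16 with a minimum count of 10 and a minimum total of 15, which left 15726. The common dispersion was 0.0103. Gm26917, Gm42418 and the genes annotated as ribosomal RNA took 5.89% to 7.71% of the counts. Pairs of libraries of the same group differed by more than counting noise. The chi-squared statistic per gene was 7.07 to 20.5, where counting noise alone gives about 1, so that no library is a copy of another in its group.

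Differential expression was tested with edgeR's quasi-likelihood fit and test on TMM-normalized counts with the vaccination as the only term, in R 4.3.3, at a Benjamini-Hochberg adjusted p under 0.05. Gene lists were tested with camera (limma 3.58.1, through edgeR) at a preset correlation of 0.01, with adjustment over 26 lists. The value given for a list is the median log2 fold change of its tested genes. The lists, with 695 genes, were written from general knowledge, since the gene sets used in the paper are not used here. They cover hypoxia, TNF and NF-κB response, IL-2, IL-7 and IL-9 signaling, chemokines and receptors, angiogenesis, MYC targets, E2F targets, extracellular matrix, tumor endothelial markers, interferon response, 12 cell types, and skeletal muscle, skin keratinocytes, adipocytes and erythroid cells as other tissues. Cell type scores are means of log2 counts scaled by edgeR's cpm function with a prior count of 2 over the tested genes of a list, and were compared by a two-sided exact permutation test, for which 0.1 is the smallest p with 3 tumors per group.

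The genes named in the text are those that the paper names for this experiment or measures in tumors of vaccinated mice, with Kdr, Cdh5, Lgals1 and Fn1, which it reports in endothelial cells, the 5 with the largest rise and the 5 with the largest fall among genes past the threshold whose groups do not overlap, and in each list the 3 with the smallest p. A result that this rule covers is not reported here. Genes named outside this rule are marked as chosen after their values were seen.

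The pipeline was tested on simulated counts with the group sizes and dispersion of the study, in which 200 of 15726 genes were raised or lowered by a factor of 2. edgeR recovered 94.5% and called 17 unchanged genes, DESeq2 1.42.0 recovered 96.5% and called 30, and limma-voom recovered 93.5% and called 17. A planted list of 40 genes with a log2 fold change of 0.3 had an adjusted p of 1.73e-30 by camera and 6.35e-05 by fry (limma), and 0 of 20 unchanged lists were called by camera. Counts were simulated independently for each gene, so that this cannot show how camera behaves when genes are correlated, as they may be in the tumors. Changes were planted only in genes with ample counts, and the recovery does not hold for genes with few counts.

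Alternatives were DESeq2, DESeq2 on rounded normalized counts, limma-voom, other normalizations and filters, an adjusted p under 0.1, a replicate block, each tumor left out in turn, fry, camera with an estimated correlation, fgsea 1.28.0, and lists without the genes of Fig. 5e and 5f. After the data were seen, libraries thinned to the smallest total, removal of ribosomal RNA genes, protein-coding genes only, removal of trends with GC content and length (known for 99.7% of tested genes), a skeletal muscle score as a term, and Reactome sets were added. Bracketed names in the sample labels carry further numbers whose meaning is not stated and which differ between the groups, so that no batch could be separated from the vaccination. Expression measured by quantitative PCR, secreted cytokines and flow cytometry were not analysed here.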

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

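The tests of library size and normalization for skeletal muscle, of normalization for fat, of other muscle transcripts, of the skeletal muscle score as a term and of genomic DNA, and the count of splits for the number of genes, were chosen after the results were seen.

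Skeletal muscle transcripts, which the paper does not discuss, were lower after vimentin vaccination. All 12 tested genes of the muscle list fell, with a median log2 fold change of -5.18 (adjusted p = 1.13e-39, camera with Benjamini-Hochberg adjustment over 26 lists), and 11 of them passed the threshold over all genes tested. The mean log2 CPM over the list was 3.61 ± 1.02 in control and -1.23 ± 1.12 in vimentin-vaccinated mice (SD, n = 3). With tumors left out in turn the median stayed between -6.86 and -4.67. None of the list's genes is on another list or in Fig. 5f, and their log2 fold changes lie outside the axis of Fig. 5e. The tables argue against library size, normalization and sequence content as the whole cause. With all libraries thinned to the smallest total the median was -5.23, with library size only in place of TMM normalization it was -5.16, and with trends of GC content and length removed it was -5.17. Skeletal muscle tissue in the excised control pieces is a candidate explanation. Of 18 tested muscle transcripts that are not on the list, 12 had all 3 control tumors above all 3 vimentin tumors, and the median of the 18 was -2.88. Abundant muscle genes were present in every control tumor, with 43.4 to 133 CPM of Myh4 and 20.6 to 105 CPM of Acta1, against at most 3.40 and 2.46 in vimentin tumors. Among the other tissues, skin keratinocyte genes had a median of 0.03 (3 genes, adjusted p = 0.995, camera), which was unstable, with 0.79 without vimentin replicate 2 and 0.81 without vimentin replicate 3, not past the threshold in either, and erythroid genes of 0.00 (6 genes, adjusted p = 0.505, camera), and the erythroid median was -0.52 without control replicate 2 (adjusted p = 0.0124, camera; 0.0124 to 0.637 over the 6 fits that each left out 1 tumor). Whether the muscle came with the excision or with a difference in growth of the tumors into muscle after vaccination was not tested. Among the 10 splits of the 6 tumors into equal groups, 1, the real one, gave a muscle median as large.

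Fat cell transcripts were also lower. All 7 tested genes of the adipocyte list fell, with a median log2 fold change of -1.52 (adjusted p = 5.83e-05, camera with Benjamini-Hochberg adjustment), and 1 passed the threshold over all genes tested, Car3, which fell from 22.5 ± 10.3 to 0.94 ± 0.62 CPM (SD, n = 3). Car3 was highest in control replicate 2 (34.4 CPM), as was the muscle score (4.64). Plin1, Plin4 and the adipocyte score were highest in control replicate 3, so that Car3 alone does not tell fat from muscle. The median depended on single tumors, with -0.90 without control replicate 3 and -2.58 without vimentin replicate 2, past the threshold in both. The median was -1.53 with thinned libraries, -1.51 with library size only and -1.52 with trends of GC content and length removed, so that none of these accounts for the fall. Muscle and the tissue around it in the control pieces cannot be told apart from the vaccination as the cause, since the muscle score is nearly collinear with the groups. With the skeletal muscle score as a term the median was -2.32 and still past the threshold. Fat attached to the control pieces, or a difference in fat within the tumors after vaccination, stays open and was not tested. In 2 of the 10 splits the median was as large. None of the muscle and fat calls held under fry or under camera with an estimated correlation (adjusted p = 0.0630 and 0.176 for muscle, 0.109 and 0.350 for adipocytes).

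Transcripts of 2 annotation classes outside the genes that the paper discusses were higher after vimentin vaccination. TEC genes had a median log2 fold change of 0.41, with 782 of 878 genes higher and 28 past the threshold, all of them higher (adjusted p = 5.26e-24, camera with Benjamini-Hochberg adjustment over the 26 lists and both classes). Sense-intronic genes had a median of 0.48, with 127 of 133 higher and 4 past the threshold (adjusted p = 1.33e-17, camera). The summed level of TEC genes was 2607 to 3159 CPM in control and 3601 to 4110 CPM in vimentin tumors. Over both classes together the median was 0.42, and it was 0.43 with thinned libraries, 0.43 with library size only and 0.37 with trends of GC content and length removed, each past the threshold. Genomic DNA in the libraries would cover all genes by their length. Olfactory and vomeronasal receptor genes, which tumors should not transcribe, had at most 0.0091 CPM per kb in any library, whereas the TEC and sense-intronic genes rose by 0.43 CPM per kb, from 1.29 ± 0.12 to 1.72 ± 0.12 (SD, n = 3), which argues against genomic DNA as the cause. More unspliced RNA of the genes around them may explain the rise. Of these transcripts, 814 lie inside a tested protein-coding gene on its strand. Their median was 0.45, that of the genes around them 0.02, and the median difference within pairs was 0.43 (95% bootstrap interval over genes 0.42 to 0.46), with 774 of 814 above the gene around them. The 119 transcripts outside protein-coding genes had a median of 0.20. Genes are not independent replicates, and whether RNA quality, the share of nuclear RNA or the vaccination altered the unspliced RNA was not tested. Of the 10 splits, 1 gave as large a median for TEC genes and 1 for sense-intronic genes.

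With 3 tumors per group the real split is always 1 of 10, so that a count of splits never gives a share under 0.1. For the number of genes past the threshold, 1 of the 10 splits gave as many, the real one. The same count was 1 for hypoxia, MYC targets, E2F targets and monocytes, 2 for fibroblasts, 3 for extracellular matrix and tumor endothelial markers, 5 for NK cells and endothelial cells, and 6 for chemokines and receptors, angiogenesis, dendritic cells and vessel mural cells. It was 7 for IL-2, IL-7 and IL-9 signaling, 8 for monocytes and macrophages and for lymphatics, 9 for TNF and NF-κB response and for interferon response, and 10 for T cells, B derived cells, neutrophils, melanoma cells, skin keratinocytes and erythroid cells.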

How the results depend on the processing

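Thinned libraries, removal of ribosomal RNA genes, protein-coding genes only, removal of GC content and length trends, the skeletal muscle score as a term and Reactome sets were chosen after seeing the data, and all other alternatives before the data were examined. Where no cause is given, the cause was not tested.

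With all tumors, 170 genes were higher and 141 lower, and 10 genes of Fig. 5f passed. RLE normalization gave 166 and 145 (306 of the same genes), library size only 180 and 115 (61.0% higher against 54.7%), upper-quartile normalization 113 lower genes (64.9% of its genes higher), a mean CPM of at least 1 167 and 136, thinned libraries 161 and 112, no ribosomal RNA genes 170 and 142, protein-coding genes 145 and 96, and GC content and length trends removed 136 and 131. The DESeq2 Wald test gave 494 and 491 genes with 24 of Fig. 5f, and 291 of the 311 genes remained. DESeq2 on rounded normalized counts gave 504 and 475 with 23 of Fig. 5f. No filter on low counts gave 531 and 646 with 26, an adjusted p under 0.1 gave 699 and 651, and limma-voom gave 146 and 84.

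With the replicate block, 291 genes were higher and 234 lower, with 25 of Fig. 5f, and 289 of the 311 remained. The replicate numbers are only numbers: the deviations from the group mean of the control and the vimentin tumor of a number had correlations of 0.30, 0.15 and -0.03, which gives no ground for pairing them.

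Across the 6 fits that each left out 1 tumor, the higher genes ranged from 0 to 600, the lower genes from 0 to 644 and the genes of Fig. 5f from 0 to 25. The highest values were all without control replicate 1, where all 311 genes remained, and 0 genes passed without vimentin replicate 1 (2682 at an unadjusted p under 0.05) or vimentin replicate 3 (3315). The number of cell type scores with separated groups ranged from 1 to 5.

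Leaving out 1 tumor changed the direction or the call of some lists. The median ranged from -0.44 to 0.012 for chemokines and receptors, from -0.043 to 0.16 for TNF and NF-κB response, from -0.059 to 0.091 for IL-2, IL-7 and IL-9 signaling and from -0.12 to 0.30 for interferon response, each highest without control replicate 1 and lowest without control replicate 3. For angiogenesis it ranged from -0.10 (without vimentin replicate 3) to -0.022, and for erythroid cells from -0.52 (without control replicate 2) to 0.35. Hypoxia (0.29 to 0.44), MYC targets, E2F targets, extracellular matrix, tumor endothelial markers, monocytes, fibroblasts, skeletal muscle and adipocytes kept their direction and stayed past the threshold in all 6 fits.

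Among genes with small changes, the log2 fold change ranged over these fits from -0.44 to 0.16 for Ccl2, from -0.23 to 0.61 for Cd274, from -0.26 to 0.082 for Efnb2, from -0.44 to 0.023 for Icam1, from -0.041 to 0.25 for Myc, from -0.75 to 0.16 for Tnf, from -0.23 to 0.20 for Vcam1, from -0.024 to 0.13 for Vim, from -0.17 to 0.00075 for Efna5, from -0.024 to 0.061 for Stat5a and from -0.048 to 0.28 for Flt1. Thinned libraries reversed Il1b to 0.17. Among the named genes, Aire and Pfkl included, removal of control replicate 1 made 17 pass that had not, and removal of vimentin replicate 1 left 21 short of the threshold.

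The list calls depend on how correlation between genes is treated. Of the 12 lists past the threshold, 0 passed under fry and 0 under camera with an estimated correlation, with the medians unchanged by construction (hypoxia 0.36, MYC targets -0.18, E2F targets -0.19, chemokines and receptors -0.31, extracellular matrix -0.45, tumor endothelial markers -0.16, skeletal muscle -5.18). The adjusted p under fry ranged from 0.0630 to 0.363 for these 7, and under the estimated correlation from 0.176 to 0.556. The fgsea test kept the same 12 lists past the threshold. The other normalizations and no filter on low counts gave 12, a mean CPM of at least 1 gave 11 and the replicate block 13. Tumor endothelial markers without the genes of Fig. 5e and 5f had a median of -0.095 and did not pass. Of 6 Reactome sets, which hold other genes than the lists, the chemokine set was lower and past the threshold (-0.30). The others did not pass, with medians of -0.012 for hypoxia, -0.058 for extracellular matrix, -0.11 for TNF, in the direction opposite to the list, -0.014 for interleukin signaling, also opposite to the list, and -0.013 for angiogenesis.

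With the skeletal muscle score as a term, 0 genes were higher and 0 lower, with 481 at an unadjusted p under 0.05 and 0 of Fig. 5f, and 7 lists passed. The score is nearly collinear with the groups, so that the term leaves little of the difference to test, and the medians under it show no more than that. They were -0.027 for E2F targets, 0.26 for TNF and NF-κB response, 0.14 for angiogenesis, -0.054 for chemokines and receptors, -1.69 for erythroid cells, 0.014 for extracellular matrix, 0.75 for monocytes and macrophages, -0.53 for skeletal muscle and 0.018 for tumor endothelial markers. Reversed genes were Ccl2 (0.74), Cd274 (-0.31), E2f1 (0.069), Mgp (0.030), Myc (-0.020), Pdcd1 (-0.28), Pecam1 (0.38), Stat5a (-0.30), Tnf (1.24) and Vcam1 (0.24).

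For the cell type scores, RLE normalization, library size only, a prior count of 0.5 and lists without the genes of Fig. 5e and 5f moved no difference by more than the spread between tumors. The median over the list moved melanoma cells to -0.18 and vessel mural cells to -0.49. Depth limits the immune cell lists: 8 of 20 T cell, 1 of 15 NK cell, 7 of 19 B derived cell and 5 of 19 neutrophil genes had enough counts to be tested.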

Differences from the paper's values

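The values of Fig. 5e were read by eye from its axis of -log10 p, which does not state whether the p was adjusted, and are compared with unadjusted p. Only the skeletal muscle score as a term, the Reactome sets and the comparison on adjusted p, named where they bear on a result, were chosen after the results were seen. For Eno2, the value was 4.13 against the paper's about 7.6 in Fig. 5e. Of the alternatives set before the data were examined, no filter on low counts (7.91), the DESeq2 Wald test (10.9) and DESeq2 on rounded normalized counts (11.3) came within 1.5 times of the paper's value, and the other normalizations, a mean CPM of at least 1, the replicate block, limma-voom and each tumor left out did not close the gap. For Bgn, the value was 2.86 against the paper's about 4.7 in Fig. 5e. No filter on low counts (5.91), the replicate block (5.39), the fit without control replicate 1 (3.60), the DESeq2 Wald test (6.12) and DESeq2 on rounded normalized counts (6.29) closed that gap, and the others did not. For Shb, the value was 2.58 against the paper's about 4.0 in Fig. 5e. The gap was closed by no filter on low counts (4.90), the replicate block (2.88), the fits without control replicate 1 (2.94), control replicate 3 (2.75) or vimentin replicate 2 (2.67), the DESeq2 Wald test (4.97) and DESeq2 on rounded normalized counts (5.19), and not by the others. DESeq2 with shrunken log2 fold changes has the p of the Wald test. On unadjusted p, settings that closed these gaps opened others: Fbn1 had 9.17 by the DESeq2 Wald test against the paper's about 5.7 in Fig. 5e, and Col1a1 had 6.71 without a filter on low counts against the paper's about 2.5 in Fig. 5e. On the scale of adjusted p, a comparison chosen after seeing the values, the -log10 adjusted p of the DESeq2 Wald test (Benjamini-Hochberg adjustment) was 7.93 for Eno2, 6.44 for Fbn1, 3.97 for Bgn, 1.67 for Col1a1 and 3.07 for Shb, each within 1.5 times of the paper's value, and Col1a1 (1.65) was the only one outside with DESeq2 on rounded normalized counts. In the main edgeR fit of all 6 tumors these were 1.48, 1.48, 1.26, 1.26 and 1.19 (Benjamini-Hochberg adjustment), and all 5 lay outside. In edgeR with no filter on low counts Fbn1 (4.38), Bgn (3.39) and Shb (2.68) lay within, and Eno2 (4.92) and Col1a1 (3.95) outside. With the replicate block only Col1a1 (1.95) lay within. The log2 fold changes read from the same plot did not differ with all 6 tumors in edgeR.

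The paper reports chemokine signaling as induced by vimentin vaccination, and under that term names IL-2, IL-7, IL-9 and TNFα. It does not state that transcripts of chemokines or their receptors rose. The chemokine and receptor list, which holds such transcripts, had a median log2 fold change of -0.31 and was lower past the threshold. This is not the measure that the paper reports. Without control replicate 1 the median was 0.01, the only setting above 0, and the list did not pass. The Reactome chemokine set, chosen after seeing the values, was also lower (-0.30) and past the threshold. For the signatures that the paper names, the lists of TNF and NF-κB response and of IL-2, IL-7 and IL-9 signaling stand in. The TNF and NF-κB list had a median of 0.06 and the interleukin list of 0.03, neither past the threshold. The TNF and NF-κB list passed without control replicate 1 (median 0.16), without vimentin replicate 2 (0.14), and with the skeletal muscle score as a term, chosen after seeing the values (0.26). The fit with that score decides nothing, since the score is nearly collinear with the groups. The Reactome TNF set, also chosen after seeing the values, had a median of -0.11 and did not pass. The interleukin list passed without control replicate 1 (0.09). The lists are not the gene sets of the paper.

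The paper reports angiogenesis as dominant in control tumors. The angiogenesis list had a median of -0.08 and did not pass with all tumors. It passed in that direction without control replicate 1 (-0.09) and without vimentin replicate 3 (-0.10). With the skeletal muscle score as a term, chosen after seeing the values, it passed in the other direction (0.14). That score is nearly collinear with the groups, so that this fit does not bear on the paper's result. The paper reports Bgn and Col1a1 as dominant in control tumors. Both were lower but had adjusted p of 0.0546 and 0.0552 (edgeR, Benjamini-Hochberg adjustment). Both passed with DESeq2, DESeq2 on rounded normalized counts, no filter on low counts, the replicate block and without control replicate 1.

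Fig. 5f shows 36 genes as differentially expressed, of which 10 passed here, and up to 26 passed under a single alternative (no filter on low counts). Efnb2, Efnb1, Efna5, Ccl2, Stat5a, Flt1 and Gnb5 passed under none of the settings. Dsc2, Dsg2 and Ntf3, shown as higher, had at most 3, 7 and 1 counts in any tumor and were not tested.

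Supplementary Fig. 6b shows T cells, monocytes and neutrophils as higher after vimentin vaccination, and B derived cells as lower. The differences in score were 0.00 for T cells, -0.84 for monocytes, -0.14 for neutrophils and 0.10 for B derived cells. Monocytes stayed lower under all settings run. By flow cytometry (Fig. 5i) the paper reports fewer monocytic myeloid-derived suppressor cells and a shift from Ly6C-positive myeloid cells to macrophages. The monocyte list, which includes Ly6c2 (log2 fold change -1.75), fell in that direction. The paper also reports more dendritic cells and NK cells, whose scores here were lower with overlapping groups. Cell frequencies and RNA scores are unlike measures. T cells were higher by 0.40 without control replicate 1 and by 0.08 without vimentin replicate 2. Without each of the other tumors the T cell difference was negative, down to -0.29 without control replicate 3. Neutrophils were higher by 0.14 without vimentin replicate 2, by 0.05 without control replicate 1 and by 0.09 with the median over the list. B derived cells were lower without control replicate 2 (-0.08) and with the median over the list (-0.08). The marker lists are not those of mMCP-counter. The stromal lists were lower in both.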

Other observations

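For hypoxia and extracellular matrix transcripts, the tests of normalization, of the skeletal muscle score as a term, of the share of melanoma cells and of the hypoxia score against the melanoma and E2F target scores were chosen after the results were seen.

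The rise of hypoxia transcripts (median log2 fold change 0.36) was 0.37 with thinned libraries, 0.37 with library size only and 0.36 with trends of GC content and length removed, so that none of these accounts for it. Muscle and the tissue around it in the control pieces would lower the transcripts of melanoma and of dividing cells there as well. The hypoxia score minus the melanoma score rose by 0.34, from -2.03 ± 0.09 to -1.68 ± 0.28 (SD, n = 3, exact permutation test, p = 0.2), with vimentin replicate 2 within the range of the controls, and the hypoxia score minus the E2F target score by 0.53, from 0.65 ± 0.17 to 1.19 ± 0.06 (SD, n = 3, p = 0.1), which argues against such tissue as the whole cause. With the skeletal muscle score as a term the median was 0.65 and still past the threshold, but the score is nearly collinear with the groups and decides nothing. A response of the tumors to the vaccination stays open as a hypothesis, and so does a difference in size or necrosis between the groups, which was not tested.

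The fall of extracellular matrix transcripts (median -0.45) was -0.41 with thinned libraries, -0.43 with library size only and -0.45 with trends of GC content and length removed. Without control replicate 3 it was -0.29, past the threshold. A lower share of melanoma cells in the control pieces would raise the markers of all other cells alike. The fibroblast score minus the endothelial score was 0.20 ± 0.18 in control and -0.27 ± 0.28 in vimentin-vaccinated mice (SD, n = 3), a difference of -0.47 (exact permutation test, p = 0.1), which argues against that share as the whole cause. Connective tissue that came with muscle into the control pieces cannot be told apart from an effect of the vaccination, since the muscle score is nearly collinear with the groups. With the skeletal muscle score as a term the matrix median was 0.014 and not past the threshold. The order of the control tumors differed between the lists, with muscle highest in control replicate 2 (score 4.64) and matrix highest in control replicate 3 (4.98).

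Transcripts whose gene or protein the paper measured by other assays in tumors, not stated to be these, had the following log2 fold changes here, none of them past the threshold with all 6 tumors: Icam1 -0.25, Vcam1 -0.03, Cd274 (Pd-l1) 0.02, Pdcd1 (Pd-1) 0.67, Il1b -0.19, Tnf -0.28, Ccl2 (MCP-1) -0.17 and Pecam1 -0.22. Cd274 had 53.9 CPM in control replicate 1 and 23.3 and 19.8 in the other control tumors. Without control replicate 1 its log2 fold change was 0.61 and past the threshold (adjusted p = 0.0423, edgeR with Benjamini-Hochberg adjustment), and it was the only one of these genes to pass under any setting. Over the 6 fits that each left out 1 tumor its log2 fold change ranged from -0.23 to 0.61 and its adjusted p from 0.0423 to 0.955 (edgeR, Benjamini-Hochberg adjustment). Pdcd1 had only 0 to 18 counts per tumor, and its log2 fold change ranged from 0.066 to 2.10 over these fits. That of Pecam1 ranged from -0.35 to -0.07 and that of Il1b from -0.38 to -0.06. Il1a, Il6 and Il10 had at most 1, 5 and 7 counts in any tumor and were not tested. Of genes that the paper reports in endothelial cells, Kdr had a log2 fold change of -0.17, Cdh5 of -0.20, Lgals1 of 0.13 and Fn1 of 0.32, none past the threshold.

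Aire, chosen after its values were seen, had the smallest p among the rises. It had 97.5 ± 8.92 CPM in control and 177 ± 10.4 in vimentin-vaccinated mice (SD, n = 3), a log2 fold change of 0.86 (adjusted p = 0.0267, edgeR with Benjamini-Hochberg adjustment). Pfkl, also on chromosome 10 and chosen in the same way, had a log2 fold change of 0.40 and did not pass (adjusted p = 0.0522).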
